# Non-necroptotic MLKL function damages mitochondria and promotes hematopoietic stem cell aging

**DOI:** 10.1038/s41467-026-71060-4

**Published:** 2026-04-06

**Authors:** Yuta Yamada, Jinjing Yang, Akiho Saiki-Tsuchiya, Yuji Watanabe, Shuhei Koide, Shin Murai, Yuriko Sorimachi, Yu Fukuda, Kenta Sumiyama, Hiroshi Sagara, Hiroyasu Nakano, Keiyo Takubo, Atsushi Iwama, Masayuki Yamashita

**Keywords:** Haematopoietic stem cells, Ageing, Necroptosis, Cell death and immune response, Myelodysplastic syndrome

## Abstract

Hematopoietic stem cells (HSCs) survive many types of cellular stress but often lose their regenerative and lymphopoietic capacities as a result. Such functional decline also occurs with age, and dysfunctional HSCs with impaired mitochondria accumulate during aging. However, the molecular link between HSC stress response and age-related functional decline remains poorly understood. Here we show that multiple stress responses converge on the RIPK3-MLKL axis to induce age-related changes in HSCs. The necroptosis effector MLKL is readily activated by inflammation and replication stress and accumulates in HSC mitochondria. Consequently, activated MLKL does not cause cell death but impairs HSC self-renewal and lymphoid differentiation. Such MLKL-mediated functional decline also occurs in HSCs during organismal aging, with activated MLKL primarily mediating age-related mitochondrial damage and reduced glycolytic flux. Collectively, our results establish the RIPK3-MLKL axis as a key mediator of HSC aging and identify a necroptosis-independent role of MLKL in mitochondrial damage.

## Abstract (web summary)

How hematopoietic stem cells resist stress yet lose function with age remains unclear. This study identifies a non-canonical role for MLKL that impairs mitochondria without killing cells and contributes to age-related decline in hematopoietic stem cell function.

## Introduction

Aging deteriorates hematopoiesis and increases one’s susceptibility to hematologic disorders. Although lifelong production of the blood and immune cells relies on the self-renewing ability and multipotency of hematopoietic stem cells (HSCs)^1^, compelling evidence suggests that HSCs with reduced regenerative and lymphopoietic potential accumulate with age^2^. Such age-related HSC dysfunction is associated with deleterious changes in their organelles, including accumulation of DNA damage, altered epigenetic regulation, reduced autophagic flux, and impaired mitochondria^3–7^, as well as environmental changes such as inflammation and alteration of the HSC-supporting niche cells in the bone marrow (BM)^8–10^. We and others recently showed that restoration of the young niche is insufficient to rejuvenate aged HSC function, highlighting a key role for age-associated cell-intrinsic defects in HSC aging^11,12^. Indeed, recent studies suggest that altered mitochondrial function and metabolism cause functional impairment of aged HSCs^7,13^. Moreover, repeated exposure to inflammatory and replication stress causes an irreversible and age-related deficit in HSC function^14,15^. However, a causal relationship between the cell-intrinsic and cell-extrinsic changes remains undefined.

HSCs are molecularly wired to prevent apoptosis unless otherwise required^16–18^, and their apoptosis resistance is further enhanced through age-dependent changes in the environment^19^. We and others previously showed that necroptosis, a form of programmed necrosis that is mediated by the receptor-interacting protein kinase 3 (RIPK3)–mixed lineage kinase like (MLKL) axis and typically occurs in apoptosis-resistant cells, can occur in HSCs and limit their regenerative potential after exposure to proinflammatory ligands and myeloablative stress^20–23^. Indeed, HSCs upregulate the necroptosis effector MLKL via posttranscriptional modification upon inflammation^24^, and recent studies suggest a critical role for the RIPK3–MLKL axis in mediating HSC dysfunction after certain stresses and during aging^25–28^. Although these studies attributed RIPK3–MLKL-mediated cell death to functional decline in aged HSCs, dysfunctional HSCs should survive and accumulate in the BM during aging^29^, leaving the mechanism whereby the RIPK3–MLKL axis mediates age-related HSC changes unclear. Intriguingly, emerging evidence suggests that MLKL activation does not always induce necroptotic cell death^30–32^ but rather can impair membrane-bound organelles, including the endosome, autophagosome, and mitochondria, presumably through disruption of membrane integrity^31,33–35^.

Here, we sought to clarify the role of the necroptosis pathway in age-related HSC functional decline. We show that the RIPK3–MLKL axis is readily activated in a subset of HSCs after age-related stresses and reduces HSC self-renewal and lymphopoietic potential without affecting HSC survival.

## Results

### MLKL is preferentially activated in HSCs upon inflammation

Previous studies show that MLKL protein is abundantly expressed in murine immature hematopoietic cells^36^ (Supplementary Fig. 1a, b) and the expression level is elevated in HSCs upon polyinosinic-polycytidylic acid (pIC)-induced inflammation^24^. To further assess the activation status of the necroptosis pathway in individual HSCs and other hematopoietic progenitors upon inflammation, we used SMART-Tg mice that ubiquitously express a Förster resonance energy transfer (FRET)-based biosensor that monitors MLKL activation and translocation to the cell membrane^37^. Consistent with our previous observation that necroptosis is selectively activated in HSCs but not in granulocyte/monocyte progenitors during pIC-induced inflammation^22^, the SMART signal was increased in HSCs and multipotent progenitors (MPPs) but not in myeloid or lymphoid progenitors upon inflammation induced by administration of pIC, lipopolysaccharide (LPS), or tumor necrosis factor α (TNF-α) (Fig. 1a, b and Supplementary Fig. 1c). This was unexpected, as our previous data indicate that pIC injections induce TNF-α- and nuclear factor κB (NF-κB)-dependent pro-survival signals that protect HSCs from necroptotic death^22^. The FRET signal was increased on day 1 independently of biological sex but disappeared on day 7 post-administration of the proinflammatory ligands (Supplementary Fig. 1d, e). Moreover, the acute FRET activation was significantly diminished in a RIPK3-deficient (*Ripk3*^–/–^) background (Fig. 1c and Supplementary Fig. 1f), suggesting that the necroptotic RIPK3–MLKL axis is transiently activated in HSCs in response to inflammation. We transplanted HSCs with high and low FRET signals after LPS treatment (FRET/CFP^hi^ and FRET/CFP^lo^) and observed lower engraftment potential and a tendency toward reduced B-lymphopoietic potential of FRET/CFP^hi^ HSCs compared to FRET/CFP^lo^ HSCs (Fig. 1d–g and Supplementary Fig. 1g, h). Collectively, these results indicate that the necroptosis pathway is selectively and transiently activated in HSCs upon inflammation, and its activation status is closely associated with their functional decline.

**Fig. 1:**
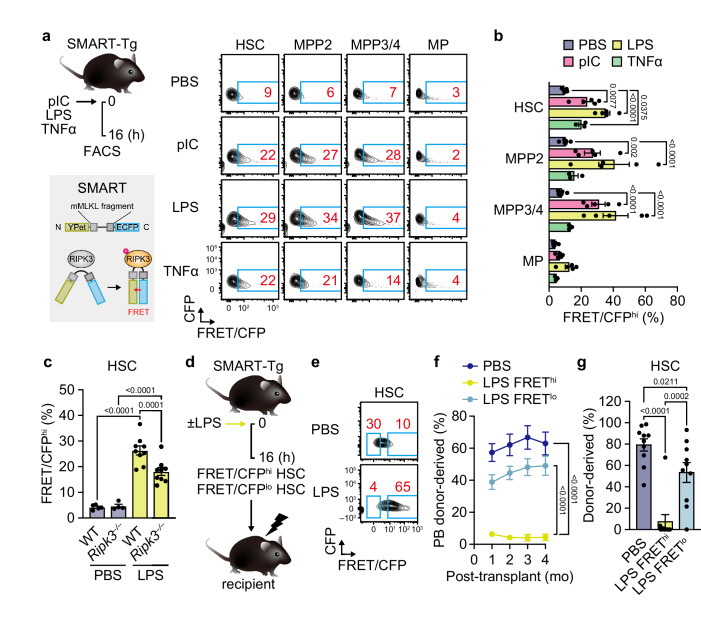
MLKL is preferentially activated in HSCs upon inflammatory stress. **a** Experimental design and representative flow cytometry plots for FRET-based detection of MLKL activation in BM HSCs, multipotent progenitors (MPP2 and MPP3/4), and myeloid progenitors (MP). FACS, fluorescence-activated cell sorting. **b** Frequencies of FRET/CFP^hi^ cells in SMART-Tg mice ± pIC, LPS, and TNF-α (*n* = 3 mice in the TNF-α-treated group and 5 mice/other group; two experiments). **c** Frequencies of BM FRET/ CFP^hi^ HSCs in WT and *Ripk3*^*–/–*^ SMART-Tg mice ± LPS (*n* = 5 PBS-treated WT, 4 PBS-treated *Ripk3*^–/–^, 9 LPS-treated WT, and 9 LPS-treated *Ripk3*^–/–^ mice; two experiments). **d–g** Engraftment potential of BM FRET/CFP^hi^ and FRET/CFP^lo^ HSCs from LPS-treated SMART-Tg mice. Shown are experimental design (**d**), sorting gates (**e**), PB donor chimerism (**f**) (*n* = 10 PBS-treated, 12 LPS-treated FRET/CFP^hi^, and 12 LPS-treated FRET/CFP^lo^ HSC recipients; two experiments), and donor chimerism in BM HSCs (**g**) (*n* = 10 mice/group; two experiments). HSCs isolated from PBS-treated SMART-Tg mice were used as control donor cells. Data are mean ± s.e.m.; statistical significance was determined using one-way (**c**, **g**) and two-way ANOVA (**b**, **f**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown.

### A non-necroptotic role of MLKL impairs HSC function

The best-known function of MLKL is to induce necroptotic cell death by plasma membrane rupture. To study the effect of inflammation-induced MLKL activation on HSCs, we assessed changes in HSC numbers in pIC-treated MLKL-deficient (*Mlkl*^*–/–*^) mice. Unexpectedly, phosphatidylserine exposure, a hallmark of the loss of plasma membrane integrity observed prior to cell rupture in necroptosis and apoptosis, was unchanged between wild-type (WT) and *Mlkl*^*–/–*^ HSCs, indicating that the effect of inflammation-activated MLKL on HSC survival is negligible (Fig. 2a, b). Accordingly, the absolute numbers of HSCs were comparable between pIC-treated WT and *Mlkl*^*–/–*^ mice (Fig. 2c and Supplementary Fig. 2a). As expected, pIC-induced inflammation also caused HSCs to exit quiescence^38^ and shift from an endothelial protein C receptor-expressing (EPCR^+^) self-renewing state^39^ to a CD41^+^ myeloid-primed state^40^, but MLKL deficiency had no apparent impact on these changes (Supplementary Fig. 2b–d). However, upregulation of another age-related myeloid-biased HSC marker, neogenin-1 (NEO-1)^41^ was significantly attenuated by MLKL deficiency (Fig. 2d). To further assess whether activation of the RIPK3–MLKL axis affects age-related HSC subpopulations, we utilized MLKL-SA2 knock-in (*Mlkl*^*SA2*^) mice, where MLKL cannot be activated by RIPK3-dependent phosphorylation due to the two serine-to-alanine substitutions at codons 345 and 347 of the *Mlkl* locus^42^, and treated them with PBS or pIC. In addition to NEO-1, we also assessed surface expression of P-selectin and GPR183, which were reported to enrich myeloid-biased^43^ and less differentiating^44^ subpopulations in aged HSCs, respectively. The results revealed that inactivation of the RIPK3–MLKL axis significantly attenuated pIC-induced upregulation of NEO-1, and to a lesser extent GPR183, but not P-selectin, on HSCs (Fig. 2e and Supplementary Fig. 2e, f). As the total number of HSCs did not differ before and after acute pIC injection (Fig. 2c), this indicates that the RIPK3-MLKL axis promotes transition from NEO-1^–^ lineage-balanced to NEO-1^+^ myeloid-biased states.

**Fig. 2:**
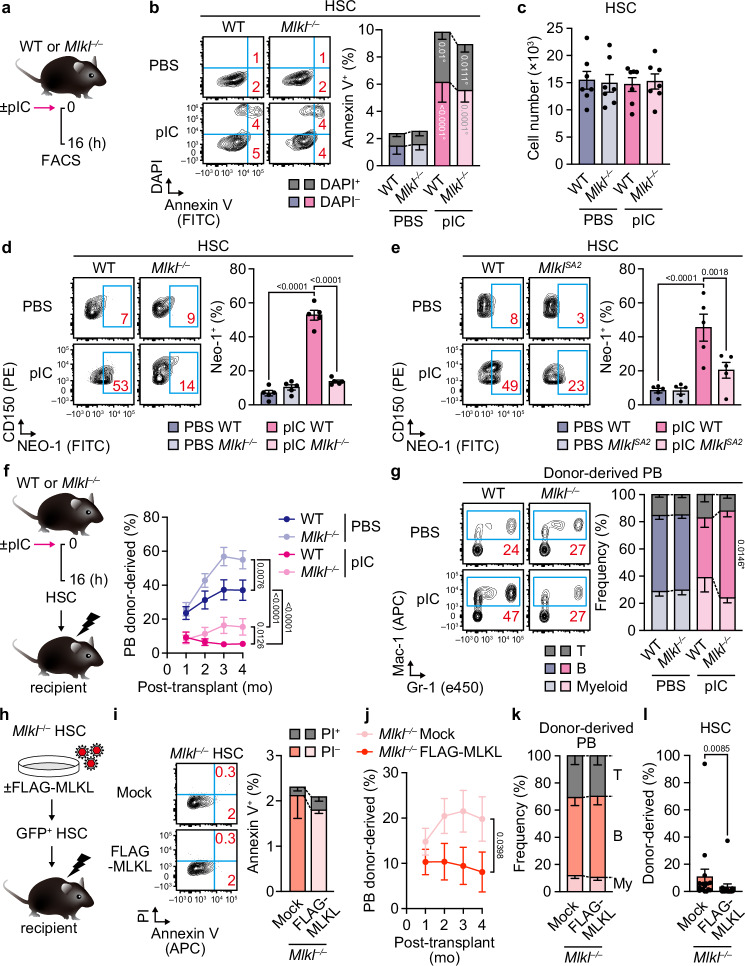
A cell death-independent role of MLKL limits HSC function. **a** Experimental design for single pIC injections. **b** Representative flow cytometry plots and frequencies of BM Annexin V^+^ HSCs in WT and *Mlkl*^*–/–*^ mice ± pIC (*n* = 7 mice/group; three experiments). **c** Absolute BM HSC numbers in WT and *Mlkl*^–/–^ mice ± pIC (*n* = 7 mice/group; three experiments). **d** and **e** Representative flow cytometry plots and frequencies of BM NEO-1^+^ HSCs in WT and *Mlkl*^*–/–*^ mice (**d**) (*n* = 5 mice/group; one experiment) and WT and *Mlkl*^*SA2*^ mice (**e**) (*n* = 5 mice/group; three experiments) ± pIC. **f** and **g** Engraftment potential of BM HSCs from WT and *Mlkl*^*–/–*^ mice ± pIC. Shown are experimental design and PB donor chimerism (**f**) (*n* = 14 PBS-treated WT, 12 PBS-treated *Mlkl*^–/–^, 14 pIC-treated WT, and 13 pIC-treated *Mlkl*^–/–^ recipients; three experiments) and donor-derived lineage distribution at 4 months (**g**) (*n* = 14 PBS-treated WT, 12 PBS-treated *Mlkl*^–/–^, 8 pIC-treated WT, and 8 pIC-treated *Mlkl*^–/–^ HSC recipients; three experiments). **h–l** Engraftment potential of *Mlkl*^*–/–*^ BM HSCs ± N-terminal FLAG-tagged MLKL (FLAG-MLKL). Shown are experimental design (**h**), frequencies of Annexin V^+^ *Mlkl*^*–/–*^ BM HSCs ± FLAG-MLKL (**i**) (*n* = 6 pools of 1000 HSCs/group; two experiments), PB donor chimerism (**j**) (*n* = 18 Mock and 17 FLAG-MLKL HSC recipients; three experiments), donor-derived lineage distribution at 4 months (**k**) (*n* = 17 Mock and 12 FLAG-MLKL HSC recipients; three experiments), and donor chimerism in BM HSCs (**l**) (*n* = 16 Mock and 15 FLAG-MLKL HSC recipients; three experiments). My, myeloid. Data are mean ± s.e.m.; statistical significance was determined using two-tailed Mann–Whitney’s *U*-test (**l**), one-way ANOVA (**d**, **e**), and two-way ANOVA with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (**b**, **c**, **f**, **g**, **i–k**), with exact *P* values shown; * versus WT; ° versus PBS.

In line with the above MLKL-mediated phenotypic changes, HSC transplantation experiments revealed that whereas MLKL deficiency alone conferred a selective advantage to phosphate-buffered saline-treated control HSCs, MLKL deficiency significantly alleviated a pIC-induced reduction in engraftment and B-lymphopoietic potential (Fig. 2f, g and Supplementary Fig. 2g, h). Moreover, in vivo blockade of RIPK3 kinase activity prior to pIC injection via administration of UH15-38^45^ revealed a trend toward ameliorating pIC-induced decline in HSC regenerative capacity and B-lymphoid differentiation potential (Supplementary Fig. 3a–d), suggesting that RIPK3 acts upstream of MLKL to mediate HSC functional decline. Transplantation of NEO-1^–^ and NEO-1^+^ HSCs isolated from pIC-treated WT and *Mlkl*^*SA2*^ mice further revealed a trend—despite the limited number of mice—toward improved engraftment of *Mlkl*^*SA2*^ NEO-1^–^ HSCs, but not NEO-1^+^ HSCs, compared to WT counterparts (Supplementary Fig. 3e-i), indicating selective protection of NEO-1^–^ lineage-balanced HSCs by blockade of the RIPK3–MLKL axis. This MLKL-mediated effect seems largely cell-intrinsic and independent of environmental necroptosis, as MLKL deficiency had a minor effect on pIC-induced BM inflammation (Supplementary Fig. 3j, k), and pIC-induced suppression of ex vivo EPCR^+^ HSC expansion was largely attributed to MLKL activity in hematopoietic cells (Supplementary Fig. 3l).

To further investigate the cell death-independent role of MLKL in HSC function, we performed HSC transplantation experiments using *Mlkl*^*–/–*^ HSCs reconstituted with N-terminal FLAG-tagged MLKL (FLAG-MLKL), which cannot induce cell death but can oligomerize and translocate to the cell membrane^32,46^ (Fig. 2h and Supplementary Fig. 3m). Consistent with the cell-intrinsic, necroptosis-independent regulation of HSCs by MLKL, reconstitution of *Mlkl*^*–/–*^ HSCs with FLAG-MLKL significantly reduced their engraftment potential (Fig. 2i–l and Supplementary Fig. 3n). These data collectively indicate that inflammation-induced MLKL activation does not cause HSC death but impairs HSC regenerative and lymphopoietic potential independently of MLKL’s necroptotic function.

### MLKL mediates age-related HSC changes driven by replication and oncogenic stress

Replication stress is implicated as the driving force of HSC aging^4,15^. Interestingly, MLKL is also preferentially activated in HSCs and MPPs but not in myeloid or lymphoid progenitors upon administration of 5-fluorouracil (5-FU) (Fig. 3a, b and Supplementary Fig. 4a), which induces HSC proliferation and age-related alterations when serially injected^15^. Again, blockade of the RIPK3–MLKL axis did not change HSC death or their absolute numbers during 5-FU-induced myeloablation (Fig. 3c and Supplementary Fig. 4b–e). Thus, to assess the relevance of MLKL activation in replication-induced HSC aging, we injected WT and *Mlkl*^*–/–*^ mice with serial rounds of 5-FU (Fig. 3d). Although hematopoietic recovery after 5-FU injections was comparable between WT and *Mlkl*^*–/–*^ mice (Supplementary Fig. 4f), we observed marked attenuation of age-related hematopoietic changes such as myeloid-skewed hematopoiesis (Fig. 3d) and expansion of phenotypic HSCs in 5-FU-treated *Mlkl*^*–/–*^ mice (Supplementary Fig. 4g, h). Moreover, HSC transplantation experiments revealed that MLKL deficiency alleviated the 5-FU-induced decrease in HSC engraftment and lymphopoietic potential (Fig. 3e, f and Supplementary Fig. 4i, j). During serial HSC transplantation, which also induces extensive HSC proliferation in vivo^15^, MLKL deficiency in HSCs attenuated a progressive decline in their regenerative potential and lymphoid cell production (Fig. 3g and Supplementary Fig. 5a–c). As an increased propensity to myelodysplastic syndrome (MDS) is another hallmark of aging in the hematopoietic system^47^, we next subjected WT and *Mlkl*^*–/–*^ HSCs to oncogenic stress by introducing a C-terminal truncation mutant of Runt-related transcription factor 1 (RUNX1), which mimics MDS in mice by causing myeloid-skewed differentiation and ineffective hematopoiesis^48^. Transplantation of mutant RUNX1–transduced WT or *Mlkl*^*–/–*^ HSCs showed that MLKL deficiency in hematopoietic cells did not affect HSC engraftment but attenuated the development of lethal MDS (Fig. 3h and Supplementary Fig. 5d). Further analyses of the recipient mice revealed that MLKL deficiency had no detectable impact on mutant RUNX1-induced dysplasia in hematopoietic cells (Supplementary Fig. 5e) but ameliorated lethality mainly due to severe defects in erythropoiesis (Supplementary Fig. 5f). These data support the idea that age-related HSC changes driven by replication and oncogenic stress are mediated at least partly through cell-intrinsic activity of MLKL.

**Fig. 3:**
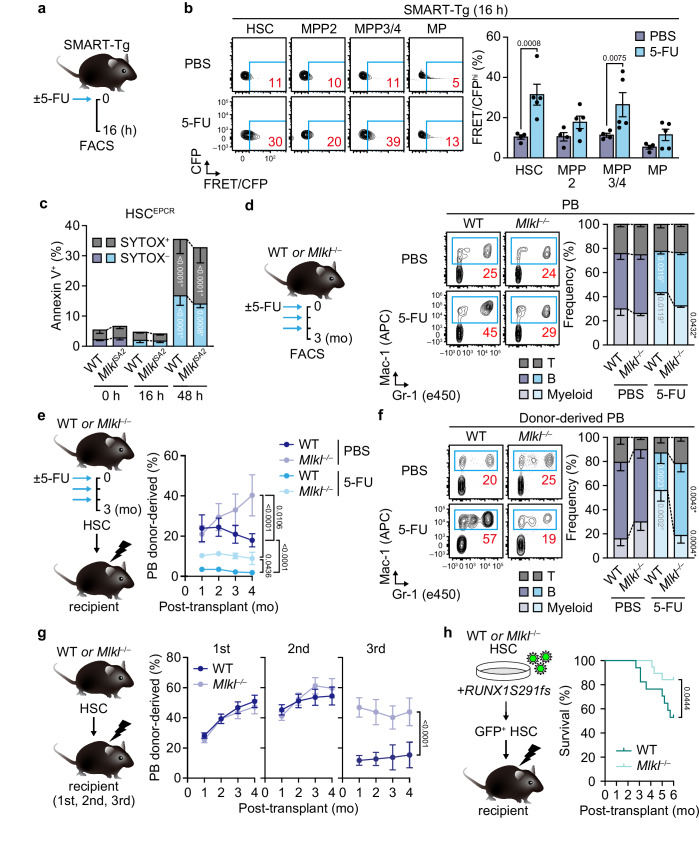
MLKL mediates HSC functional decline upon replication stress. **a** Experimental design for single 5-FU (1 × 5-FU) injections. **b** Representative flow cytometry plots and frequencies of FRET/CFP^hi^ HSCs, MPPs, and MPs in SMART-Tg mice ± 1 × 5-FU (*n* = 4 PBS-treated and 5 5-FU-treated mice; two experiments). **c** Frequencies of BM Annexin V^+^ EPCR^+^ HSCs (Lin^–^/CD48^–^/CD150^+^/Sca-1^+^/EPCR^+^)^71^ in WT and *Mlkl*^*SA2*^ mice at indicated time points following 1 × 5-FU (*n* = 6 mice in the WT 0 h group and 5 mice/other group; two experiments). **d** Experimental design for serial 5-FU injections (3 × 5-FU), representative PB myeloid flow cytometry plots, and lineage distribution in WT and *Mlkl*^–/–^ mice ± 3×5-FU (*n* = 4 PBS-treated WT, 4 PBS-treated *Mlkl*^–/–^, 3 5-FU-treated WT, and 3 5-FU-treated *Mlkl*^–/–^ mice; one experiment). Engraftment potential of BM WT and *Mlkl*^*–/–*^ HSCs ± 3×5-FU (*n* = 4 recipients in the 5-FU-treated *Mlkl*^–/–^ group and 5 recipients/other group; one experiment). Shown are experimental design, PB donor chimerism (**e**), and donor-derived lineage distribution at 4 months (**f**). **g** Engraftment potential of WT and *Mlkl*^–/–^ BM HSCs after serial transplantation. Shown are experimental design and PB donor chimerism after primary (*n* = 19 WT and 23 *Mlkl*^–/–^ recipients; five experiments), secondary (*n* = 25 recipients/group; five experiments), and tertiary transplantation (*n* = 19 WT and 16 *Mlkl*^–/–^ recipients; five experiments). **h** *RUNX1S291fs*-transduced MDS mouse models. Shown are experimental design and Kaplan–Meier survival curves for *RUNX1S291fs*-transduced WT and *Mlkl*^–/–^ HSC recipients (*n* = 17 WT and 19 *Mlkl*^–/–^ recipients; one experiment). Data are mean ± s.e.m.; statistical significance was determined using two-way ANOVA with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (**b–g**) and Mantel–Cox log-rank test (**h**), with exact *P* values shown; * versus WT; ° versus PBS.

### MLKL mediates HSC dysfunction during organismal aging

The above findings prompted us to investigate whether MLKL mediates the functional decline in HSCs during organismal aging. We analyzed SMART signals in 3- and 12-month-old WT and *Ripk3*^–/–^ mice and found that the frequency of FRET/CFP^hi^ HSCs increased with age in a RIPK3-dependent manner, particularly in male mice (Fig. 4a–c and Supplementary Fig. 6a). Furthermore, BM analyses of 3- and 18-month-old WT and *Mlkl*^*–/–*^ mice showed that MLKL deficiency largely rescued myeloid-skewed hematopoiesis (Fig. 4d, e) and loss of BM common lymphoid progenitors (Lin^–^/c-Kit^lo^/Sca-1^lo^/Flk2^+^/IL-7Rα^+^) (Supplementary Fig. 6b, c). Although BM HSC numbers and cell death frequency were largely unaffected in aged *Mlkl*^*–/–*^ mice (Supplementary Fig. 6b–d), the accumulation of γH2AX foci, a hallmark of HSC aging, was significantly alleviated in aged *Mlkl*^*–/–*^ HSCs (Fig. 4f and Supplementary Fig. 6e), indicating that the aging process is attenuated in *Mlkl*^*–/–*^ HSCs. Accordingly, transplantation experiments using HSCs of 3- and 18-month-old WT or *Mlkl*^*–/–*^ mice revealed better regenerative and B/T-lymphopoietic potential of aged *Mlkl*^*–/–*^ HSCs compared to aged WT HSCs (Fig. 4g, h and Supplementary Fig. 6f–h), further demonstrating that age-related HSC functional decline is mediated at least partly through an MLKL-dependent mechanism.

**Fig. 4:**
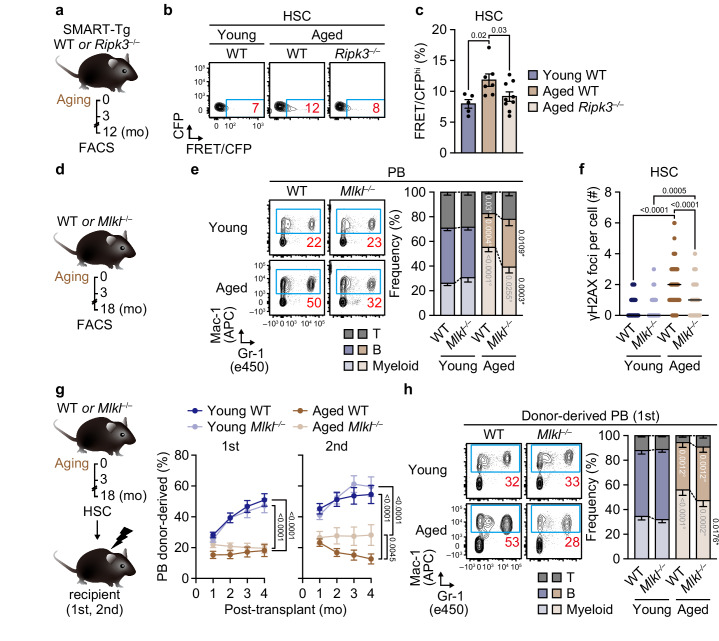
MLKL mediates HSC functional decline during aging. **a–c** Activation of the RIPK3-MLKL axis in aged HSCs. Shown are experimental design (**a**), representative flow cytometry plots (**b**), and frequencies of BM FRET/CFP^hi^ HSCs in young WT, aged WT, and aged *Ripk3*^*–/–*^ SMART-Tg mice (**c**) (*n* = 5 young WT, 7 aged WT, and 9 aged *Ripk3*^–/–^ SMART-Tg mice; three experiments). Effects of MLKL on hematopoietic aging. Shown are experimental design (**d**), PB lineage distribution (**e**) (*n* = 9 mice in the aged WT group and 8 mice/other group; five experiments), and the number of γH2AX foci per WT and *Mlkl*^–/–^ HSC ± aging (**f**) (*n* = 100 cells/group; two experiments). **g** Engraftment potential of BM HSCs from WT and *Mlkl*^*–/–*^ mice ± aging. Shown are experimental design and donor PB chimerism after primary (n = 19 young WT, 23 young *Mlkl*^–/–^, 23 aged WT, and 24 aged *Mlkl*^–/–^ recipients; five experiments) and secondary transplantation (*n* = 25 young WT, 25 young *Mlkl*^–/–^, 19 aged WT, and 19 aged *Mlkl*^–/–^ recipients; five experiments). **h** Donor-derived PB lineage distribution in primary recipients of WT and *Mlkl*^*–/–*^ BM HSCs ± aging at 4 months (*n* = 19 young WT, 23 young *Mlkl*^–/–^, 22 aged WT, and 24 aged *Mlkl*^–/–^ recipients; five experiments). Data are mean ± s.e.m. except (**f**), where horizontal lines indicate median; statistical significance was determined using one-way ANOVA (**c**), two-way ANOVA (**e**, **g**, **h**), and Kruskal-Wallis test (**f**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown; * versus WT; ° versus young.

MLKL can promote inflammation by releasing damage-associated molecular patterns^21^. Thus, the observed attenuation in HSC aging could be due to the secondary effects of necroptosis-mediated inflammation. To assess this possibility, we examined the levels of various inflammatory cytokines in the BM of 3- and 18-month-old WT and *Mlkl*^*–/–*^ mice. Luminex multiplex cytokine analysis showed no apparent changes in age-associated inflammatory cytokines and chemokines, including interleukin-1 (IL-1) and regulated upon activation normal T cell expressed and secreted (RANTES), which are implicated in myeloid skewing of HSCs^49,50^ (Fig. 5a and Supplementary Fig. 7a). In line with this, reciprocal transplantation of 3-month-old WT BM cells into 18-month-old WT and *Mlkl*^*–/–*^ mice revealed no apparent impact of aged *Mlkl*^*–/–*^ environment on myeloid differentiation of WT BM cells (Fig. 5b), suggesting that MLKL minimally affects age-associated BM inflammation.

**Fig. 5:**
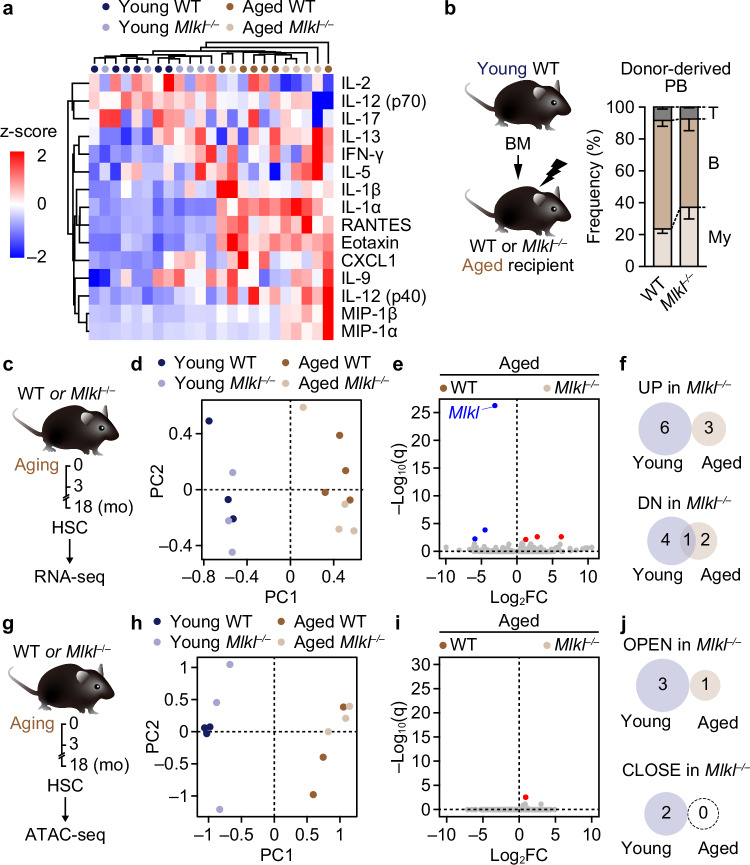
MLKL minimally affects BM inflammation, the HSC transcriptome, and HSC chromatin accessibility during aging. **a** Heatmap showing normalized concentration of inflammatory cytokines in the BM of WT and *Mlkl*^*–/–*^ mice ± aging (*n* = 5 mice in the aged *Mlkl*^–/–^ group and 6 mice/other group; three experiments). **b** Experimental design and donor-derived PB lineage distribution in aged WT and *Mlkl*^*–/–*^ recipients of young WT BM cells at 4 months post-transplantation (*n* = 6 WT and 8 *Mlkl*^–/–^ recipients; one experiment). RNA-seq analysis of WT and *Mlkl*^*–/–*^ BM HSCs ± aging. Shown are experimental design (**c**), a principal component analysis (PCA) plot (**d**), a volcano plot showing differentially expressed genes (DEGs) in aged *Mlkl*^*–/–*^ versus aged WT HSCs (**e**) (*q* < 0.01), and Venn diagrams showing the number of DEGs (**f**) (n = 3 young WT, 3 young *Mlkl*^*–/–*^, 4 aged WT, and 4 aged *Mlkl*^*–/–*^ biological replicates; three experiments). Assay for transposase-accessible chromatin (ATAC)-seq analysis of WT and *Mlkl*^*–/–*^ BM HSCs *±* aging. Shown are experimental design (**g**), a PCA plot (**h**), a volcano plot showing differentially accessible regions (DARs) in aged *Mlkl*^*–/–*^ versus aged WT HSCs (**i**) (*q* < 0.01), and Venn diagrams showing the number of DARs (**j**) (*n* = 3 biological replicates/group; one experiment). Data are mean ± s.e.m. in (**b**); statistical significance was determined using two-way ANOVA with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli.

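In a PCA of log2(TPM + 1), with the deposited TPM values, the 12769 genes with a TPM of at least 1 in at least 3 of the 14 libraries gave a first component with 29.7% of the variance and a second with 9.72%. The mean PC1 score was -29.6 ± 3.87 (SD, n = 3) in young WT HSCs and -27.3 ± 2.82 (SD, n = 3) in young Mlkl-/- HSCs. It was 22.1 ± 3.67 (SD, n = 4) in aged WT HSCs and 20.5 ± 7.49 (SD, n = 4) in aged Mlkl-/- HSCs. The 8 aged libraries scored 49.7 higher on PC1 than the 6 young libraries, with no overlap, and no other split of the libraries gave a difference as large (2-sided exact permutation test, p = 0.000333, the smallest that 3003 splits can give). Scaling each gene to unit variance moved this difference most, to 94.7 with the same p. Aged Mlkl-/- HSCs scored lower than aged WT HSCs by less than the spread between replicates, with a PC1 difference of -1.67 (exact permutation test, p = 0.714) and a PC2 difference of -7.56 (exact permutation test, p = 0.40). Young Mlkl-/- HSCs differed from young WT HSCs by 2.31 on PC1 (exact permutation test, p = 0.50, with 0.1 the smallest that 3 libraries against 3 allow).

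**Figure D1:**
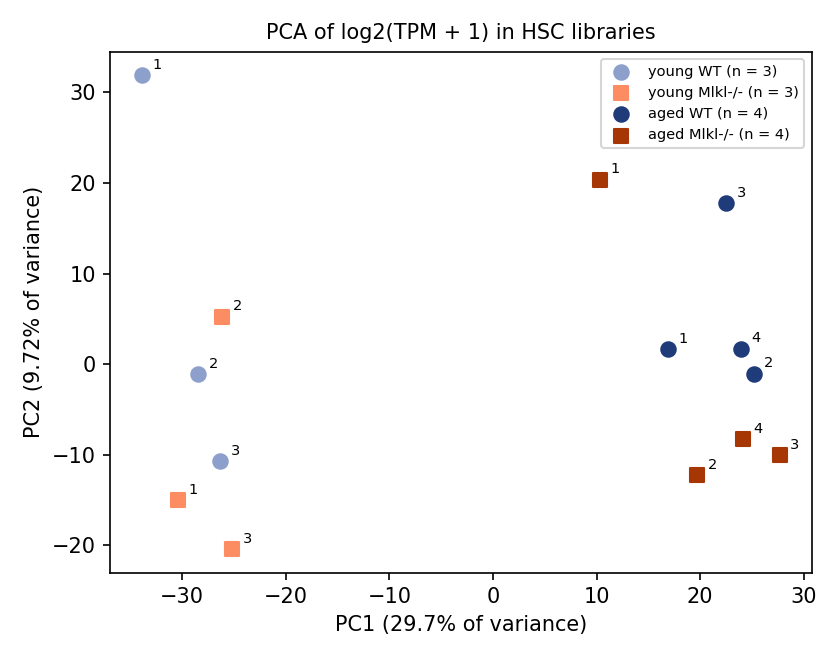
Scores of the 14 libraries on the first and second principal components of log2(TPM + 1), with the replicate number beside each point. Circles are WT and squares Mlkl-/- HSCs, and the aged libraries lie between 10.4 and 27.7 on PC1, to the right of every young library.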

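For the RNA-seq experiment, HSCs were sorted from the BM of young and aged WT and Mlkl-/- mice, and RNA from 10000 cells per biological replicate was amplified with the SMART-Seq HT Kit and sequenced as single reads of 70 bases. The experiment holds 3 young WT, 3 young Mlkl-/-, 4 aged WT and 4 aged Mlkl-/- libraries. The sample labels give 3 months as the age of the young mice and 18 months as that of the aged mice, where the methods give 6 to 12 weeks and 18 to 20 months for the study as a whole unless otherwise specified. Which replicate belongs to which of the paper's experiments is not given in the sources used here, so no term for the experiment could be fitted. The authors mapped the reads to mm10 (GRCm38) with HISAT2, quantified genes with StringTie and deposited the TPM of each gene in each library. Read counts were not used here, so the depth behind each value is unknown, and how reads that map to several places were handled is not stated in the paper's text. The table lists 24421 genes, and 27 of them, whose names a spreadsheet had turned into dates, were left out, which removed 0.151% to 0.176% of a library's TPM. The deposited TPM summed to between 994523 and 997314 per library, and the 4 highest sums were those of 4 libraries of 3 groups (young WT replicates 1 and 3, aged WT replicate 3 and aged Mlkl-/- replicate 3). Between 12030 and 12138 genes (median 12034) reached 1 TPM in young WT, 11945 to 12065 (median 12040) in young Mlkl-/-, 12070 to 12288 (median 12100.5) in aged WT and 11925 to 12293 (median 12190) in aged Mlkl-/- HSCs. The 10 most abundant genes held 3.76% to 4.62% of the TPM of a library. Across genes, which are not independent replicates, the log2 values of libraries of 1 group correlated with Pearson's r between 0.966 and 0.980. Aged Mlkl-/- replicate 1 had Xist at 0 TPM and all 4 Y-linked genes examined (Ddx3y, Eif2s3y, Kdm5d and Uty) above 1 TPM, and the other 13 libraries had Xist between 13.1 and 38.9 TPM and the Y-linked genes at 0. The paper states that both sexes were used indiscriminately. It also reports that MLKL activation in HSCs rose with age mostly in males. Males are represented here by aged Mlkl-/- replicate 1 alone. Differential expression was tested on log2(TPM + 1) with limma, using the moderated test with a mean-variance trend and only the 2 groups of each comparison, over genes with a TPM of at least 1 in at least 3 of their libraries. Genes with a Benjamini-Hochberg adjusted p under 0.01, the cutoff of the paper, were called DEGs. The paper's own test, from edgeR, takes read counts and was not repeated on TPM. Gene positions are those of GENCODE vM21 on GRCm38, where 98.6% of the listed names were found. Reads shared between near-identical genes and between genes on opposite strands were left as the authors assigned them.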

To further assess the mechanism whereby MLKL mediates HSC aging, we analyzed age-related transcriptomic changes in WT and *Mlkl*^*–/–*^ HSCs (Fig. 5c). 

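Between aged and young WT HSCs, limma called 340 of 12343 genes at a Benjamini-Hochberg adjusted p under 0.01, of which 237 were higher and 103 lower in aged HSCs. At an unadjusted p under 0.05 there were 2901 genes, where chance gives 617.15. All 340 had no overlap between the groups, as did 21.9% of all genes tested, against a chance share of 5.71% for 3 libraries against 4. An adjusted p under 0.05 gave 924 genes. A term for the replicate number, which takes aged WT replicate 4 out of the contrast because no young library has that number, gave 92 (78 higher and 14 lower). The count fell with each library left out in turn, to 161 without young WT replicate 2, 181 without young WT replicate 1, 185 without young WT replicate 3, 195 without aged WT replicate 3, 198 without aged WT replicate 4, 224 without aged WT replicate 2 and 268 without aged WT replicate 1. Selp (chromosome 1, 164115264 to 164150026, GRCm38), which 2 predicted genes overlap on the other strand, rose from 30.1 ± 8.53 TPM (SD, n = 3) in young to 266 ± 38.5 TPM (SD, n = 4) in aged WT HSCs. Its log2 fold change was 3.13 (standard error 0.18, adjusted p = 1.97e-05, limma) and stayed between 2.92 and 3.32 with each library left out. Mt1 (chromosome 8, 94179082 to 94180327) rose from 50.7 ± 13.9 to 472 ± 78.6 TPM, a log2 fold change of 3.22 (standard error 0.19, adjusted p = 2.2e-05, limma) with a range of 2.97 to 3.36. Nupr1 (chromosome 7, 126623249 to 126630861) rose from 56.2 ± 9.49 to 480 ± 23.9 TPM, a log2 fold change of 3.08 (standard error 0.11, adjusted p = 1.52e-06, limma) with a range of 3.00 to 3.22. In each of these genes every aged library lay above every young one (2-sided exact permutation test, p = 0.0286, the smallest that 3 libraries against 4 allow). Genes of HSC surface markers named elsewhere in the paper were read in the same libraries. The paper ties NEO-1 (Neo1) and CD41 (Itga2b) to myeloid-biased or myeloid-primed HSCs. It ties GPR183 to a less differentiating part of aged HSCs, and EPCR (Procr) to a self-renewing state. Neo1 (chromosome 9, 58874687 to 59036441) went from 0.764 ± 0.0679 to 12.3 ± 2.2 TPM and Gpr183 (chromosome 14, 121952551 to 121965195), which overlaps Ubac2 on the other strand, from 0.155 ± 0.172 to 26.5 ± 6.87 TPM. Their log2 fold changes were 2.90 (standard error 0.21, adjusted p = 5.73e-05, limma) and 4.55 (standard error 0.24, adjusted p = 1.58e-05, limma). Procr (chromosome 2, 155751117 to 155755471) went from 109 ± 19.0 to 192 ± 18.6 TPM, a log2 fold change of 0.82 (standard error 0.13, adjusted p = 0.00444, limma). The adjusted p (limma) became 0.0182 without young WT replicate 3, 0.0167 without young WT replicate 2, 0.0145 without aged WT replicate 4, 0.0137 without aged WT replicate 1 and 0.0132 without aged WT replicate 2. Under other settings it was 0.0407 in the fit to all 14, 0.0274 with a replicate term, 0.0195 without a trend, 0.0155 with a covariate for the deposited total (chosen after seeing the data) and 0.0116 without the filter on low values. Itga2b (chromosome 11, 102453297 to 102470122) was 303 ± 27.7 TPM in young and 363 ± 70.9 TPM in aged WT HSCs, a difference within the replicate spread (log2 fold change 0.24, standard error 0.14, adjusted p = 0.34, limma). Of the 12 genes the paper names in its text or methods, 7 passed 0.01 when adjusted over the list alone and 6 when adjusted over all genes. The paper cites an earlier aging signature for Selp, Mt1 and Nupr1, and names them as changed with age in these libraries. For that reason the first count is not independent evidence.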

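Between aged Mlkl-/- and aged WT HSCs, limma called 1 of 12407 genes, Mlkl, at a Benjamini-Hochberg adjusted p under 0.01. At an unadjusted p under 0.05 there were 421 genes, fewer than the 620.35 that chance gives, and 2.06% of all genes had no overlap between the genotypes, where chance gives 2.86% for 4 libraries against 4. The count was 2 without the filter on low values, without the trend or at an adjusted p under 0.05, each adding 0610040B10Rik. Without aged Mlkl-/- replicate 3 it was 3, with Ndufs5 and BC002163 added, and with any other library left out it stayed at 1. BC002163 was singled out only after its values were seen. Mlkl (chromosome 8, 111311797 to 111338177, GRCm38) was at 49.9 ± 4.74 TPM (SD, n = 4) in aged WT and 5.98 ± 2.33 TPM (SD, n = 4) in aged Mlkl-/- HSCs. Its log2 fold change was -2.91 (standard error 0.20, adjusted p = 0.000494, limma) and stayed between -3.12 and -2.83 with each library left out, and no library of 1 genotype reached the range of the other (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The median absolute log2 fold change over all genes was 0.0856. The mean Euclidean distance between aged libraries, on log2(TPM + 1), was 56.6 across genotypes and 57.5 within them, a difference of -0.875 (1-sided exact permutation test, p = 0.743, with 26 of 35 splits as large). This difference turned positive, at 0.12 without aged Mlkl-/- replicate 3 and 0.097 without aged Mlkl-/- replicate 4, and the test did not separate the genotypes in either case (exact permutation test, p = 0.543 and p = 0.457).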

Surprisingly, although we could detect differentially expressed genes in WT HSCs with age, including *Selp*, *Mt1*, and *Nupr1* as the top three aging signature genes^43^ (Supplementary Fig. 7b, c and Supplementary Data 1–3), few genes were significantly altered between aged WT and *Mlkl*^*–/–*^ HSCs (Fig. 5d–f and Supplementary Data 4). As epigenetic changes can influence HSC fate without transcriptomic changes^51^, we also assessed age-related changes in chromatin accessibility of WT and *Mlkl*^*–/–*^ HSCs (Fig. 5g). Again, although many genomic loci showed altered accessibility in WT HSCs with age (Supplementary Fig. 7d, e and Supplementary Data 5–7), few loci were detected as differentially accessible between aged WT and *Mlkl*^*–/–*^ HSCs (Fig. 5h–j and Supplementary Data 8), indicating that MLKL minimally affects the HSC transcriptome and chromatin accessibility during aging.

Together, these results indicate that MLKL mediates HSC dysfunction during organismal aging, likely through mechanisms independent of BM inflammation and transcriptional regulation.

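Whether the change with age differed between the genotypes was tested as an interaction in a single limma fit to the 14 libraries. No gene of 12769 passed a Benjamini-Hochberg adjusted p of 0.01, 419 had an unadjusted p under 0.05 where chance gives 638.45, and the smallest adjusted p was 0.601, for Gm10094. Leaving out 1 library gave 1 gene without young WT replicate 3 (Hist1h2ap), without young Mlkl-/- replicate 2 (Dynlt1b) or without aged Mlkl-/- replicate 3 (Gm10094). Hist1h2ap and Dynlt1b were singled out after their values were seen. The genes of the necroptosis pathway that the paper names, other than Mlkl, were read in aged HSCs. Ripk1 (chromosome 13, 34002363 to 34037147, GRCm38), which Serpinb6a overlaps on the other strand, was at 62.3 ± 3.69 TPM (SD, n = 4) in aged WT and 63.0 ± 10.4 TPM (SD, n = 4) in aged Mlkl-/- HSCs, a log2 fold change of 0.0042 (standard error 0.12). Ripk3 (chromosome 14, 55784995 to 55788865) was at 181 ± 5.6 and 185 ± 10.6 TPM, a log2 fold change of 0.03 (standard error 0.07). Zbp1 (chromosome 2, 173206612 to 173218923) was at 25.8 ± 1.45 and 22.3 ± 2.67 TPM, a log2 fold change of -0.21 (standard error 0.11, exact permutation test p = 0.0571). Ticam1 (chromosome 17, 56269319 to 56276786) was at 21.6 ± 2.57 and 19.9 ± 5.46 TPM, a log2 fold change of -0.15 (standard error 0.19). The adjusted p of all 4 was 1.00 (limma, Benjamini-Hochberg). With aged Mlkl-/- replicate 1 left out, the log2 fold change was -0.10 for Ripk1 and 0.03 for Ticam1, and that of Ripk3 was -0.0019 without aged Mlkl-/- replicate 4. From the near absence of differences between aged WT and Mlkl-/- HSCs in RNA and in chromatin, the latter not analysed here, and from its cytokine and transplantation results, the paper proposes that MLKL impairs aged HSCs through mechanisms independent of inflammation in the BM and of transcriptional regulation. All aged libraries but aged Mlkl-/- replicate 1 read as female by Xist and Y-linked genes. The RNA comparison therefore says little about aged males.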

### MLKL mediates age-related mitochondrial damage in HSCs

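Gene lists were tested between the genotypes with camera, from limma, at its preset inter-gene correlation of 0.01. The hallmark sets used by the paper were not used here. A hand-written list of the nuclear-encoded subunits of the respiratory complexes and ATP synthase (80 of 81 genes tested) stood in for oxidative phosphorylation (OXPHOS), and lists of 43 S-phase and 54 G2/M genes stood in for the cell cycle sets. In aged Mlkl-/- against aged WT HSCs, 58 of the 80 OXPHOS genes were lower and 22 higher, with a median log2 fold change of -0.04 and a mean of -0.01 (limma camera, p = 0.00161, and 0.00429 after Benjamini-Hochberg adjustment over the 8 planned set tests, against p = 0.771 in an exact permutation test of the list mean per library). Among those lower were Ndufa2 (207 ± 17.5 TPM in aged WT and 187 ± 8.17 TPM in aged Mlkl-/-, SD, n = 4 each) and Usmg5 (248 ± 20.3 and 219 ± 32.2 TPM), the former overlapped on the other strand by Tmco6, the latter by Taf5, and Usmg5 has near-identical pseudogenes. With these, Ndufs5 made up the 3 with the largest t, and it was higher (log2 fold change 2.45, adjusted p = 0.964, limma). Ndufs5 raises the mean of the list and hardly moves the median, so the mean is less negative than that of the other OXPHOS genes. No OXPHOS gene passed 0.01 adjusted over all genes or over the list alone, but without aged Mlkl-/- replicate 3 Ndufs5 did over all genes (log2 fold change 3.25, adjusted p = 0.00189, limma). Of the alternatives that kept all libraries, fry moved the OXPHOS result most, to p = 0.589, and an estimated correlation gave p = 0.472. The camera p was 0.641 without aged WT replicate 1, 0.0893 without aged Mlkl-/- replicate 3 and 0.814 without aged Mlkl-/- replicate 4 (exact permutation tests of the list mean, p = 0.971, 0.943 and 0.943). It fell to 6.10e-10 without aged Mlkl-/- replicate 1, where the list mean differed by -0.07 (exact permutation test, p = 0.143), and to 7.21e-10 without aged WT replicate 4 (exact permutation test, p = 0.543). The mean of the list per library was 8.01 ± 0.0667 in aged WT and 8.00 ± 0.126 in aged Mlkl-/- HSCs. In young Mlkl-/- against young WT HSCs, 61 of the 80 genes were higher and 19 lower, with a median of 0.12 and a mean of 0.09 (limma camera, p = 5.24e-09, adjusted p = 2.09e-08, and p = 0.1 in the exact permutation test of the list mean, the smallest possible). An estimated correlation gave p = 0.0455 and fry p = 0.0513. The means per library were 8.11 ± 0.0621 and 8.02 ± 0.0181 (SD, n = 3 each) and did not overlap. The G2/M genes were higher in aged Mlkl-/- than in aged WT HSCs in 45 of 54 cases, with a median of 0.11 and a mean of 0.09 (limma camera, p = 0.0179, adjusted p = 0.0359, exact permutation test of the list mean, p = 0.914). The S-phase genes were higher in 31 of 43 cases, with a median and a mean of 0.06 (limma camera, p = 0.157, exact permutation test, p = 0.943). No call in the aged comparison held under fry or an estimated correlation. Aged Mlkl-/- replicate 1 decided the direction of both cell cycle lists, because without it G2/M genes were lower (limma camera, p = 2.02e-07, exact permutation test of the list mean, p = 0.20), as were S-phase genes (limma camera, p = 5.44e-07, exact permutation test, p = 0.114). Without aged WT replicate 4 the p was 0.959 for G2/M genes and 0.965, with the sign turned, for S-phase genes. In the same limma camera test (exact permutation tests of the list mean between p = 0.543 and 0.943) S-phase genes were higher with p = 0.0470 without aged WT replicate 1, 0.0262 without aged Mlkl-/- replicate 2, 2.92e-07 without aged Mlkl-/- replicate 3 and 0.0288 without aged Mlkl-/- replicate 4. In young HSCs neither cell cycle list differed between the genotypes (limma camera, p = 0.870 for S-phase and 0.940 for G2/M genes, exact permutation tests, p = 1.00 and 0.90), with small means and medians whose signs differed from each other or from the test. Leaving out young WT replicate 1 put both higher in young Mlkl-/- HSCs (limma camera, p = 0.00119 for S-phase and 0.000405 for G2/M genes, exact permutation tests of the list mean, p = 0.70 and 0.30), and leaving out young Mlkl-/- replicate 1 put S-phase genes higher (limma camera, p = 0.0229, exact permutation test, p = 0.50).

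**Figure D2:**
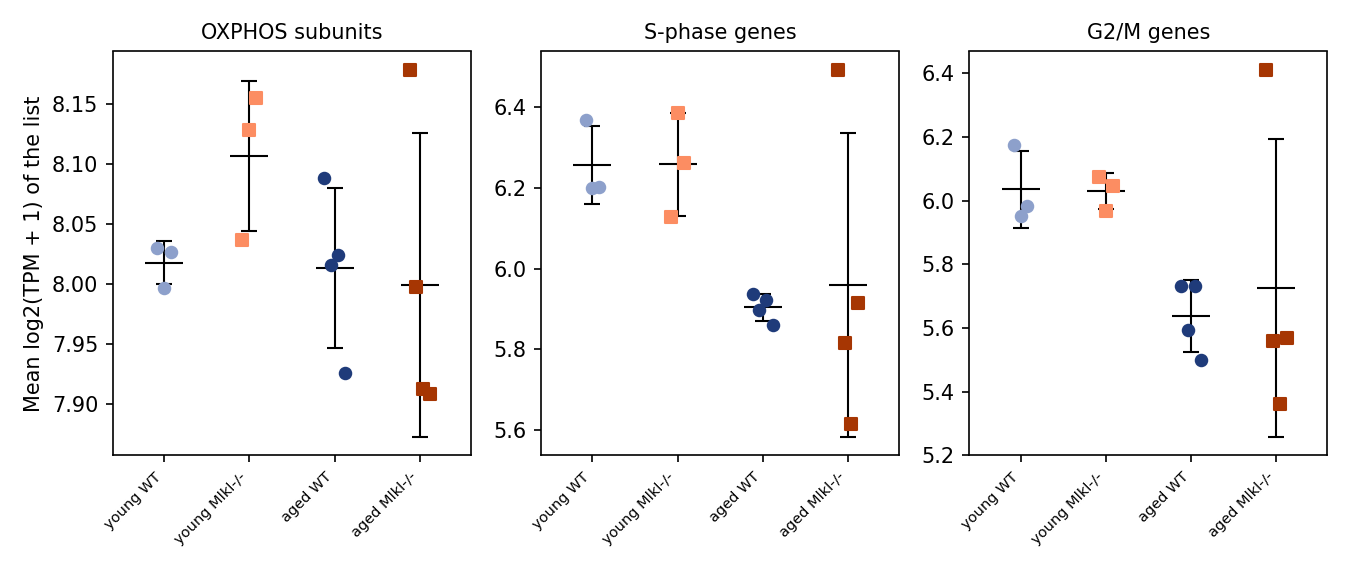
Mean log2(TPM + 1) of the OXPHOS subunits, the S-phase genes and the G2/M genes in each library, with bars for the mean and SD of each group (n = 3 young and 4 aged libraries per genotype). The vertical axes do not start at 0. In all 3 lists 1 aged Mlkl-/- library, replicate 1, lies above the other aged libraries.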

Despite minimal changes in the transcriptome, gene set enrichment analyses identified several candidate pathways potentially altered in aged *Mlkl*^*–/–*^ HSCs but not in young *Mlkl*^*–/–*^ HSCs (Supplementary Fig. 7f, g). One such candidate was mitochondrial oxidative phosphorylation, which was upregulated in HSCs during aging and closely associated with functional decline in aged HSCs^5^. Indeed, transmission electron microscopy showed that elongated and swollen mitochondria with disorganized cristae, a hallmark of dysfunctional mitochondria observed in HSCs with a history of replication stress^52^, were enriched in aged WT but not in aged *Mlkl*^*–/–*^ HSCs (Fig. 6a, b). 

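The same nuclear-encoded OXPHOS genes were tested against age in these libraries. In aged against young WT HSCs 46 of 80 were higher and 34 lower, and limma camera put the list up at p = 0.482 (exact permutation test of the list mean per library, p = 0.83), with a median log2 fold change of 0.03 and a mean of opposite sign, -0.0044. None of the genes passed 0.01 adjusted over the list alone or over all genes. The list mean per library was 8.01 in aged and 8.02 in young WT HSCs, a difference inside the replicate spread. A Reactome set of respiratory electron transport and ATP synthesis, of which 74.8% of the identifiers were matched, put it down (limma camera, p = 0.951), and no exact permutation test of its mean was run. Without aged WT replicate 4 the list was up (limma camera, p = 0.0101, exact permutation test of the list mean, p = 0.60), as with a replicate term, which takes the same library out of the contrast (limma camera, 0.0167), and without aged WT replicate 1 it was down (limma camera, p = 0.559, exact permutation test, p = 0.50). In aged against young Mlkl-/- HSCs 74 of the 80 genes were lower, with a median of -0.12 and a mean of -0.11 (limma camera, p = 6.86e-06, exact permutation test of the list mean, p = 0.286), a call that did not hold under an estimated correlation (p = 0.312) or fry (p = 0.155). The difference between the genotypes in the change with age, tested as the interaction, was downward in 63 of 80 genes with a median of -0.13 (limma camera, p = 2.29e-10, and 1.83e-09 adjusted over the 8 planned set tests, against p = 0.224 for the list mean in an exact permutation test over 1400 regroupings of genotype within age). It did not pass 0.05 under an estimated correlation (p = 0.109) or fry (p = 0.170).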

Consistent with this observation, immune electron microscopy analysis and proximity ligation assays independently revealed an accumulation of active, phosphorylated MLKL at serine 345 (p-MLKL) in the mitochondria of aged HSCs (Fig. 6c, d). Notably, inflammatory exposure and FLAG-MLKL overexpression also induced accumulation of p-MLKL in HSC mitochondria (Supplementary Fig. 8a, b). As previously reported, the level of reactive oxygen species (ROS) in HSCs was reduced with age^5^, but no changes in ROS levels were observed between aged WT and *Mlkl*^*–/–*^ HSCs (Supplementary Fig. 8c). Autophagosome frequency and starvation-induced autophagy flux were also similar between aged WT and *Mlkl*^*–/–*^ HSCs (Supplementary Fig. 8d and e), suggesting that MLKL minimally affects autophagy in aged HSCs. However, the age-related decrease in mitochondrial membrane potential was significantly alleviated in aged *Mlkl*^*–/–*^ HSCs (Fig. 6e). Seahorse analyses showed that these changes were associated with improved mitochondrial ATP production and glycolytic flux in aged *Mlkl*^*–/–*^ HSCs compared to aged WT HSCs (Fig. 6f, g and Supplementary Fig. 8f). Although the rarity of HSCs in young animals precluded us from directly comparing mitochondrial metabolism between young and aged *Mlkl*^*–/–*^ HSCs, this could reflect the attenuation of age-related metabolic rewiring from glycolysis to oxidative phosphorylation^5^. In vitro experiments using isolated mitochondria and recombinant MLKL protein revealed that mitochondrial membrane potential was decreased by N-terminal four-helix bundle domain of recombinant mouse MLKL protein (MLKL-NTD) that oligomerizes and forms pores on the cell membrane without stimulation, and to a lesser extent by N-terminal FLAG-tagged MLKL-NTD (FLAG-MLKL-NTD) that retains oligomerization capacity but cannot perform pore formation on the cell membrane, but not by C-terminal pseudokinase domain of recombinant mouse MLKL protein (MLKL-CTD) that does not oligomerize or form pores on the cell membrane^53^ (Fig. 6h and Supplementary Fig. 8g), indicating that activated MLKL directly impairs mitochondrial membrane potential via mechanisms both dependent on and independent of its pore-forming capacity. Together, these results identify MLKL as a key mediator of age-related mitochondrial dysfunction and metabolic rewiring in HSCs.

**Fig. 6:**
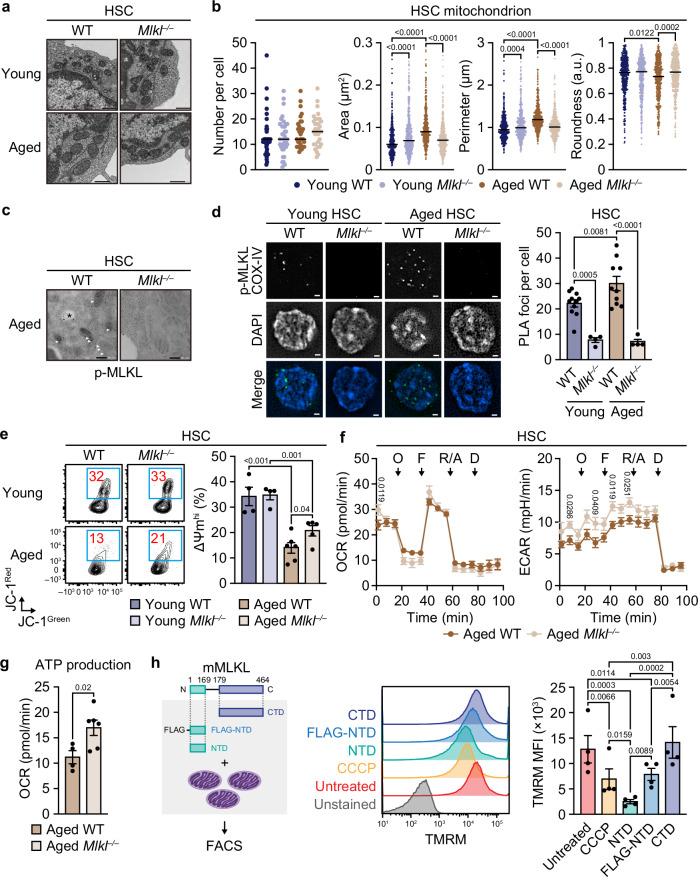
MLKL mediates age-related mitochondrial changes in HSCs. Transmission electron microscopy (TEM) of BM WT and *Mlkl*^*–/–*^ HSCs ± aging. Shown are representative images (**a**) and quantification of mitochondrial number/cell, area, perimeter, and roundness (**b**) (*n* = 457 young WT, 484 young *Mlkl*^–/–^, 450 aged WT, and 513 aged *Mlkl*^–/–^ mitochondria; two experiments). **c** Immunogold TEM for p-MLKL in aged WT and *Mlkl*^*–/–*^ HSCs. Images are representative of two experiments. Arrowheads and an asterisk (*) indicate signals in mitochondria and endosomes or non-specific signals, respectively. **d** Co-localization of p-MLKL (S345) and COX-IV in HSCs detected by proximity ligation assay (PLA). Shown are representative images and PLA foci per WT and *Mlkl*^*–/–*^ HSC ± aging (*n* = 11 young WT, 4 young *Mlkl*^–/–^, 10 aged WT, and 4 aged *Mlkl*^–/–^ HSCs; two experiments). **e** Mitochondrial membrane potential (ΔΨm) in BM WT and *Mlkl*^*–/–*^ HSCs ± aging. Shown are representative flow cytometry plots and frequencies of BM ΔΨm^hi^ (JC-1^Red+^) HSCs (*n* = 4 young WT, 4 young *Mlkl*^–/–^, 6 aged WT, and 5 aged *Mlkl*^–/–^ mice; three experiments). Extracellular flux analysis of aged BM WT and *Mlkl*^*–/–*^HSCs (n = 4 WT and 6 *Mlkl*^–/–^ mice; one experiment). Shown are oxygen consumption rate (OCR), extracellular acidification rate (ECAR) (**f**), and ATP-linked respiration (**g**). Arrows indicate injections of oligomycin (O), FCCP (F), rotenone/antimycin (R/A), and 2-deoxy-D-glucose (D). **h** Experimental design, representative flow cytometry plots, and ΔΨm quantification in isolated mitochondria ± recombinant MLKL variants or CCCP (*n* = 4 biological replicates/group; four experiments). Data are mean ± s.e.m. except in (**b**), where horizontal lines indicate median; Scale bars, 500 nm (**a**), 200 nm (**c**), and 1 µm (**d**); Statistical significance was determined using unpaired two-tailed Student’s *t*-test (**g**), one-way ANOVA with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (**b**, **d**, **e**, **h**), and two-way ANOVA with Fisher’s LSD test (**f**), with exact *P* values shown.

## Discussion

Diverse cellular stresses and naturally occurring organismal aging cause common HSC changes, such as reduced regenerative capacity, myeloid-biased differentiation, and mitochondrial dysfunction, but the shared mechanism is unclear. Here, we identify non-canonical activation of the necroptosis effector MLKL as a mechanism mediating such age-related HSC changes (Supplementary Fig. 8h). Our results show that the response to various age-related stresses, such as inflammation, replication stress, and oncogenic stress, ultimately converges on non-necroptotic activation of the RIPK3–MLKL axis in HSCs. Such stress-induced MLKL activation has little impact on age-related cell-intrinsic changes in HSC survival, the HSC transcriptome, and chromatin accessibility, or cell-extrinsic changes such as BM inflammation. Instead, we show that activated MLKL localizes in mitochondria and directly impairs mitochondrial function, causing an age-related functional decline in HSCs.

Our findings describe a common molecular pathway preferentially activated in HSCs and MPPs to cause cumulative mitochondrial damage. Multiple lines of evidence indicate that HSCs can acquire irreversible cellular changes in response to stress^54^. Lifelong tracking of label-retaining cells suggests that HSCs progressively lose their regenerative potential with age through mechanisms associated with divisional history^55^. Accordingly, repeated exposure to pIC-induced inflammation induces a cumulative inhibitory effect on HSCs with divisional history^14^. Likewise, serial rounds of chemotherapy and transplantation induce an exit from quiescence and cause irreversible age-related HSC dysfunction^15^. Notably, dysfunctional mitochondria accumulate in HSCs after such replication stress and reentry into quiescence, acting as irreversible cell-intrinsic changes that drive HSC dysfunction^52^. Our results align with these observations and further establish that MLKL is commonly activated downstream of such stress responses and mediates mitochondrial damage. Known molecules upstream of RIPK3–MLKL function in HSCs, including RIPK1, Toll-interleukin-1 receptor domain-containing adapter protein inducing interferon beta (TRIF), and Z-DNA binding protein 1 (ZBP1)^20,21,56,57^. These likely account for the convergent activation of MLKL in HSCs upon exposure to various inflammatory ligands. Our data showed that only a subset of HSCs activate MLKL upon systemic inflammation, which could be due to cell-to-cell differences in the available levels or states of relevant proteins in the heterogenous HSC pool^58^ or differences in the microenvironment surrounding HSCs^59^. This, together with the transient nature of MLKL activation after inflammation, supports the hypothesis that intermittently activated MLKL has a cumulative negative impact on a subset of HSCs during organismal aging, eventually causing the accumulation of HSCs with various degrees of dysfunction. Transcription from transposable elements is activated upon replication stress^60,61^, which ZBP1 may sense to activate the RIPK3–MLKL axis. DNA damage and imbalanced proteostasis also activate the necroptosis pathway and compromise HSC function^27,28^, indicating that many known age-related stressors could ultimately activate MLKL in HSCs. Since emerging evidence suggests other regulators upstream of MLKL than RIPK3 for non-lethal functions^62^, whether RIPK3 is absolutely required to cause MLKL-dependent mitochondrial damage in HSCs during organismal aging warrants further study.

Our results highlight a non-necroptotic role of MLKL in age-related HSC dysfunction. Previously, we showed that activation of the TNF-α–p65 axis protects HSCs from necroptotic cell death upon exposure to pIC-induced inflammation^22^. Consistent with this, we did not detect an MLKL-mediated increase in dying and dead HSCs upon pIC treatment, but we did detect activation of MLKL in the surviving HSCs. This reflects a recent study reporting that strong NF-κB activity is a prerequisite for non-lethal activation of the necroptotic pathway in TRAF2-deficient hepatocytes^63^. A pro-survival mechanism that counteracts MLKL-dependent cell death while enabling the localization of activated MLKL in mitochondria, such as ESCRT-III-dependent plasma membrane repair^30,31^, should exist in HSCs. Our data indicate that activated MLKL could disrupt mitochondrial function directly by forming pores on the mitochondrial membrane and indirectly by recruiting its binding partners. The latter mechanism could be involved in the observed MLKL-dependent metabolic rewiring from glycolysis to oxidative phosphorylation in HSCs, given that active MLKL recruits RIPK3 to mitochondria and promotes the conversion of pyruvate to acetyl-CoA through the RIPK3-mediated phosphorylation of pyruvate dehydrogenase complex^34^. Our results also suggest that MLKL-dependent HSC dysfunction is likely independent of age-related changes in the transcriptome and chromatin accessibility. Although our bulk sequencing approaches might omit differences that would otherwise be detected with single-cell sequencing, this at least partially explains our previous finding on the limited impact of transcriptomic rejuvenation on functional restoration of already aged HSCs^12^ and underscores the importance of investigating molecular mechanisms not involving transcriptional regulation. The partial rescue by MLKL deficiency strongly indicates the existence of other mechanisms that cause mitochondrial damage in HSCs during aging.

Finally, although our results show the detrimental effects of activated MLKL in the context of HSC aging, such a mechanism might be evolutionarily preserved in HSCs because of its beneficial features in other contexts. Although we did not formally analyze the lifespan of *Mlkl*^*–/–*^ mice, we did not recognize any apparent difference in terms of their morbidity and mortality, in line with the prior observation^25^. Given the preferential activation of MLKL in HSCs compared to myeloid progenitors, non-lethal activation of MLKL would enable otherwise dying HSCs to produce sufficient numbers of blood and immune cells to help clear pathogens and tissue debris and resolve the associated inflammation. Indeed, a recent study revealed that loss-of-function mutations in RIPK3 and MLKL are naturally selected for in naked mole rats, which are known for their resistance to age-related tissue dysfunction and cancer development but extreme sensitivity to viral infection^64,65^. Moreover, although we showed that MLKL can accelerate MDS development, others reported that MLKL may instead inhibit leukemia development by promoting the differentiation of leukemia stem cells^66,67^. As factors required for MLKL-dependent necroptosis execution are not necessarily shared between humans and mice, whether our findings in mouse HSCs can directly be applied to human HSCs should be investigated in the future. Understanding these potentially opposing effects by non-lethal activation of MLKL and its relevance to human HSC biology will provide a new opportunity to better control aging of the hematopoietic system and age-related hematologic disorders.

## Methods

### Ethics

All animal experiments comply with all relevant ethical regulations and were performed in accordance with protocols approved by the Animal Care and Use Committee at the Institute of Medical Science, University of Tokyo (protocol number: PA19-07) and the St. Jude Children’s Research Hospital Institutional Animal Care and Use Committee (protocol number: 3252).

### Reagents and resources

Details of key reagents and resources used in this study are listed in Supplementary Table 1.

### Mice

WT CD45.2 and CD45.1 C57BL/6 mice were purchased from Japan SLC and Sankyo Labo Services, respectively. *Mlkl*^*–/–*^ mice were obtained from Dr. M. Pasparakis (University of Cologne)^68^, and WT and *Ripk3*^*–*/–^ SMART-Tg mice were obtained from Dr. H. Nakano (Toho University)^37^. *Mlkl*^*SA2*^ mice were purchased from the Jackson Laboratory^42^. WT and *Mlkl*^*–/–*^ mice were bred and aged in-house at the Institute of Medical Science, University of Tokyo, WT and *Ripk3*^*–*/–^ SMART-Tg mice at Toho University, and WT, SMART-Tg, *Mlkl*^*–/–*^, and *Mlkl*^*SA2*^ mice at St. Jude Children’s Research Hospital. At the time of analysis, young mice were 6–12 weeks of age, and aged mice were 18–20 months of age unless otherwise specified. For transplantation experiments, 8–12-week–old CD45.1 C57BL/6 mice were used as recipients. Respective littermates or age-matched mice were used as controls. No specific randomization or blinding protocol was used, and both male and female animals were used indiscriminately in this study. All mice were bred and maintained on a 12 h light cycle in temperature- and humidity-controlled specific pathogen-free mouse facilities.

### In vivo assays

For pIC-induced inflammation, mice were injected intraperitoneally with 5 mg/kg pIC (Cytiva) in phosphate-buffered saline (PBS) once or 7 times every other day. For LPS-induced inflammation, mice were injected intraperitoneally with 0.4 mg/kg LPS (InvivoGen) in PBS once. For TNF-α-induced inflammation, mice were injected retro-orbitally with 2 µg TNF-α (Genentech) in PBS once. For repeated 5-FU treatment, mice were injected intraperitoneally with 150 mg/kg 5-FU (Kyowa Kirin) in PBS once a month for 3 months (3 times). For in vivo blockade of RIPK3 kinase activity, mice were injected intraperitoneally with 30 mg/kg UH15-38 (Bio-Techne) in PBS once every day for 4 consecutive days before pIC injection. For HSC transplantation, recipient mice (CD45.1) were lethally irradiated (9.5 Gy, delivered in split doses 3 h apart) using an X-ray irradiator (MBR-1520R; Hitachi) and retro-orbitally injected with 250 donor HSCs (CD45.2^+^) along with 2 × 10^5^ BM cells (CD45.1^+^) within the next 6 h. When necessary, 2 × 10^6^ BM cells were pooled from each recipient at 4 months and retro-orbitally injected into freshly prepared, lethally irradiated secondary and tertiary recipients. For BM chimeras, recipient mice were lethally irradiated and retro-orbitally injected with 2 × 10^6^ BM cells isolated from WT and *Mlkl*^*–/–*^ mice. For reciprocal transplantation, 18-month-old WT and *Mlkl*^*–/–*^ recipient mice were lethally irradiated and retro-orbitally injected with 2 × 10^6^ BM cells isolated from 3-month-old WT mice. For transplantation of WT and *Mlkl*^*–/–*^HSCs after RUNX1S291fs transduction, lethally irradiated recipients were retro-orbitally injected with 1000 GFP^+^ transduced HSCs along with 5 × 10^5^ Sca-1-depleted helper BM cells (CD45.1^+^). For transplantation of *Mlkl*^*–/–*^ HSCs reconstituted with N-terminal FLAG-MLKL, lethally irradiated recipients were retro-orbitally injected with 1000 GFP^+^ transduced HSCs along with 2 × 10^5^ BM cells (CD45.1^+^). Transplanted mice received antibiotic water containing Baytril (Bayer) for 4 weeks. Peripheral blood (PB) was analyzed monthly and collected via retro-orbital bleeding in 4 mL of ACK lysis buffer (150 mM NH_4_Cl and 10 mM KHCO_3_) containing 10 mM EDTA for flow cytometry analyses, and BM was analyzed at 4 months post-transplantation.

### Flow cytometry

Single-cell suspensions of BM cells were obtained in PBS containing 2% heat-inactivated fetal bovine serum (FBS) (Sigma-Aldrich) either by crushing femurs, tibiae, pelvises, humeri, and the sternum or by flushing femurs and tibiae. Erythrocytes were removed by ACK lysis, and contaminating bone fragments were further removed by centrifugation on a Ficoll gradient (Histopaque-1119; Sigma-Aldrich). BM cellularity was determined by using a ViCELL-XR or ViCELL-BLU automated cell counter (Beckman-Coulter). For immature cell sorting, BM cells were pre-enriched for c-Kit^+^ cells with c-Kit microbeads and LS columns (Miltenyi Biotec). For immature cell analyses and sorting, a lineage (Lin) cocktail of CD3ε-PECy5 (1:200), CD4-PECy5 (1:800), CD5-PECy5 (1:800), CD8α-PECy5 (1:800), B220-PECy5 (1:800), Mac-1-PECy5 (1:800), Gr-1-PECy5 (1:800), and Ter119-PECy5 (1:400) was used to define immature BM cells. For immature cell sorting, c-Kit-enriched BM cells were stained with Lin-PECy5, c-Kit-APC (1:800), Sca-1-PECy7 (1:800), Flk2-BV421 (1:50), CD48-APCeF780 (1:400), and CD150-PE (1:400). For immature cell analyses, unfractionated BM cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, Flk2-Bio (1:100)/SA-BV605 (1:400), CD48-AF700 (1:400), CD150-BV650 (1:200), CD34-FITC (1:50), FcγR-BV510 (1:800), IL-7Rα-APCCy7 (1:100), CD41-BV421 (1:400), and EPCR-PE (1:800). For NEO-1 expression, cells were incubated with anti-FcγR (1 µg per 10^6^ cells) for 10 min and stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, CD48-APCeF780, CD150-PE and anti-NEO-1 (1:13)/anti-goat IgG-AF488 (1:200). For P-selectin and GPR183 expression, cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, CD48-APCeF780 together with either CD150-BV650 and P-selectin-PE (1:200) or CD150-PE and GPR183-FITC (1:50). For PB analyses, cells were stained with Ter119-PECy5, Gr-1-eF450 (1:800), Mac-1-APC (1:800), B220-BV605 or -AF700 (1:800), and CD3ε-PECy7 (1:200). For analyses of FRET in immature SMART-Tg cells, unfractionated BM cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, CD48-APCeF780, and CD150-PE. For transplantation experiments, PB cells were stained with Ter119-PECy5, Gr-1-eF450, Mac-1-APC, B220-BV605, CD3ε-PECy7, CD45.1-APCeF780 (1:200), and CD45.2-FITC or -BV786 (1:200), and BM cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, Flk2-Bio/SA-BV605, CD48-AF700, CD150-BV650, IL-7Rα-PE, CD45.1-APCeF780, and CD45.2-FITC or -BV786. For ex vivo expanded HSC analyses, cells were stained with CD41-FITC (1:800), Mac-1-Bio (1:800)/SA-BV605, FcγR-BV510, Sca-1-PECy7, c-Kit-APC, CD150-BV650, CD48-AF700, and EPCR-PE. For staining with CellROX, unfractionated BM cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, Flk2-BV421, CD48-AF700, and CD150-BV650 and incubated with 5 µM CellROX Green in 2% FBS/PBS for 30 min at 37 °C, 5% CO_2_. For staining with JC-1, unfractionated BM cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, Flk2-BV421, CD48-APCeF780, CD150-BV650 and incubated for 30 min at 37 °C, 5% CO_2_ with 2 µM JC-1 in Iscove’s modified Dulbecco’s media (IMDM) supplemented with 5% FBS, 1× penicillin–streptomycin–L-glutamine (Fujifilm Wako), 0.1 mM non-essential amino acids (Gibco), 1 mM sodium pyruvate (Gibco), and 50 μM 2-mercaptoethanol (Sigma-Aldrich). All antibody staining was performed on ice for 45 min when a CD34 antibody was included or 30 min otherwise, and stained cells were finally resuspended in 2% FBS/PBS containing 1 µg/ml propidium iodide (PI) to exclude dead cells. For Annexin V staining, unfractionated BM cells stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, CD48-APCeF780, CD150-PE, or retrovirally transduced GFP^+^ cells were washed in 1× Binding buffer and incubated with Annexin V-FITC or -APC (1:20) in 1× Binding buffer for 15 min at room temperature. Stained cells were finally resuspended in 1× Binding buffer containing DAPI (1 µg/ml), SYTOX Blue, or PI (1 µg/ml) before analysis. For intracellular Ki-67/DAPI staining, unfractionated BM cells were stained with Lin-PECy5, c-Kit-APC, Sca-1-PECy7, CD48-APCeF780, and CD150-PE, and then fixed and permeabilized with Cytofix/Cytoperm buffer for 20 min on ice. After washing with Perm/Wash (BD Biosciences), cells were stained with anti-Ki-67-FITC (1:100) in Perm/Wash for 30 min on ice, washed with Perm/Wash and then resuspended in Perm/Wash containing 1 µg/ml DAPI before analysis. Cell sorting was performed on FACS Aria IIIu or Fusion (Becton Dickinson). All data were collected on FACS Aria IIIu, Celesta, or LSRFortessa (Becton Dickinson) and analyzed with FlowJo (BD Biosciences, v10.10.0). For detection of FRET from ECFP to Ypet in the SMART probe, ECFP and FRET signals excited by a 405 mm laser were detected with 450/40 and 530/30 filters, respectively, on a FACS Aria IIIu or LSRFortessa. Cells with an increase in FRET/CFP ratio and a decrease in CFP signals were gated as FRET/CFP^hi^.

### Ex vivo assays

For ex vivo HSC expansion, 500 HSCs were directly sorted per well of a 96-well flat-bottom plate in 200 µL of Ham’s F-12 media (Gibco) supplemented with 0.1% polyvinyl alcohol, 10 mM HEPES (Gibco), 1× penicillin–streptomycin–L-glutamine, 1× insulin–transferrin–selenium–ethanolamine (Gibco), 10 ng/mL mouse SCF (BioLegend), and 100 ng/mL mouse TPO (PeproTech) as described previously^69^. After 7 days, cells were collected and counted on Vi-CELL XR, and the frequency of EPCR^+^ HSCs (CD41^–^/Mac-1^–^/FcγR^–^/c-Kit^+^/Sca-1^+^/CD48^–^/CD150^+^/EPCR^+^) was evaluated by flow cytometry. For autophagy flux analyses, HSCs were sorted and incubated with DALGreen (1 µM) for 30 min at 37 °C in 2% FBS/PBS. After being washed twice with 2% FBS/PBS, 1000–2000 stained cells were seeded per well of 96-well flat bottom plate, incubated for 8 h at 37 °C, 5% CO_2_ in 200 µL of cytokine-free IMDM supplemented with 5% FBS, 1× penicillin–streptomycin–L-glutamine, 0.1 mM non-essential amino acids, 1 mM sodium pyruvate, and 50 μM 2-mercaptoethanol with or without 5 nM bafilomycin A1, and analyzed by flow cytometry.

### Retroviral transduction of HSCs

For transduction of N-terminal FLAG-MLKL, 3×FLAG was added in frame at the N-terminus of mouse *Mlkl* cDNA and cloned into the *pMY-IRES-GFP* retroviral vector. The *pMY-IRES-GFP* and *pMY-3*×*FLAG-MLKL-IRES-GFP* were transfected into Plat-E packaging cells with FuGENE HD, and the culture supernatants were obtained at 40–48 h and filtered through 0.45 µm PVDF filters. For transduction of the C-terminal truncation mutant of RUNX1, the culture supernatant of 293GPG packaging cells stably transfected with the *pMY-RUNX1S291fs-IRES-GFP* retroviral vector was collected at 48–60 h after tetracycline withdrawal and filtered through a 0.45 µm PVDF filter. For HSC transduction, 2000 WT and *Mlkl*^–/–^ HSCs (CD45.2^+^) were directly sorted per well of a 96-well flat bottom plate pre-coated with RetroNectin (Takara Bio) in 200 µL SF-O3 media (EIDIA) supplemented with 0.2% BSA, 100 ng/mL mouse SCF, and 100 ng/mL human TPO, incubated overnight at 37 °C, 5% CO_2_, and subjected to magnetofection for 1 h in the retroviral supernatants with a 96-well magnetic plate and ViroMag R/L. The medium was then replaced with fresh cytokine-containing media, and cells were incubated for 48 h before the re-isolation of live PI^–^/GFP^+^ transduced cells for transplantation experiments.

### Immunofluorescence and proximity ligation assay

A total of 2000 HSCs were sorted and pipetted onto MAS adhesive glass slides (Matsunami TF1205M) or µ-Slide 18 Well (ibidi), incubated for 30 min at 4 °C, fixed with 4% paraformaldehyde for 10 min at room temperature, and permeabilized in 0.3% Triton X-100/PBS for 2 min at room temperature. For γH2AX immunofluorescence, slides were blocked in 2% BSA/PBS for 1 h at 4 °C and incubated overnight at 4 °C in 2% BSA/PBS with anti-γH2AX antibody (1:500). Slides were then washed 3 times in PBS and incubated for 1 h at room temperature in 2% BSA/PBS with AF488-conjugated goat anti-mouse IgG (1:200). For FLAG-MLKL immunofluorescence, slides were blocked in 2% BSA/PBS for 1 h at 4 °C and incubated overnight at 4 °C in 2% BSA/PBS with anti-MLKL (1:500) and anti-FLAG (1:500) antibody. Slides were then washed 3 times in PBS and incubated for 1 h at room temperature in 2% BSA/PBS with AF647-conjugated goat anti-mouse IgG (1:500) and AF594-conjugated goat anti-rabbit IgG (1:500). Slides were then washed 3 times in PBS, incubated with 1 mg/ml DAPI/PBS for 5 min, and washed twice in PBS. Slides were finally mounted with coverslips by using ProLong Glass or Gold (Invitrogen). Cells were imaged on an A1Rsi inverted confocal microscope with a ×100 objective (Nikon) or an LSM 980 Airyscan inverted confocal microscope with a ×63 objective (Zeiss). For the proximity ligation assay, slides were blocked in Duolink blocking solution (Sigma-Aldrich) and incubated overnight at 4 °C in Duolink antibody diluent (Sigma-Aldrich) with primary antibodies against COX-IV (1:400) and p-MLKL (1:1600). Slides were washed twice in 1× Duolink wash buffer A (Sigma-Aldrich) and incubated for 1 h at 37 °C in Duolink antibody diluent with PLUS and MINUS probes (1:5; Sigma-Aldrich). Slides were then washed twice in 1× Duolink wash buffer A, incubated for 30 min at 37 °C in 1× Duolink ligation buffer with ligase (1:40, Sigma-Aldrich), washed twice in 1× Duolink wash buffer A, and incubated for 100 min at 37 °C in 1× Duolink amplification buffer with polymerase (1:80; Sigma-Aldrich). After being washed twice in 1× and once in 0.01× Duolink wash buffer B (Sigma-Aldrich), slides were finally mounted with coverslips by using Duolink in situ mounting medium with DAPI (1:80; Sigma-Aldrich), and cells were imaged on an N-SIM super-resolution confocal microscope with a 100× objective (Nikon) or an LSM 980 Airyscan inverted confocal microscope with a ×63 objective (Zeiss). For quantification, cells were randomly captured, and γH2AX or PLA foci were counted by eye using an NIS-Elements Viewer (Nikon, v4.11.0) or Image J (v1.53c).

### Cytokine profiling

For collecting BM fluids, two femurs and two tibiae per mouse were flushed out with the same 200 µL of 2% FBS/PBS by using a 1 mL syringe with a 23 G needle and were spun down at 300×*g* for 5 min to remove BM cells. Supernatants were further clarified by centrifugation at 12,000×*g* for 10 min and stored at –80 °C until use. 50 µL of 2× diluted samples were analyzed with a Bio-Plex Pro mouse cytokine 23-Plex panel on a Bio-Plex 200 analyzer (Bio-Rad) according to the manufacturer’s protocol. Cytokine concentrations were calculated using standard curves. Morpheus was used to generate heatmaps showing normalized cytokine levels with hierarchical clustering of samples and cytokines with Euclidean distance.

### RNA-seq

RNA was purified from 10,000 HSCs isolated from WT and *Mlkl*^*–/–*^ mice with the RNeasy Plus Micro Kit. Double-stranded cDNA was generated using the SMART-Seq HT Kit and fragmented using the M220 Focused ultrasonicator (Covaris). Sequencing libraries were prepared using the NEBNext Ultra DNA Library Prep Kit (New England Biolabs). Different index primers were used for multiplexing samples in one lane, and pooled libraries were sequenced on NextSeq2000 (Illumina) with single-read 70 base pairs. Data quality was verified by FastQC (v0.12.0), and demultiplexing was performed with bcl2fastq (v2.20). Sequencing reads were mapped to the mouse reference genome (mm10) with HISAT2 (v2.2.1) and quantified with StringTie (v2.2.3). Normalization and pairwise differential expression analyses were performed using edgeR (v3.30.3). Principal component analysis was performed using standard packages in R (v4.0.2), and plots were generated using the first 2 principal components. The Benjamini–Hochberg method was used to correct type I errors for multiple gene-level comparisons, with Wald tests applied and a *q*-value cutoff of 0.01 set to define differentially expressed genes (DEGs). Identified DEGs were visualized in volcano plots and area-proportional Venn diagrams using R. Gene set enrichment analysis (v4.3.0) was performed using the 50 “MH” orthology-mapped hallmark gene sets in mouse MSigDB collections, and only those with *P* < 0.05 were displayed as significantly enriched gene sets.

### ATAC-seq

For each biological replicate, 10,000 HSCs were isolated from six young WT mice, six young *Mlkl*^*–/–*^ mice, three aged WT mice, and three *Mlkl*^*–/–*^ mice. All HSC replicates were prepared and processed on the same day to avoid potential batch effects. At harvest, cells were lysed and immediately transposed as described previously. In brief, HSCs were resuspended in cold lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630) and incubated for 10 min on ice. Samples were then spun down at 600×*g* for 10 min at 4 °C and incubated for 35 min at 37 °C in 50 μL of transposase reaction mix consisting of 25 μL Tagment DNA buffer (Illumina), 2.5 μL Tagment DNA enzyme (Illumina), and 22.5 μL nuclease-free water. Transposed fragments were purified with MinElute PCR Purification Kit (QIAGEN), eluted in 14 µL of nuclease-free water, and stored at –20 °C until library preparation. After the optimization of PCR cycle number, libraries were semi-quantified with SYBER Green I Nucleic Acid gel Stain (Takara Bio) to optimize the number of PCR cycles and then amplified using NEBNext High Fidelity 2×PCR Master mix (New England Biolabs) and index primers. Amplified libraries were purified with the MinElute PCR Purification Kit, size-selected between 240 and 360 base pairs by using BluePippin (Sage Science), and sequenced with NextSeq500 (Illumina) with 70 bp single-read length. Sequencing reads were mapped to the mouse reference genome (mm10) with Bowtie2 (v2.5.3). Peaks were called with MACS2 (v2.2.7.1) using the nomodel function, with a *q*-value cutoff of 0.001 set to define accessible peaks in each sample. The catalog of all peaks called in any samples was generated by merging all called peaks that overlapped by at least one base pair by using the bedtools (v2.31.0) merge function. As a result, a total of 76,286 merged peaks were detected and used as a map file for downstream processing. Reads at each peak in the catalog were quantified with the bedtools map function by using bed files of each sample. Differentially accessible regions (DARs) were detected using edgeR with a *q*-value cutoff of 0.01 and visualized as volcano plots and area-proportional Venn diagrams using R.

### Transmission electron microscopy

A total of 100,000 HSCs were sorted in 2% FBS/PBS, spun down at 300×*g* for 5 min at 4 °C, and fixed for 2 h at room temperature with 1% glutaraldehyde in 0.1 M sodium phosphate buffer pH 7.4. After fixation, cells were rinsed and post-fixed on ice for 2 h with 2% osmium tetroxide in 0.1 M sodium phosphate buffer, pH 7.4. Cells were then washed, dehydrated in a graded series of ethanol, and embedded in Epon 812 resin mixture (TAAB). Semi-thin sections of about 0.7 µm thickness were cut on an EM UC7 ultramicrotome (Leica), stained with 0.2% toluidine blue, and examined under an ECLIPSE Si microscope (Nikon). Ultra-thin sections were cut, stained for 5 min at room temperature with uranyl acetate and lead citrate, and imaged on a JEM-1400Flash electron microscope (JEOL). Mitochondria and autophagosomes were counted by eye, and mitochondrial morphology was analyzed with ImageJ.

### Immunoelectron microscopy

A total of 100,000 HSCs were sorted in 2%FBS/PBS, spun down at 300×*g* for 5 min at 4 °C, and fixed for 30 min on ice with 4% paraformaldehyde and 0.2% glutaraldehyde in 0.1 M sodium phosphate buffer pH 7.4. After fixation, cells were rinsed, dehydrated in a graded series of ethanol, and embedded in LR white medium-grade resin (Electron Microscopy Sciences). Semi-thin sections of about 0.7 µm thickness were cut on an EM UC7 ultramicrotome, stained with 0.2% toluidine blue, and examined under an ECLIPSE Si microscope. Ultra-thin sections were cut and blocked with 1% BSA/PBS for 10 min at room temperature. The sections were then incubated for 1 h at room temperature in 1% BSA/PBS with a primary antibody against p-MLKL (1.0 µg/mL). Sections were washed 3 times in PBS and incubated for 1 h at room temperature in 5 nm gold-conjugated secondary antibody against rabbit IgG (1×). Sections were washed 3 times in water, post-fixed in 1% glutaraldehyde for 10 min, and stained with 1% uranyl acetate for 3 min at room temperature. Cells were imaged on a JEM-1400Flash electron microscope (JEOL).

### Recombinant protein expression and purification

N-terminal four-helix bundle domain of recombinant mouse MLKL protein (residues 1–169; MLKL-NTD), N-terminal FLAG-tagged MLKL-NTD (FLAG-MLKL-NTD), and C-terminal pseudokinase domain of recombinant mouse MLKL protein (residues 179–464; MLKL-CTD) were expressed and purified from BL21 (DE3)-RIPL *Escherichia coli* strains. Briefly, cells were grown in 2XTY medium (20 g/L tryptone, 10 g/L yeast extract, 5 g/L NaCl, 50 µg/ml kanamycin, 30 µg/ml chloramphenicol) to an optical density at 600 nm of 0.8 and induced with 0.5 mM isopropylthio-β-galactoside for 16 h at 22 °C. Pellets were resuspended in buffer (25 mM Tris–HCl pH 7.4, 500 mM NaCl, 1 mM TCEP, 10% glycerol, 0.05% Triton-X 100, 25 mM imidazole), lysed at high pressure, clarified by centrifuge, subjected to Ni^2^^+^ column, washed and eluted with buffer (25 mM Tris–HCl pH 7.4, 500 mM NaCl, 1 mM TCEP, 10% glycerol, 0.05% Triton-X 100, 250 mM imidazole). Elution was collected and incubated with TEV protease at 4 °C overnight to cleave off the His tag, followed by a reverse Ni^2^^+^ column to remove the TEV protease and any undigested His tag protein. The digested proteins were further polished by Superdex S200 gel filtration column pre-equilibrated with gel filtration buffer (20 mM Tris pH 7.4, 200 mM NaCl, 1 mM TCEP, 1 mM EDTA). Selected fractions were pooled and concentrated by centrifugal ultrafiltration to 1 mg/ml and dialyzed in the buffer (10 mM Tris–HCl pH 7.5, 10 mM KCl, 250 mM sucrose, 1.5 mM MgCl₂).

### Isolation and treatment of mitochondria

Mitochondria were isolated from mouse liver tissue using the Mitochondria Isolation Kit for Cultured Cells (Abcam) according to the manufacturer’s protocol. Briefly, ~50 mg of liver tissue was dissected, immediately transferred into 500 µL of Reagent A pre-dispensed in the Dounce homogenizer tube, and homogenized by 30 strokes with pestle A. Homogenate was centrifuged at 1000×*g* for 10 min at room temperature, and the supernatant (SN1) was collected. The pellet was then resuspended in 500 µL of Reagent B, homogenized by pipetting up and down 30 times using a P1000 micropipette, and the supernatant was collected (SN2) after centrifugation at 1000×*g* for 10 min at room temperature. SN1 and SN2 were combined, and mitochondrial fractions were pelleted by centrifugation at 12,000×*g* for 15 min at room temperature. The mitochondrial pellet was resuspended in 200 µL of mitochondrial buffer (10 mM Tris–HCl pH 7.5, 10 mM KCl, 250 mM sucrose, 1.5 mM MgCl₂), and 2.5 µL of mitochondria were incubated in 87.5 µL of mitochondrial buffer for 45 min at 37 °C with 20 µM recombinant MLKL-NTD, 20 µM recombinant FLAG-MLKL-NTD, 20 µM recombinant MLKL-CTD, or 50 µM CCCP (Thermo Fisher). Treated mitochondria were stained in mitochondrial buffer containing 500 nM TMRM (Invitrogen) and 200 nM MitoTracker Green (Thermo Fisher) for 30 min at 37 °C before flow cytometry analysis. All procedures were performed without vortexing to avoid mechanical disruption of mitochondria and preserve mitochondrial membrane potential.

### Seahorse assays

A total of 50,000–100,000 HSCs were sorted in SF-O3 and spun down at 300×*g* for 5 min at 4 °C. Cells were resuspended in Seahorse XF basic DMEM (Agilent) supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM L-glutamine, seeded in a cell-culture plate pre-coated with Cell-Tak (Corning) at a density of 50,000–70,000 cells per well, and spun down by centrifugation at 400×*g* for 5 min at room temperature. Oxygen consumption rate and extracellular acidification rate were measured at baseline and after sequential injections of 1 μM oligomycin, 2 μM FCCP, 0.5 μM rotenone plus 0.5 μM antimycin, and 50 mM 2-deoxy-D-glucose on a Seahorse XFe96 Extracellular Flux Analyzer (Agilent) according to the manufacturer’s instructions as described previously^70^. Data were normalized to seeded cell numbers, analyzed with Seahorse Analytics (v1.0.0-520), and exported to GraphPad Prism (v10.4.0).

### Quantification and statistical analysis

Data are represented as mean ± standard error (s.e.m.) unless otherwise specified in the figure legends. Statistical analysis was performed using R for RNA-seq and ATAC-seq data and Prism for all the other data. The statistical test used, the number of biological replicates, and the definition of biological replicates are indicated in the figure legends. Briefly, two-tailed Student’s *t*-test and Mann–Whitney *U*-test were used when two groups were compared, and one-way ANOVA, two-way ANOVA, Welch and Brown–Forsythe test, and Kruskal–Wallis test were used when three or more groups were compared. For multiple comparisons, *p*-values were adjusted either by Šídák correction, Fisher’s least significant difference (LSD) test, or the false discovery rate of 5% based on the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, and adjusted *p*-values were subsequently used to indicate significance. For transplantation experiments, outliers were excluded before statistical analyses based on the PB donor chimerism at 4 months post-transplantation by using the ROUT method with a *Q* value set to 1%. Recipient mice with <1% PB donor chimerism at 4 months post-transplantation were excluded from the analyses of donor lineage distribution. Survival rates were compared using the Mantel–Cox log-rank test. Statistical significance is reported using exact *P* values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1–8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Bulk RNA-seq data and ATAC-seq data have been deposited at Gene Expression Omnibus and are publicly available under the accession number GSE285111. Source data are provided with this paper.

## References

[1] Orkin, S. H. & Zon, L. I. Hematopoiesis: an evolving paradigm for stem cell biology. *Cell***132**, 631–644 (2008).18295580 10.1016/j.cell.2008.01.025PMC2628169

[2] de Haan, G. & Lazare, S. S. Aging of hematopoietic stem cells. *Blood***131**, 479–487 (2018).29141947 10.1182/blood-2017-06-746412

[3] Rossi, D. J. et al. Deficiencies in DNA damage repair limit the function of haematopoietic stem cells with age. *Nature***447**, 725–729 (2007).17554309 10.1038/nature05862

[4] Flach, J. et al. Replication stress is a potent driver of functional decline in ageing haematopoietic stem cells. *Nature***512**, 198–202 (2014).25079315 10.1038/nature13619PMC4456040

[5] Ho, T. T. et al. Autophagy maintains the metabolism and function of young and old stem cells. *Nature***543**, 205–210 (2017).28241143 10.1038/nature21388PMC5344718

[6] Warr, M. R. et al. FOXO3A directs a protective autophagy program in haematopoietic stem cells. *Nature***494**, 323–327 (2013).23389440 10.1038/nature11895PMC3579002

[7] Mansell, E. et al. Mitochondrial potentiation ameliorates age-related heterogeneity in hematopoietic stem cell function. *Cell Stem Cell***28**, 241–256.e246 (2021).33086034 10.1016/j.stem.2020.09.018

[8] Pinho, S. & Frenette, P. S. Haematopoietic stem cell activity and interactions with the niche. *Nat. Rev. Mol. Cell Biol.***20**, 303–320 (2019).30745579 10.1038/s41580-019-0103-9PMC6483843

[9] Young, K. et al. Decline in IGF1 in the bone marrow microenvironment initiates hematopoietic stem cell aging. *Cell Stem Cell***28**, 1473–1482.e1477 (2021).33848471 10.1016/j.stem.2021.03.017PMC8349778

[10] Kovtonyuk, L. V. et al. IL-1 mediates microbiome-induced inflammaging of hematopoietic stem cells in mice. *Blood***139**, 44–58 (2022).34525198 10.1182/blood.2021011570

[11] Ho, T. T. et al. Aged hematopoietic stem cells are refractory to bloodborne systemic rejuvenation interventions. *J. Exp. Med.***218**, e20210223 (2021).10.1084/jem.20210223PMC815581334032859

[12] Kuribayashi, W. et al. Limited rejuvenation of aged hematopoietic stem cells in young bone marrow niche. *J. Exp. Med.***218**, e20192283 (2021).10.1084/jem.20192283PMC769093933231616

[13] Girotra, M. et al. Induction of mitochondrial recycling reverts age-associated decline of the hematopoietic and immune systems. *Nat. Aging***3**, 1057–1066 (2023).37653255 10.1038/s43587-023-00473-3

[14] Bogeska, R. et al. Inflammatory exposure drives long-lived impairment of hematopoietic stem cell self-renewal activity and accelerated aging. *Cell Stem Cell***29**, 1273–1284.e1278 (2022).35858618 10.1016/j.stem.2022.06.012PMC9357150

[15] Beerman, I. et al. Proliferation-dependent alterations of the DNA methylation landscape underlie hematopoietic stem cell aging. *Cell Stem Cell***12**, 413–425 (2013).23415915 10.1016/j.stem.2013.01.017PMC12163706

[16] Milyavsky, M. et al. A distinctive DNA damage response in human hematopoietic stem cells reveals an apoptosis-independent role for p53 in self-renewal. *Cell Stem Cell***7**, 186–197 (2010).20619763 10.1016/j.stem.2010.05.016

[17] Mohrin, M. et al. Hematopoietic stem cell quiescence promotes error-prone DNA repair and mutagenesis. *Cell Stem Cell***7**, 174–185 (2010).20619762 10.1016/j.stem.2010.06.014PMC2924905

[18] Yamashita, M., Nitta, E. & Suda, T. Aspp1 preserves hematopoietic stem cell pool integrity and prevents malignant transformation. *Cell Stem Cell***17**, 23–34 (2015).26119234 10.1016/j.stem.2015.05.013

[19] Gutierrez-Martinez, P. et al. Diminished apoptotic priming and ATM signalling confer a survival advantage onto aged haematopoietic stem cells in response to DNA damage. *Nat. Cell Biol.***20**, 413–421 (2018).29531308 10.1038/s41556-018-0054-yPMC6067675

[20] Roderick, J. E. et al. Hematopoietic RIPK1 deficiency results in bone marrow failure caused by apoptosis and RIPK3-mediated necroptosis. *Proc. Natl. Acad. Sci. USA***111**, 14436–14441 (2014).25246544 10.1073/pnas.1409389111PMC4209989

[21] Rickard, J. A. et al. RIPK1 regulates RIPK3-MLKL-driven systemic inflammation and emergency hematopoiesis. *Cell***157**, 1175–1188 (2014).24813849 10.1016/j.cell.2014.04.019

[22] Yamashita, M. & Passegue, E. TNF-alpha coordinates hematopoietic stem cell survival and myeloid regeneration. *Cell Stem Cell***25**, 357–372.e357 (2019).31230859 10.1016/j.stem.2019.05.019PMC6733032

[23] Zhang, L. et al. Ripk3 signaling regulates HSCs during stress and represses radiation-induced leukemia in mice. *Stem Cell Rep.***17**, 1428–1441 (2022).10.1016/j.stemcr.2022.04.009PMC921381935561683

[24] Sommerkamp, P. et al. Differential alternative polyadenylation landscapes mediate hematopoietic stem cell activation and regulate glutamine metabolism. *Cell Stem Cell***26**, 722–738.e727 (2020).32229311 10.1016/j.stem.2020.03.003

[25] Tovey Crutchfield, E. C. et al. MLKL deficiency protects against low-grade, sterile inflammation in aged mice. *Cell Death Differ.***30**, 1059–1071 (2023).36755069 10.1038/s41418-023-01121-4PMC10070424

[26] Liao, M. et al. Aging-elevated inflammation promotes DNMT3A R878H-driven clonal hematopoiesis. *Acta Pharm. Sin. B***12**, 678–691 (2022).35256939 10.1016/j.apsb.2021.09.015PMC8897035

[27] He, H. et al. Aging-induced MCPH1 translocation activates necroptosis and impairs hematopoietic stem cell function. *Nat. Aging***4**, 510–526 (2024).38632351 10.1038/s43587-024-00609-z

[28] He, H. et al. Age-related noncanonical TRMT6-TRMT61A signaling impairs hematopoietic stem cells. *Nat. Aging***4**, 213–230 (2024).38233630 10.1038/s43587-023-00556-1

[29] Kasbekar, M., Mitchell, C. A., Proven, M. A. & Passegue, E. Hematopoietic stem cells through the ages: a lifetime of adaptation to organismal demands. *Cell Stem Cell***30**, 1403–1420 (2023).37865087 10.1016/j.stem.2023.09.013PMC10842631

[30] Gong, Y. N. et al. ESCRT-III acts downstream of MLKL to regulate necroptotic cell death and its consequences. *Cell***169**, 286–300.e216 (2017).28388412 10.1016/j.cell.2017.03.020PMC5443414

[31] Yoon, S., Kovalenko, A., Bogdanov, K. & Wallach, D. MLKL, the protein that mediates necroptosis, also regulates endosomal trafficking and extracellular vesicle generation. *Immunity***47**, 51–65.e57 (2017).28666573 10.1016/j.immuni.2017.06.001

[32] Liu, Z. et al. Oligomerization-driven MLKL ubiquitylation antagonizes necroptosis. *EMBO J.***40**, e103718 (2021).34698396 10.15252/embj.2019103718PMC8634140

[33] Wang, H. et al. Mixed lineage kinase domain-like protein MLKL causes necrotic membrane disruption upon phosphorylation by RIP3. *Mol. Cell***54**, 133–146 (2014).24703947 10.1016/j.molcel.2014.03.003

[34] Yang, Z. et al. RIP3 targets pyruvate dehydrogenase complex to increase aerobic respiration in TNF-induced necroptosis. *Nat. Cell Biol.***20**, 186–197 (2018).29358703 10.1038/s41556-017-0022-y

[35] Frank, D., Vaux, D. L., Murphy, J. M., Vince, J. E. & Lindqvist L. M. Activated MLKL attenuates autophagy following its translocation to intracellular membranes. *J. Cell Sci.***132**, jcs220996 (2019).10.1242/jcs.22099630709919

[36] Zaro, B. W. et al. Proteomic analysis of young and old mouse hematopoietic stem cells and their progenitors reveals post-transcriptional regulation in stem cells. *Elife***9**, e62210 (2020).10.7554/eLife.62210PMC768831433236985

[37] Murai, S. et al. Generation of transgenic mice expressing a FRET biosensor, SMART, that responds to necroptosis. *Commun. Biol.***5**, 1331 (2022).36471162 10.1038/s42003-022-04300-0PMC9722793

[38] Walter, D. et al. Exit from dormancy provokes DNA-damage-induced attrition in haematopoietic stem cells. *Nature***520**, 549–552 (2015).25707806 10.1038/nature14131

[39] Rabe, J. L. et al. CD34 and EPCR coordinately enrich functional murine hematopoietic stem cells under normal and inflammatory conditions. *Exp. Hematol.***81**, 1–15.e16 (2020).31863798 10.1016/j.exphem.2019.12.003PMC6938677

[40] Yamamoto, R. et al. Clonal analysis unveils self-renewing lineage-restricted progenitors generated directly from hematopoietic stem cells. *Cell***154**, 1112–1126 (2013).23993099 10.1016/j.cell.2013.08.007

[41] Ross, J. B. et al. Depleting myeloid-biased haematopoietic stem cells rejuvenates aged immunity. *Nature***628**, 162–170 (2024).38538791 10.1038/s41586-024-07238-xPMC11870232

[42] Yeap, H. W. et al. A bacterial network of T3SS effectors counteracts host pro-inflammatory responses and cell death to promote infection. *EMBO J.***44**, 2424–2445 (2025).40128366 10.1038/s44318-025-00412-5PMC12048508

[43] Flohr Svendsen, A. et al. A comprehensive transcriptome signature of murine hematopoietic stem cell aging. *Blood***138**, 439–451 (2021).33876187 10.1182/blood.2020009729

[44] Totani, H. et al. Mitochondria-enriched hematopoietic stem cells exhibit elevated self-renewal capabilities, thriving within the context of aged bone marrow. *Nat. Aging***5**, 831–847 (2025).40050412 10.1038/s43587-025-00828-y

[45] Gautam, A. et al. Necroptosis blockade prevents lung injury in severe influenza. *Nature***628**, 835–843 (2024).38600381 10.1038/s41586-024-07265-8PMC11151938

[46] Rodriguez, D. A. et al. Characterization of RIPK3-mediated phosphorylation of the activation loop of MLKL during necroptosis. *Cell Death Differ.***23**, 76–88 (2016).26024392 10.1038/cdd.2015.70PMC4815980

[47] Chung, S. S. & Park, C. Y. Aging, hematopoiesis, and the myelodysplastic syndromes. *Hematol. Am. Soc. Hematol. Educ. Program***2017**, 73–78 (2017).10.1182/asheducation-2017.1.73PMC614257829222239

[48] Watanabe-Okochi, N. et al. AML1 mutations induced MDS and MDS/AML in a mouse BMT model. *Blood***111**, 4297–4308 (2008).18192504 10.1182/blood-2007-01-068346

[49] Pietras, E. M. et al. Chronic interleukin-1 exposure drives haematopoietic stem cells towards precocious myeloid differentiation at the expense of self-renewal. *Nat. Cell Biol.***18**, 607–618 (2016).27111842 10.1038/ncb3346PMC4884136

[50] Ergen, A. V., Boles, N. C. & Goodell, M. A. Rantes/Ccl5 influences hematopoietic stem cell subtypes and causes myeloid skewing. *Blood***119**, 2500–2509 (2012).22289892 10.1182/blood-2011-11-391730PMC3311273

[51] Yu, V. W. C. et al. Epigenetic memory underlies cell-autonomous heterogeneous behavior of hematopoietic stem cells. *Cell***167**, 1310–1322.e1317 (2016).27863245 10.1016/j.cell.2016.10.045

[52] Hinge, A. et al. Asymmetrically segregated mitochondria provide cellular memory of hematopoietic stem cell replicative history and drive HSC attrition. *Cell Stem Cell***26**, 420–430.e426 (2020).32059807 10.1016/j.stem.2020.01.016PMC7212526

[53] Hildebrand, J. M. et al. Activation of the pseudokinase MLKL unleashes the four-helix bundle domain to induce membrane localization and necroptotic cell death. *Proc. Natl. Acad. Sci. USA***111**, 15072–15077 (2014).25288762 10.1073/pnas.1408987111PMC4210347

[54] Yamashita, M. & Iwama, A. Aging and clonal behavior of hematopoietic stem cells. *Int. J. Mol. Sci.***23**, 1948 (2022).10.3390/ijms23041948PMC887854035216063

[55] Bernitz, J. M., Kim, H. S., MacArthur, B., Sieburg, H. & Moore, K. Hematopoietic stem cells count and remember self-renewal divisions. *Cell***167**, 1296–1309.e1210 (2016).27839867 10.1016/j.cell.2016.10.022PMC5115957

[56] Roderick-Richardson, J. E. et al. ZBP1 activation triggers hematopoietic stem and progenitor cell death resulting in bone marrow failure in mice. *Proc. Natl. Acad. Sci. USA***121**, e2309628121 (2024).38227660 10.1073/pnas.2309628121PMC10823230

[57] Takizawa, H. et al. Pathogen-induced TLR4-TRIF innate immune signaling in hematopoietic stem cells promotes proliferation but reduces competitive fitness. *Cell Stem Cell***21**, 225–240.e225 (2017).28736216 10.1016/j.stem.2017.06.013

[58] Spencer, S. L., Gaudet, S., Albeck, J. G., Burke, J. M. & Sorger, P. K. Non-genetic origins of cell-to-cell variability in TRAIL-induced apoptosis. *Nature***459**, 428–432 (2009).19363473 10.1038/nature08012PMC2858974

[59] Wu, Q. et al. Resilient anatomy and local plasticity of naive and stress haematopoiesis. *Nature***627**, 839–846 (2024).38509363 10.1038/s41586-024-07186-6PMC10972750

[60] Clapes, T. et al. Chemotherapy-induced transposable elements activate MDA5 to enhance haematopoietic regeneration. *Nat. Cell Biol.***23**, 704–717 (2021).34253898 10.1038/s41556-021-00707-9PMC8492473

[61] Phan, J. et al. Retrotransposons are co-opted to activate hematopoietic stem cells and erythropoiesis. *Science***386**, eado6836 (2024).39446896 10.1126/science.ado6836PMC11709122

[62] Wang, W. & Gong, Y. N. MLKL ubiquitylation: more than a makeover. *Cell Death Differ.***29**, 269–271 (2022).35022572 10.1038/s41418-022-00934-zPMC8816916

[63] Vucur, M. et al. Sublethal necroptosis signaling promotes inflammation and liver cancer. *Immunity***56**, 1578–1595.e1578 (2023).37329888 10.1016/j.immuni.2023.05.017

[64] Oka, K. et al. Resistance to chemical carcinogenesis induction via a dampened inflammatory response in naked mole-rats. *Commun. Biol.***5**, 287 (2022).35354912 10.1038/s42003-022-03241-yPMC8967925

[65] Artwohl, J. et al. Extreme susceptibility of African naked mole rats (*Heterocephalus glaber*) to experimental infection with herpes simplex virus type 1. *Comp. Med.***59**, 83–90 (2009).19295058 PMC2703134

[66] Hockendorf, U. et al. RIPK3 restricts myeloid leukemogenesis by promoting cell death and differentiation of leukemia initiating cells. *Cancer Cell***30**, 75–91 (2016).27411587 10.1016/j.ccell.2016.06.002

[67] Wang, X. et al. MLKL promotes cellular differentiation in myeloid leukemia by facilitating the release of G-CSF. *Cell Death Differ.***28**, 3235–3250 (2021).34079078 10.1038/s41418-021-00811-1PMC8630008

[68] Lin, J. et al. RIPK1 counteracts ZBP1-mediated necroptosis to inhibit inflammation. *Nature***540**, 124–128 (2016).27819681 10.1038/nature20558PMC5755685

[69] Wilkinson, A. C. et al. Long-term ex vivo haematopoietic-stem-cell expansion allows nonconditioned transplantation. *Nature***571**, 117–121 (2019).31142833 10.1038/s41586-019-1244-xPMC7006049

[70] Watanuki, S. et al. ATP turnover and glucose dependency in hematopoietic stem/progenitor cells are increased by proliferation and differentiation. *Biochem. Biophys. Res Commun.***514**, 287–294 (2019).31030941 10.1016/j.bbrc.2019.04.123

[71] Umemoto, T., Hashimoto, M., Matsumura, T., Nakamura-Ishizu, A. & Suda, T. Ca(2+)-mitochondria axis drives cell division in hematopoietic stem cells. *J. Exp. Med.***215**, 2097–2113 (2018).29946000 10.1084/jem.20180421PMC6080917

# Supplementary material for: Non-necroptotic MLKL function damages mitochondria and promotes hematopoietic stem cell aging
**Source:** Nat Commun. 2026 Apr 6;17:2798. doi: 10.1038/s41467-026-71060-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Non-necroptotic MLKL function damages mitochondria and promotes hematopoietic stem cell aging**

Yuta Yamada, Jinjing Yang, Akiho Saiki-Tsuchiya, Yuji Watanabe, Shuhei Koide, Shin Murai, Yuriko Sorimachi, Yu Fukuda, Kenta Sumiyama, Hiroshi Sagara, Hiroyasu Nakano, Keiyo Takubo, Atsushi Iwama, and Masayuki Yamashita

- Supplementary Fig. 1    Preferential and transient activation of MLKL in HSCs upon inflammation.
- Supplementary Fig. 2    Inflammation-induced active MLKL impairs HSC function.
- Supplementary Fig. 3    The RIPK3-MLKL axis limits HSC function.
- Supplementary Fig. 4    MLKL impairs HSC function after 5-FU-induced replication stress.
- Supplementary Fig. 5    MLKL impairs HSC function after serial transplantation and promotes ineffective hematopoiesis.
- Supplementary Fig. 6    MLKL impairs HSC function during aging.
- Supplementary Fig. 7    Minor impact of MLKL on the HSC transcriptome and chromatin accessibility.
- Supplementary Fig. 8    MLKL impairs mitochondrial function without affecting reactive oxygen species and autophagy in HSCs.
- Supplementary Table 1    Reagents and materials used in this study.

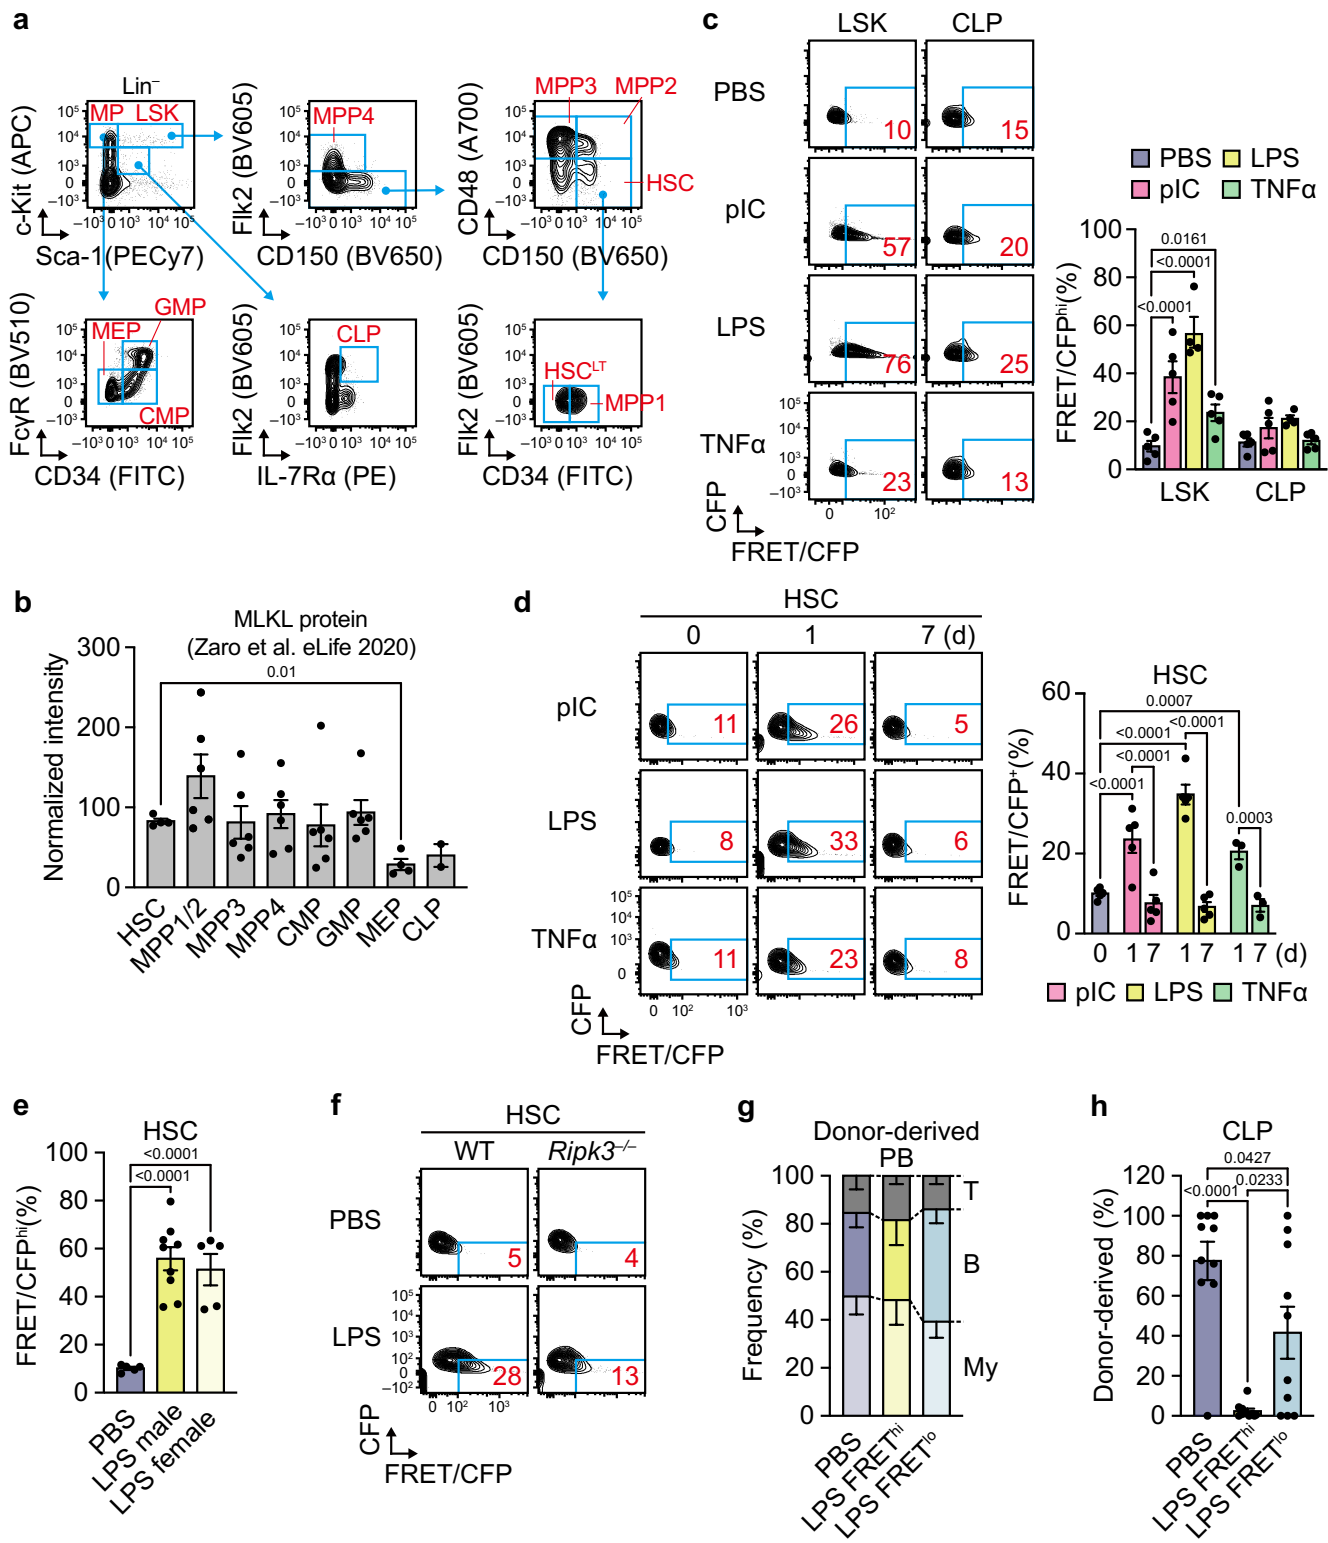

**Supplementary Fig. 1 | Preferential and transient activation of MLKL in HSCs upon inflammation.**

**a**, Gating strategies used to identify BM common myeloid progenitors (CMP), granulocyte/monocyte progenitors (GMP), megakaryocyte/erythroid progenitors (MEP), common lymphoid progenitors (CLP), and early stem and progenitor populations (long-term HSC [HSC<sup>LT</sup>] and multipotent progenitors [MPP1, MPP2, MPP3, and MPP4]) in mice. **b**, MLKL protein expression in BM immature hematopoietic cells obtained via reanalysis of mass spectrometry data shown by Zaro et al<sup>36</sup> (n = 4 HSC, 6 MMP1+2, 6 MPP3, 6 MPP4, 6 CMP, 6 GMP, 4 MEP, and 2 CLP biological replicates). **c,d**, Representative flow cytometry plots and frequencies of FRET/CFP<sup>hi</sup> LSK cells and CLPs in SMART-Tg mice ± pIC, LPS, and TNF-α at 16 h (**c**) (n = 4 mice in the LPS-treated group and 5 mice/other group; two experiments) and FRET/CFP<sup>hi</sup> HSCs in SMART-Tg mice ± pIC, LPS, and TNF-α at the indicated time points (**d**) (n = 3 mice in the TNF-α-treated 1 d and 7 d groups and 5 mice/other group; two experiments). **e**, Frequency of FRET/CFP<sup>hi</sup> HSCs in male and female SMART-Tg mice ± LPS at 16 h. (n = 5 PBS, 9 LPS male, and 5 LPS female mice; two experiments). **f**, Representative flow cytometry plots of FRET/CFP<sup>hi</sup> HSCs in WT and *Ripk3*<sup>-/-</sup> SMART-Tg mice ± LPS at 16 h. **g,h**, Donor-derived PB lineage distribution (**g**) (n = 10 PBS-treated, 7 LPS-treated FRET/CFP<sup>hi</sup>, and 12 LPS-treated FRET/CFP<sup>lo</sup> HSC recipients; two experiments) and donor chimerism in BM CLPs (**h**) (n = 10 recipients/group; two experiments) at 4 months post-transplantation in recipients of BM FRET/CFP<sup>hi</sup> and FRET/CFP<sup>lo</sup> HSCs ± LPS. My, myeloid. Data are mean ± s.e.m.; statistical significance was determined using Welch and Brown-Forsythe test (**b**), one-way ANOVA (**e,h**), and two-way ANOVA (**c,d,g**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown.

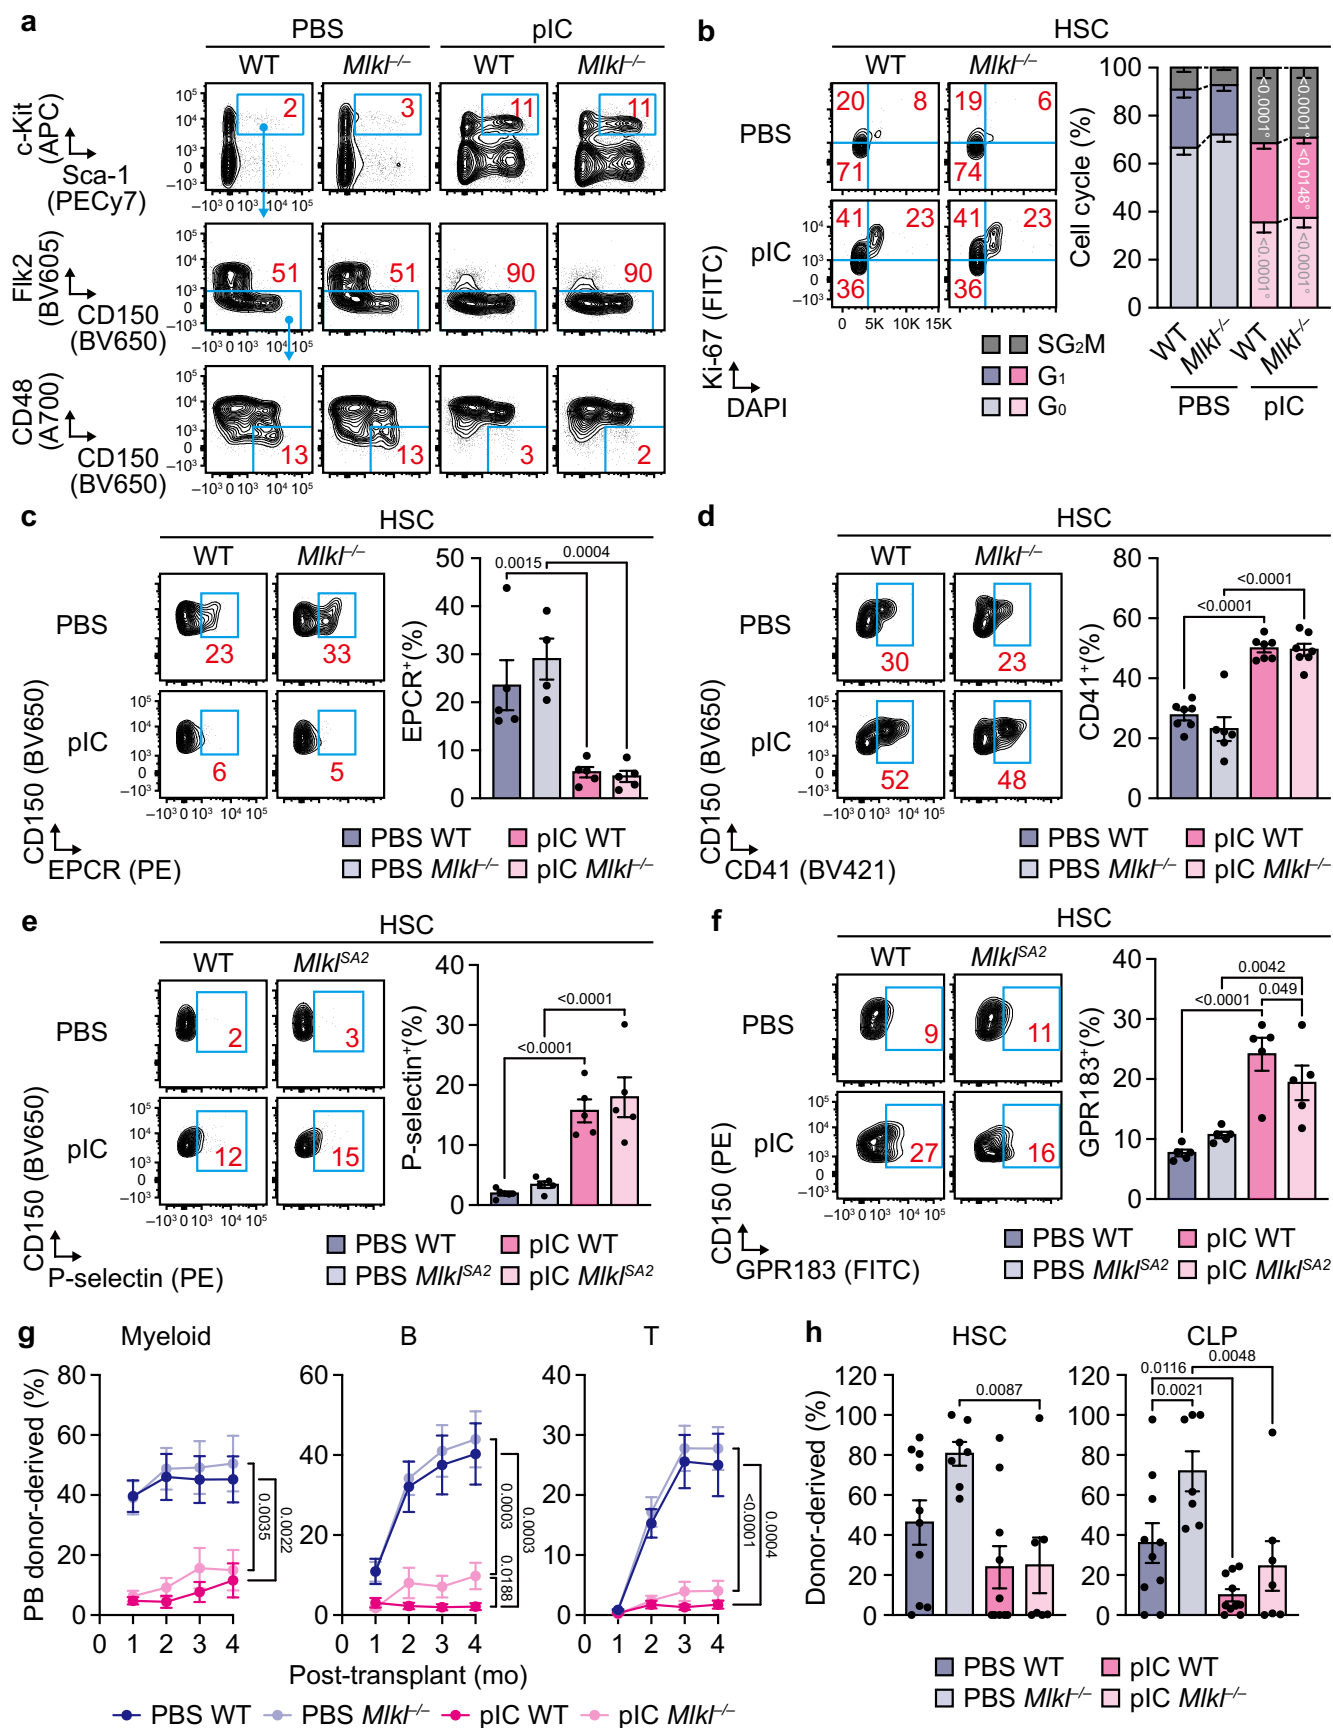

**Supplementary Fig. 2 | Inflammation-induced active MLKL impairs HSC function.** **a**, Representative flow cytometry plots of BM HSCs in WT and *Mkl<sup>-/-</sup>* mice  $\pm$  pIC. **b**, Representative flow cytometry plots and cell cycle distribution of BM HSCs in WT and *Mkl<sup>-/-</sup>* mice  $\pm$  pIC ( $n = 8$  mice/group; three experiments). **c,d**, Representative flow cytometry plots and frequencies of BM EPCR<sup>+</sup> HSCs (**c**) ( $n = 4$  mice in the PBS-treated *Mkl<sup>-/-</sup>* group and 5 mice/other group; two experiments) and BM CD41<sup>+</sup> HSCs (**d**) ( $n = 6$  mice in the PBS-treated *Mkl<sup>-/-</sup>* group and 7 mice/other group; three experiments) in WT and *Mkl<sup>-/-</sup>* mice  $\pm$  pIC. **e,f**, Representative flow cytometry plots and frequencies of BM P-selectin<sup>+</sup> HSCs (**e**) ( $n = 5$  mice/group; three experiments) and BM GPR183<sup>+</sup> HSCs (**f**) ( $n = 5$  mice/group; three experiments) in WT and *Mkl<sup>SA2</sup>* mice  $\pm$  pIC. **g**, Donor chimerism in PB myeloid, B, and T cells in recipients of WT and *Mkl<sup>-/-</sup>* BM HSCs  $\pm$  pIC ( $n = 14$  PBS-treated WT, 12 PBS-treated *Mkl<sup>-/-</sup>*, 14 pIC-treated WT, and 13 pIC-treated *Mkl<sup>-/-</sup>* HSC recipients; two experiments). **h**, Donor chimerism in BM HSCs and CLPs at 4 months post-transplantation in recipients of BM HSCs from WT and *Mkl<sup>-/-</sup>* mice  $\pm$  pIC ( $n = 10$  PBS-treated WT, 7 PBS-treated *Mkl<sup>-/-</sup>*, 10 pIC-treated WT, and 7 pIC-treated *Mkl<sup>-/-</sup>* HSC recipients; two experiments). Data are mean  $\pm$  s.e.m.; statistical significance was determined using one-way (**e–f,h**) and two-way ANOVA (**b–d,g**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact  $P$  values shown; °, versus PBS.

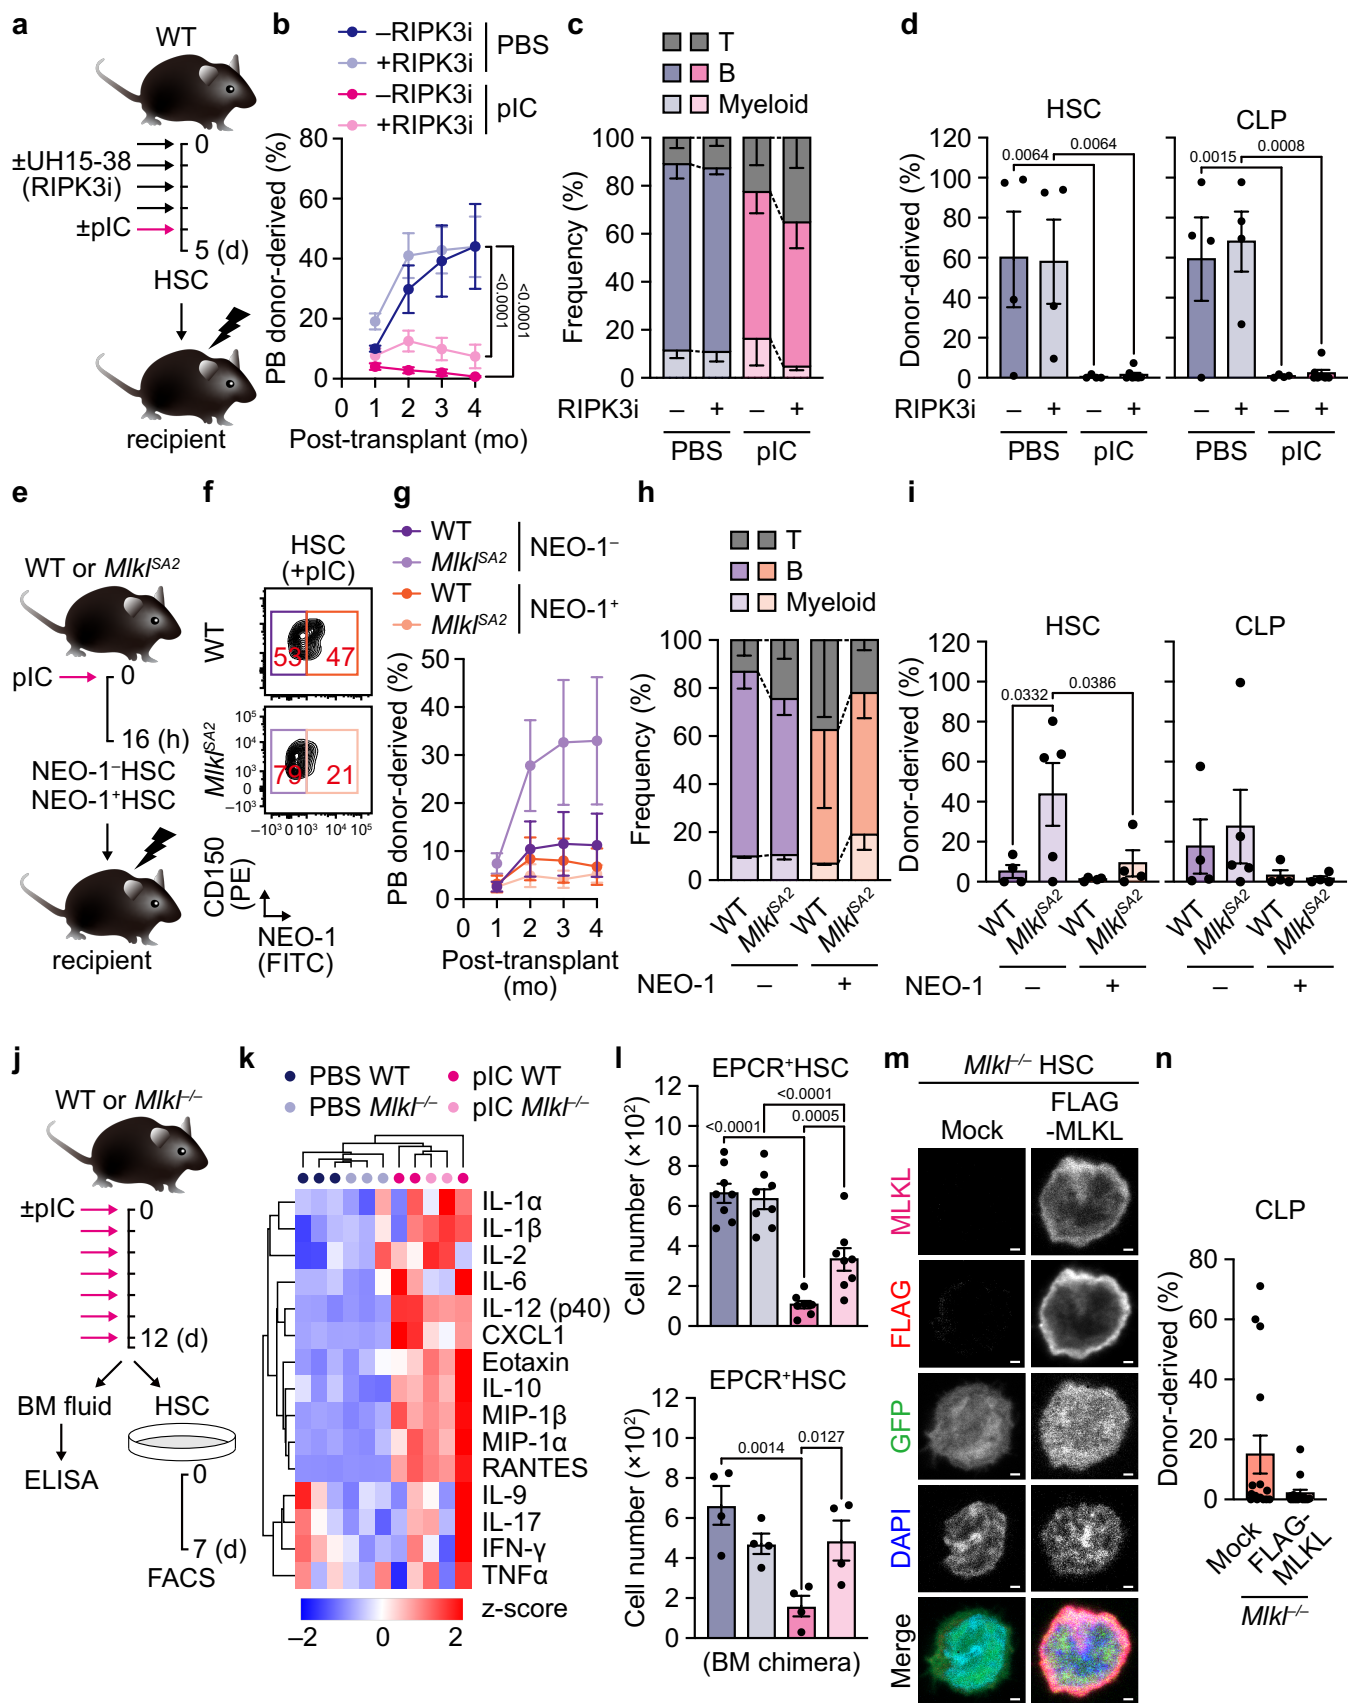

**Supplementary Fig. 3 | The RIPK3-MLKL axis limits HSC function.** **a–d**, Engraftment potential of BM HSCs  $\pm$  pIC and RIPK3 inhibitor (RIPK3i). Shown are experimental design (**a**), PB donor chimerism (**b**) ( $n = 5$  PBS-treated, 5 PBS/RIPK3i-treated, 8 pIC-treated, and 9 pIC/RIPK3i-treated HSC recipients; two experiments), donor-derived lineage distribution at 4 months (**c**) ( $n = 4$  PBS-treated, 5 PBS/RIPK3i-treated, 4 pIC-treated, and 7 pIC/RIPK3i-treated HSC recipients; two experiments), and donor chimerism in BM HSCs and CLPs at 4 months (**d**) ( $n = 7$  recipients in the pIC/RIPK3i-treated group and 4 recipients/other group; two experiments). **e–i**, Engraftment potential of pIC-treated BM WT and *Mkl*<sup>-/-</sup> NEO-1<sup>+</sup>/NEO-1<sup>-</sup> HSCs. Shown are experimental design (**e**), sorting gates (**f**), PB donor chimerism (**g**) ( $n = 4$  WT/NEO-1<sup>-</sup>, 5 *Mkl*<sup>SA2</sup>/NEO-1<sup>-</sup>, 5 WT/NEO-1<sup>+</sup>, and 4 *Mkl*<sup>SA2</sup>/NEO-1<sup>+</sup> HSC recipients; one experiment), donor-derived lineage distribution at 4 months (**h**) ( $n = 2$  WT/NEO-1<sup>-</sup>, 4 *Mkl*<sup>SA2</sup>/NEO-1<sup>-</sup>, 2 WT/NEO-1<sup>+</sup>, and 3 *Mkl*<sup>SA2</sup>/NEO-1<sup>+</sup> HSC recipients; one experiment), and donor chimerism in BM HSCs and CLPs at 4 months (**i**) ( $n = 5$  recipients in the *Mkl*<sup>SA2</sup>/NEO-1<sup>-</sup> group and 4 recipients/other group; one experiment). **j**, Experimental design for repeated pIC injections (7 $\times$ pIC). **k**, Normalized inflammatory cytokine levels in WT and *Mkl*<sup>-/-</sup> BM  $\pm$  7 $\times$ pIC ( $n = 2$  mice in the pIC-treated *Mkl*<sup>-/-</sup> group and 3 mice/other group; one experiment). **l**, EPCR<sup>+</sup> HSC numbers after 7-day culture of HSCs from WT and *Mkl*<sup>-/-</sup> mice ( $n = 8$  pools of 500 cells/group; two experiments) and BM chimera ( $n = 4$  pools of 500 cells/group; one experiment)  $\pm$  7 $\times$ pIC. **m**, Representative immunofluorescence images of *Mkl*<sup>-/-</sup> HSCs  $\pm$  FLAG-MLKL (scale bars, 1  $\mu$ m). **n**, Donor chimerism in BM CLPs at 4 months post-transplantation of *Mkl*<sup>-/-</sup> HSCs  $\pm$  FLAG-MLKL ( $n = 16$  Mock and 15 FLAG-MLKL HSC recipients; three experiments). Data are mean  $\pm$  s.e.m.; statistical significance was determined using unpaired two-tailed Student's t-test (**n**) and one-way (**i,l**) and two-way ANOVA (**b–d,g**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown.

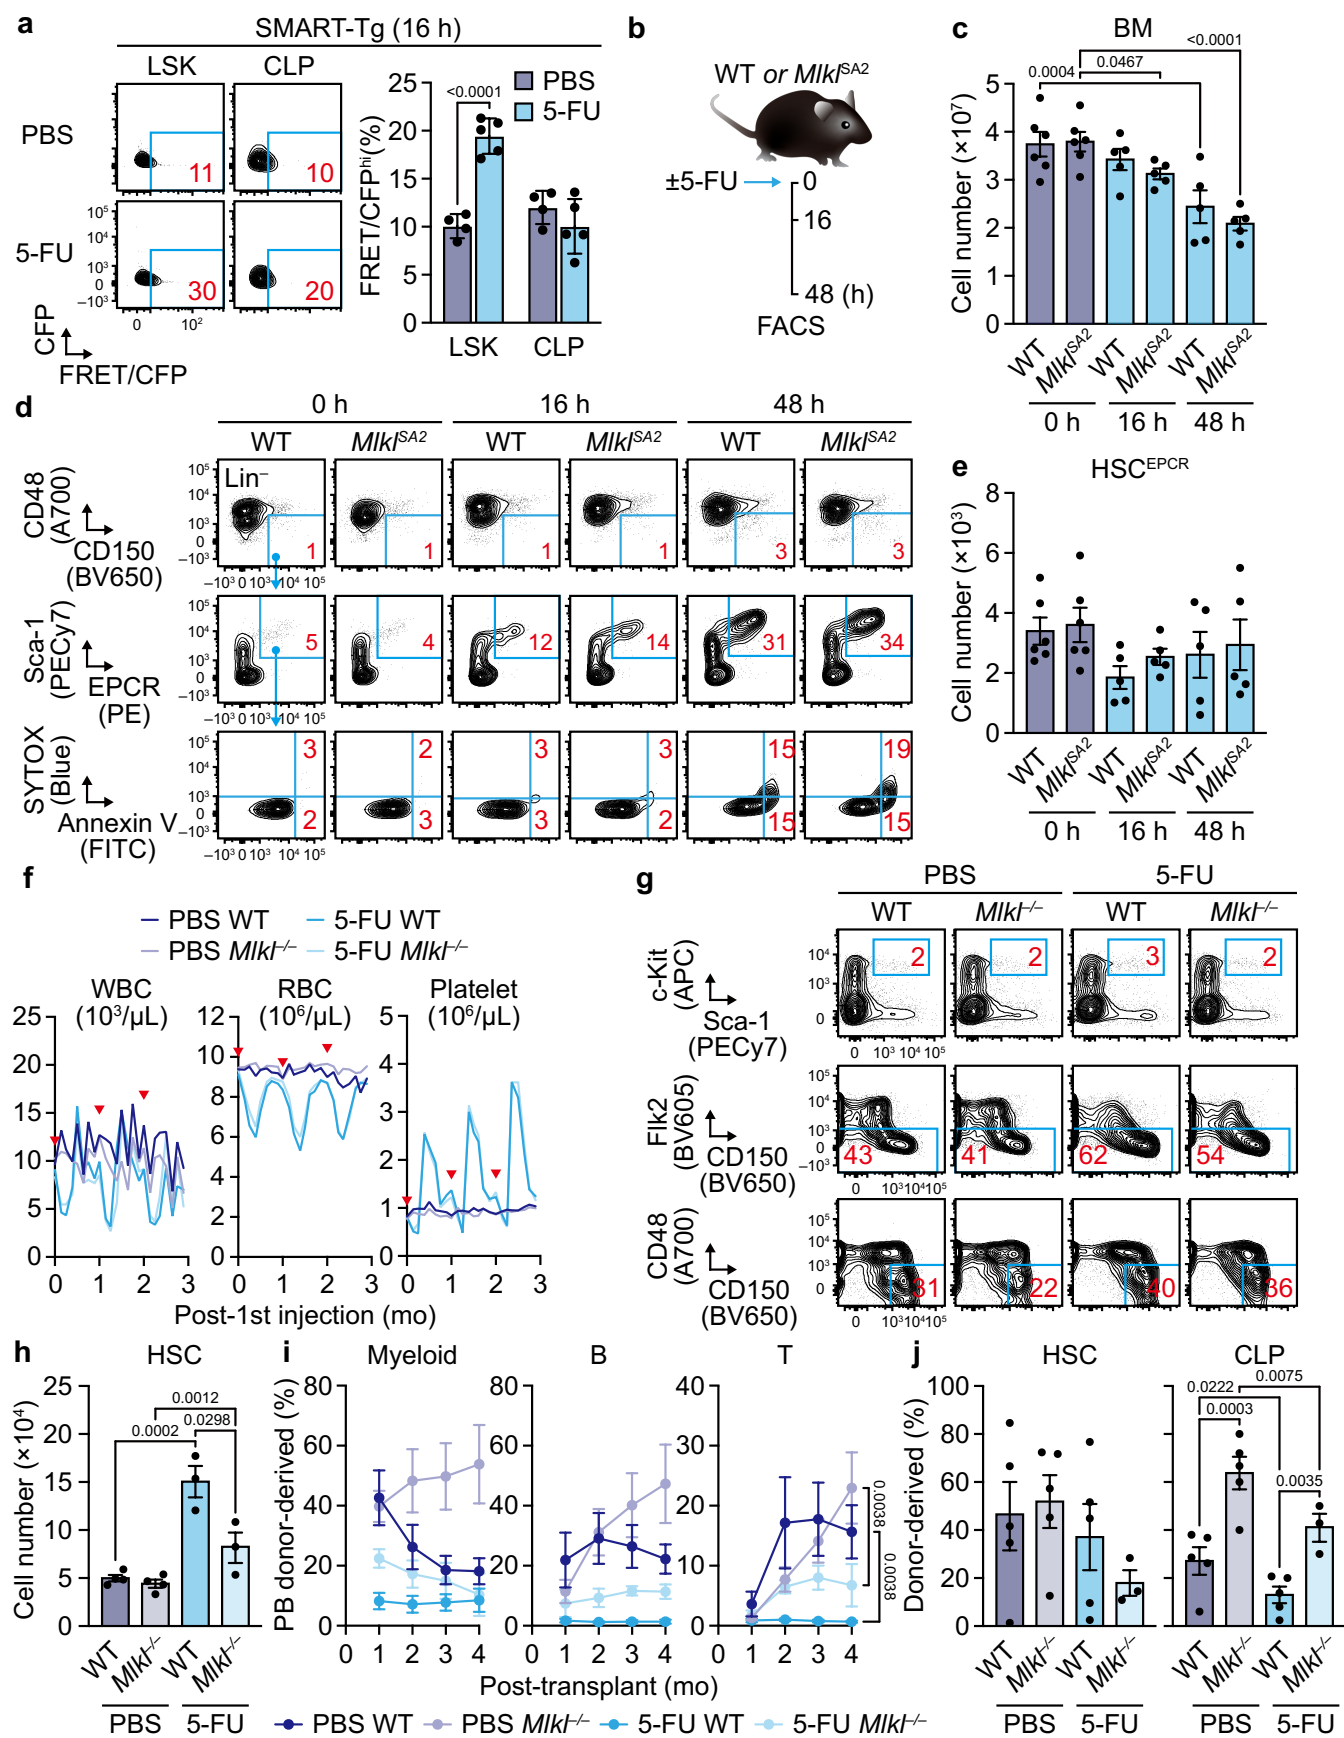

**Supplementary Fig. 4 | MLKL impairs HSC function after 5-FU-induced replication stress. a,** Representative flow cytometry plots and frequencies of FRET/CFP<sup>hi</sup> LSK cells and CLPs in SMART-Tg mice  $\pm 1 \times 5$ -FU at 16 h (n = 4 PBS-treated and 5 5-FU-treated mice; two experiments). **b–e,** Acute 5-FU-induced changes in HSC death and absolute cell numbers in WT and *Mkl1*<sup>S42</sup> mice (n = 6 mice/genotype in the 0 h groups and n = 5 mice/other group; two experiments). Shown are experimental design (**b**), BM cellularity (**c**), representative flow cytometry plots (**d**), and absolute numbers of BM HSCs in WT and *Mkl1*<sup>S42</sup> mice  $\pm 1 \times 5$ -FU at indicated time points (**e**). Because functional HSCs exhibit markedly reduced c-Kit<sup>+</sup> expression early after 5-FU exposure, EPCR was used to enrich HSCs as described previously<sup>71</sup>. **f,** PB white blood cell (WBC), red blood cell (RBC), and platelet count changes in WT and *Mkl1*<sup>-/-</sup> mice  $\pm 3 \times 5$ -FU (n = 4 mice/group; one experiment). Mean values of each group are depicted. Arrowheads indicate 5-FU injections. **g,** Representative flow cytometry plots of BM HSCs in WT and *Mkl1*<sup>-/-</sup> mice  $\pm 3 \times 5$ -FU. **h,** Absolute numbers of BM HSCs in WT and *Mkl1*<sup>-/-</sup> mice  $\pm 3 \times 5$ -FU (n = 4 PBS-treated WT, 4 PBS-treated *Mkl1*<sup>-/-</sup>, 3 5-FU-treated WT, and 3 5-FU-treated *Mkl1*<sup>-/-</sup> mice; one experiment). **i,** Donor chimerism in PB myeloid, B, and T cells in recipients of WT and *Mkl1*<sup>-/-</sup> BM HSCs  $\pm 3 \times 5$ -FU (n = 4 mice in the 5-FU-treated *Mkl1*<sup>-/-</sup> group and 5 mice/ other group; one experiment). **j,** Donor chimerism in BM HSCs and CLPs at 4 months post-transplantation of WT and *Mkl1*<sup>-/-</sup> BM HSCs  $\pm 3 \times 5$ -FU (n = 3 mice in the 5-FU-treated *Mkl1*<sup>-/-</sup> group and 5 mice/other group; one experiment). Data are mean  $\pm$  s.e.m. except when indicated; Statistical significance was determined using one-way (**h**) and two-way ANOVA (**a,c,e,i,j**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown.

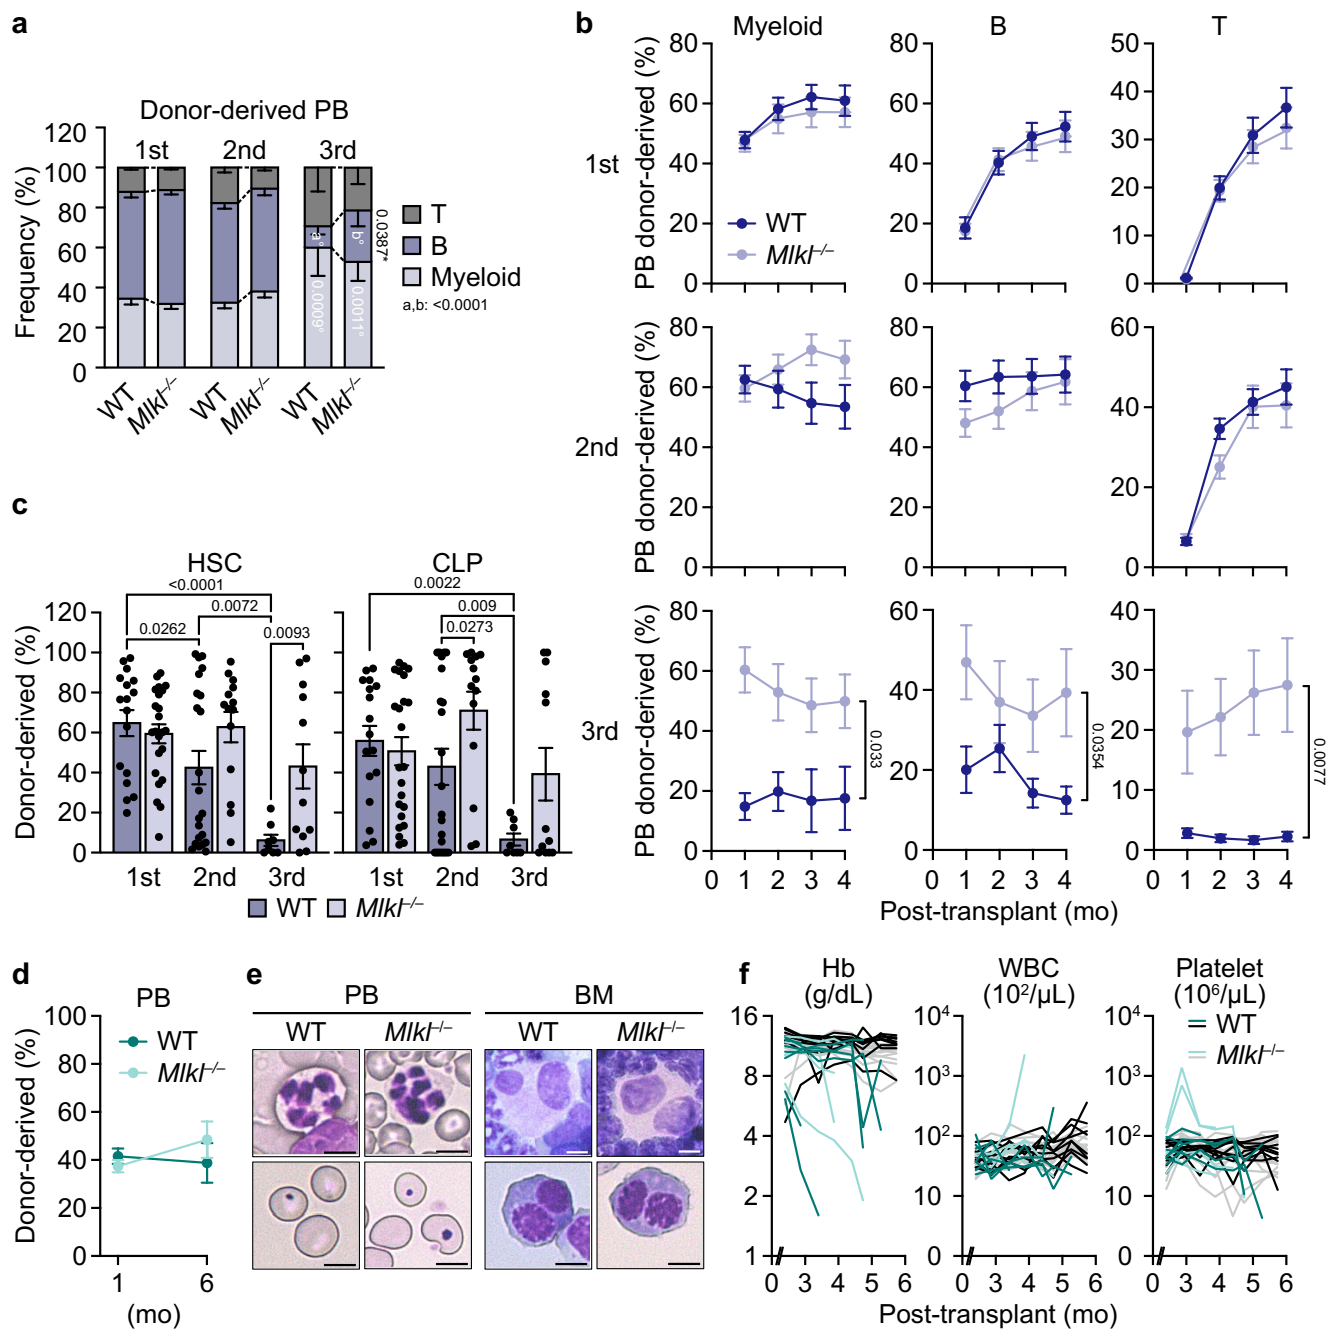

**Supplementary Fig. 5 | MLKL impairs HSC function after serial transplantation and promotes ineffective hematopoiesis.** **a**, Donor-derived PB lineage distribution at 4 months post-primary (n = 19 WT and 23 *Mkl<sup>-/-</sup>* recipients; five experiments), -secondary (n = 25 WT and 20 *Mkl<sup>-/-</sup>* recipients; five experiments), and -tertiary (n = 9 WT and 13 *Mkl<sup>-/-</sup>* recipients; five experiments) recipients of BM WT and *Mkl<sup>-/-</sup>* HSCs. **b**, Donor chimerism in PB myeloid, B, and T cells in primary (n = 19 WT and 23 *Mkl<sup>-/-</sup>* recipients; five experiments), secondary (n = 25 mice/group; five experiments), and tertiary (n = 19 WT and 16 *Mkl<sup>-/-</sup>* recipients; five experiments) recipients of WT and *Mkl<sup>-/-</sup>* BM HSCs. **c**, Donor chimerism in BM HSCs and CLPs at 4 months post-primary (n = 17 WT and 23 *Mkl<sup>-/-</sup>* recipients; five experiments), -secondary (n = 22 WT and 14 *Mkl<sup>-/-</sup>* recipients; five experiments), and -tertiary (n = 8 WT and 12 *Mkl<sup>-/-</sup>* recipients; five experiments) transplantation of BM WT and *Mkl<sup>-/-</sup>* HSCs. **d**, PB donor chimerism in recipients of *RUNX1S29Ifs*-transduced WT and *Mkl<sup>-/-</sup>* BM HSCs at 1 month and 6 months post-transplantation (n = 17 WT and 19 *Mkl<sup>-/-</sup>* recipients at 1 month; n = 9 WT and 15 *Mkl<sup>-/-</sup>* recipients at 6 months; one experiment). **e**, Representative images of May-Grünwald-Giemsa staining showing hypersegmented neutrophils and nucleated RBCs in PB, as well as hypolobulated micromegakaryocytes and multinucleated erythroblasts in BM (scale bars, 10  $\mu$ m). **f**, PB cell count changes in recipients of *RUNX1S29Ifs*-transduced WT and *Mkl<sup>-/-</sup>* BM HSCs (n = 17 WT and 19 *Mkl<sup>-/-</sup>* recipients; one experiment). Values from individual mice are shown and those for moribund mice are highlighted in green. Plt, platelet. Data are mean  $\pm$  s.e.m. except when indicated; Statistical significance was determined using two-way ANOVA (**a–d**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown; \*, versus WT; °, versus 1st.

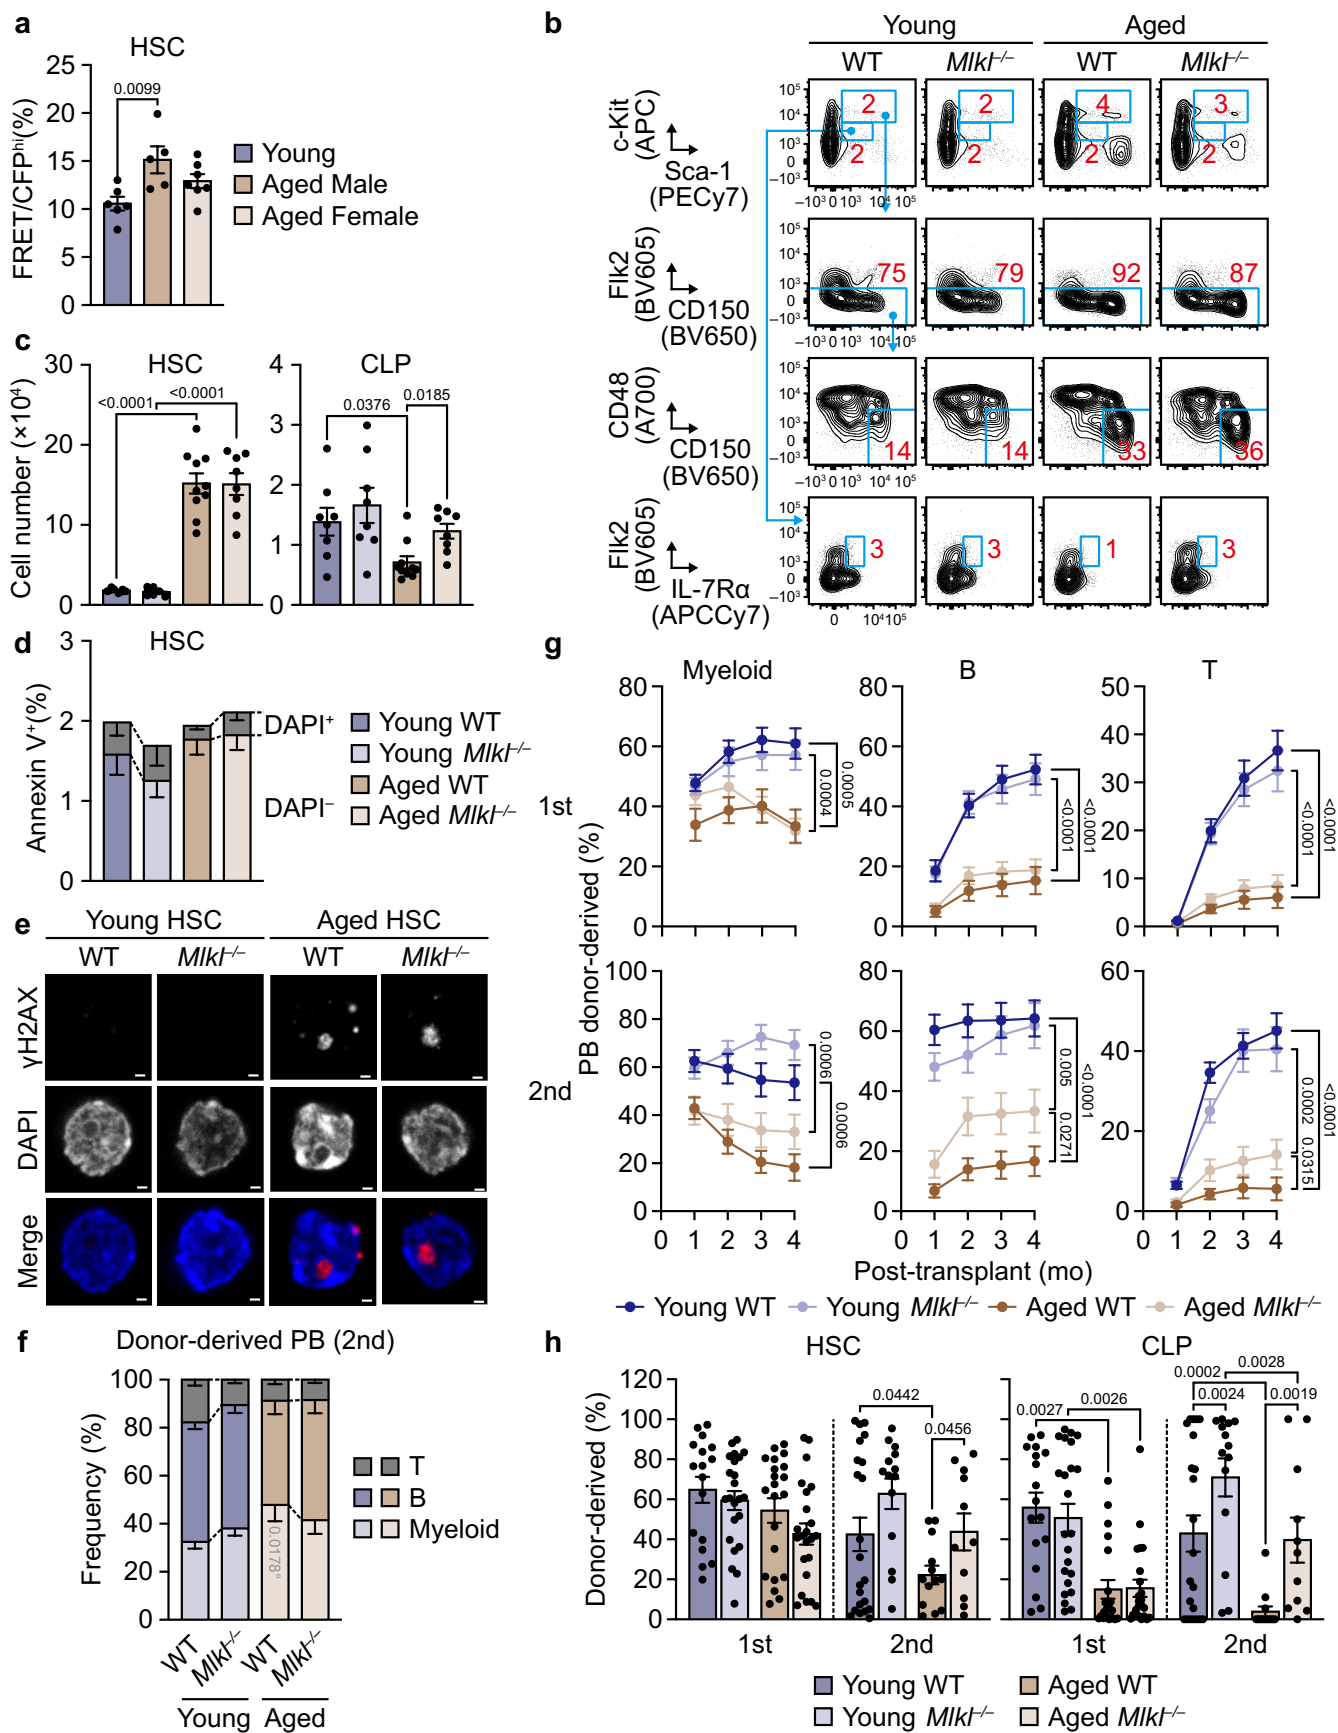

**Supplementary Fig. 6 | MLKL impairs HSC function during aging.** **a**, Frequencies of FRET/CFP<sup>hi</sup> HSCs in young, aged male, and aged female SMART-Tg mice. (n = 6 young, 5 aged male, and 7 aged female mice; two experiments). **b**, Representative flow cytometry plots of BM HSCs and CLPs in WT and *Mkl<sup>-/-</sup>* mice  $\pm$  aging. **c**, Absolute numbers of BM HSCs and CLPs in WT and *Mkl<sup>-/-</sup>* mice  $\pm$  aging (n = 10 mice in the aged WT group and 8 mice/other group; five experiments). **d**, Frequencies of BM WT and *Mkl<sup>-/-</sup>* Annexin V<sup>+</sup> HSCs  $\pm$  aging (n = 13 young WT, 14 young *Mkl<sup>-/-</sup>*, 23 aged WT, and 24 aged *Mkl<sup>-/-</sup>* mice; four experiments). **e**, Representative immunofluorescence images for  $\gamma$ H2A.X in BM WT and *Mkl<sup>-/-</sup>* HSCs  $\pm$  aging (scale bars, 1  $\mu$ m). **f–h**, Engraftment potential of BM WT and *Mkl<sup>-/-</sup>* HSCs  $\pm$  aging. Donor-derived PB lineage distribution at 4 months post-secondary transplantation (**f**) (n = 25 young WT, 20 young *Mkl<sup>-/-</sup>*, 17 aged WT, and 17 aged *Mkl<sup>-/-</sup>* recipients; five experiments), donor chimerism in PB myeloid, B, and T cells in primary (n = 19 young WT, 23 young *Mkl<sup>-/-</sup>*, 23 aged WT, and 24 aged *Mkl<sup>-/-</sup>* recipients; five experiment) and secondary (n = 25 young WT, 25 young *Mkl<sup>-/-</sup>*, 19 aged WT, and 19 aged *Mkl<sup>-/-</sup>* recipients; five experiment) recipients (**g**), and donor chimerism in BM HSCs and CLPs at 4 months post-primary (n = 17 young WT, 23 young *Mkl<sup>-/-</sup>*, 21 aged WT, and 23 aged *Mkl<sup>-/-</sup>* recipients; five experiment) and -secondary (n = 22 young WT, 14 young *Mkl<sup>-/-</sup>*, 13 aged WT, and 11 aged *Mkl<sup>-/-</sup>* recipients; five experiments) transplantation (**h**). Data are mean  $\pm$  s.e.m.; statistical significance was determined using one-way ANOVA (**a**), Welch and Brown-Forsythe test (**c,d**), and two-way ANOVA (**d,f–h**) with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown; °, versus young.

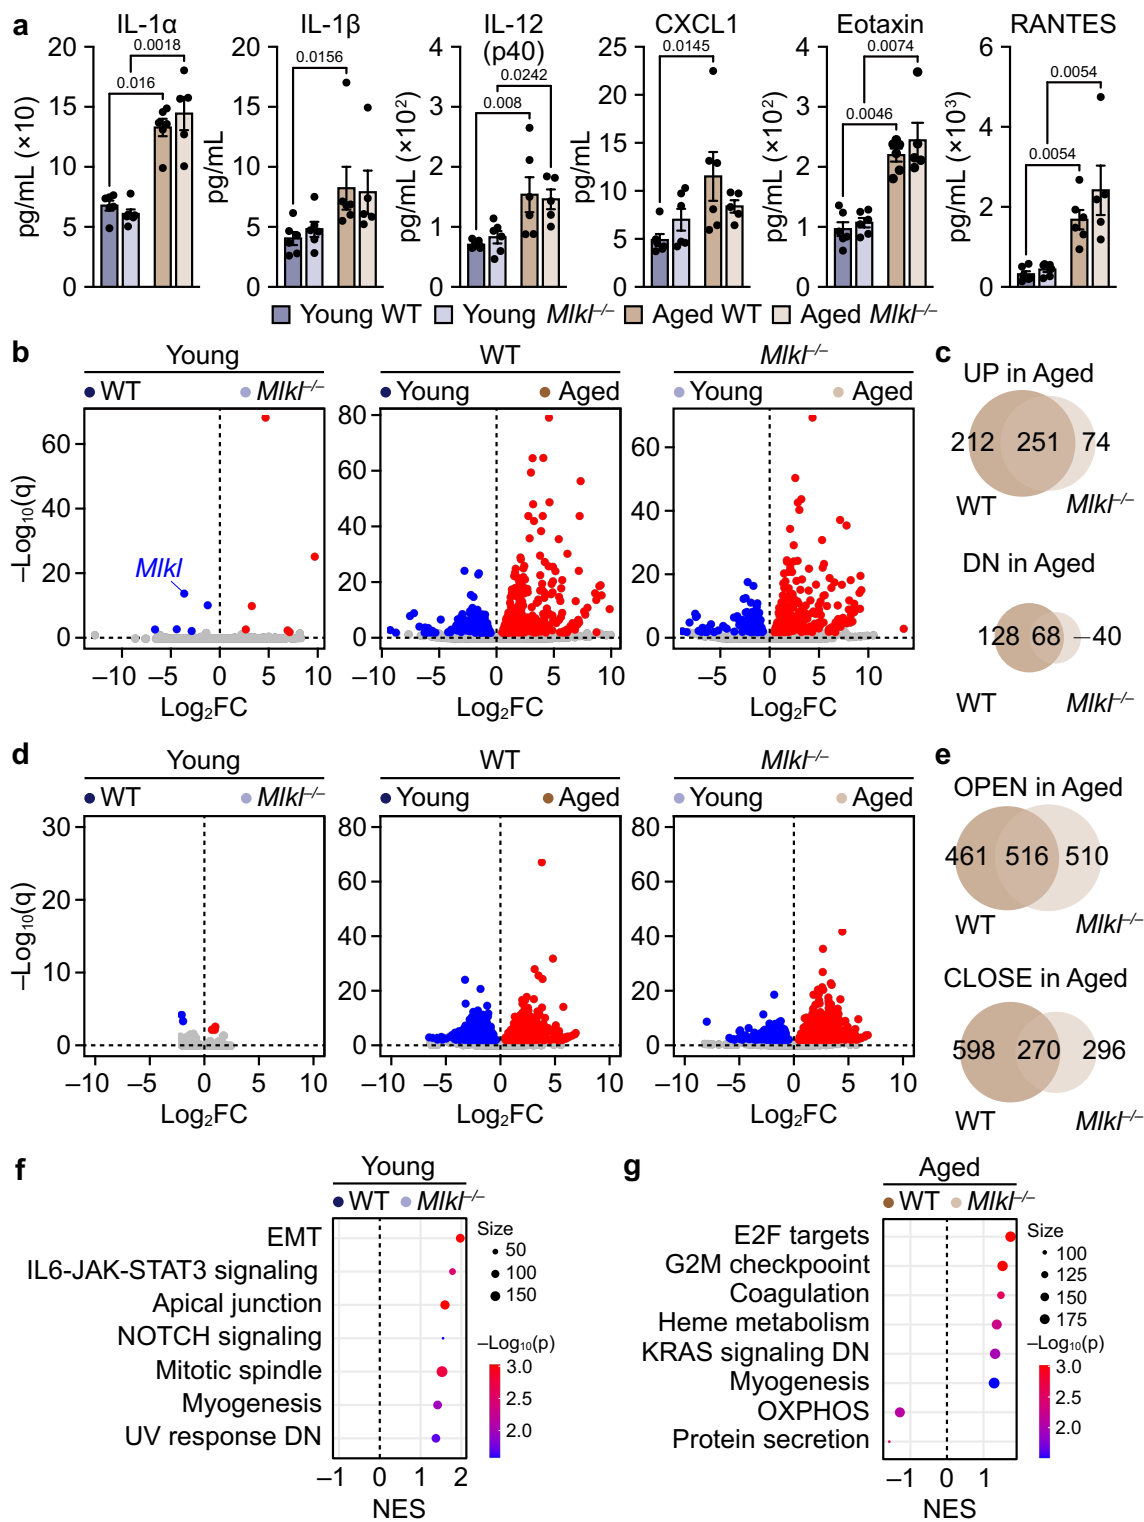

**Supplementary Fig. 7 | Minor impact of MLKL on the HSC transcriptome and chromatin accessibility.** **a**, Absolute concentration of age-related inflammatory cytokines (n = 5 in the aged *Mkl<sup>-/-</sup>* group and 6 mice/other group; three experiments). **b**, Volcano plot showing differentially expressed genes (DEGs) in young *Mkl<sup>-/-</sup>* versus young WT HSCs, aged WT versus young WT HSCs, and aged *Mkl<sup>-/-</sup>* versus young *Mkl<sup>-/-</sup>* HSCs. **c**, Venn diagrams showing the number of DEGs in aged WT versus young WT HSCs and aged *Mkl<sup>-/-</sup>* versus young *Mkl<sup>-/-</sup>* HSCs. **d**, Volcano plot showing DARs in young *Mkl<sup>-/-</sup>* versus young WT HSCs, aged WT versus young WT HSCs, and aged *Mkl<sup>-/-</sup>* versus young *Mkl<sup>-/-</sup>* HSCs. **e**, Venn diagrams showing the number of DARs in aged WT versus young WT HSCs and aged *Mkl<sup>-/-</sup>* versus young *Mkl<sup>-/-</sup>* HSCs. **f,g**, Gene set enrichment analyses with hallmark gene sets. Shown are significantly enriched gene sets in young *Mkl<sup>-/-</sup>* versus young WT HSCs (**f**) and aged *Mkl<sup>-/-</sup>* versus aged WT HSCs (**g**). Data are mean  $\pm$  s.e.m. in (**a**); Statistical significance was determined using Kruskal-Wallis test with the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli, with exact *P* values shown.

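In young Mlkl-/- against young WT HSCs, limma called 1 of 12127 genes, Gm10094, at a Benjamini-Hochberg adjusted p under 0.01, with 414 genes at an unadjusted p under 0.05 where chance gives 606.35. The 2 genotypes did not overlap in 1052 genes, 8.67% of those tested, where chance gives 10% for 3 libraries against 3. Fits to all 14 libraries also called 1 gene, but it was Mlkl and not Gm10094. The count was 4 at an adjusted p under 0.05, 2 with a pseudocount of 5, 7 without young Mlkl-/- replicate 2, 3 without young Mlkl-/- replicate 3 or young WT replicate 3 and 2 without young WT replicate 2. In aged against young Mlkl-/- HSCs, 140 genes were higher and 40 lower, 180 of 12326 at an adjusted p under 0.01 (limma, Benjamini-Hochberg), with 1773 genes at an unadjusted p under 0.05. This count was 80 without young Mlkl-/- replicate 1, 95 without young Mlkl-/- replicate 2, 89 without young Mlkl-/- replicate 3, 109 without aged Mlkl-/- replicate 3 and 111 without aged Mlkl-/- replicate 4. Of 12146 genes tested in both genotypes, 145 were called in the same direction in both, 113 higher and 32 lower with age, where 4.97 would be shared if the 2 lists were independent, and none was called in opposite directions. A further 192 genes were called in WT alone, of which 159 had an unadjusted p under 0.05 with the same sign in Mlkl-/- HSCs, and 34 were called in Mlkl-/- alone, of which 30 did so in WT. An adjusted p under 0.05 raised the shared count to 317, and leaving out 1 library gave between 70 (without young Mlkl-/- replicate 1) and 176. It was 82 without young Mlkl-/- replicate 2, 78 without young Mlkl-/- replicate 3 and 92 without either aged Mlkl-/- replicate 3 or 4. Across the genes tested in both, which are not independent replicates, the log2 fold changes of the 2 genotypes correlated with Pearson's r = 0.731.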

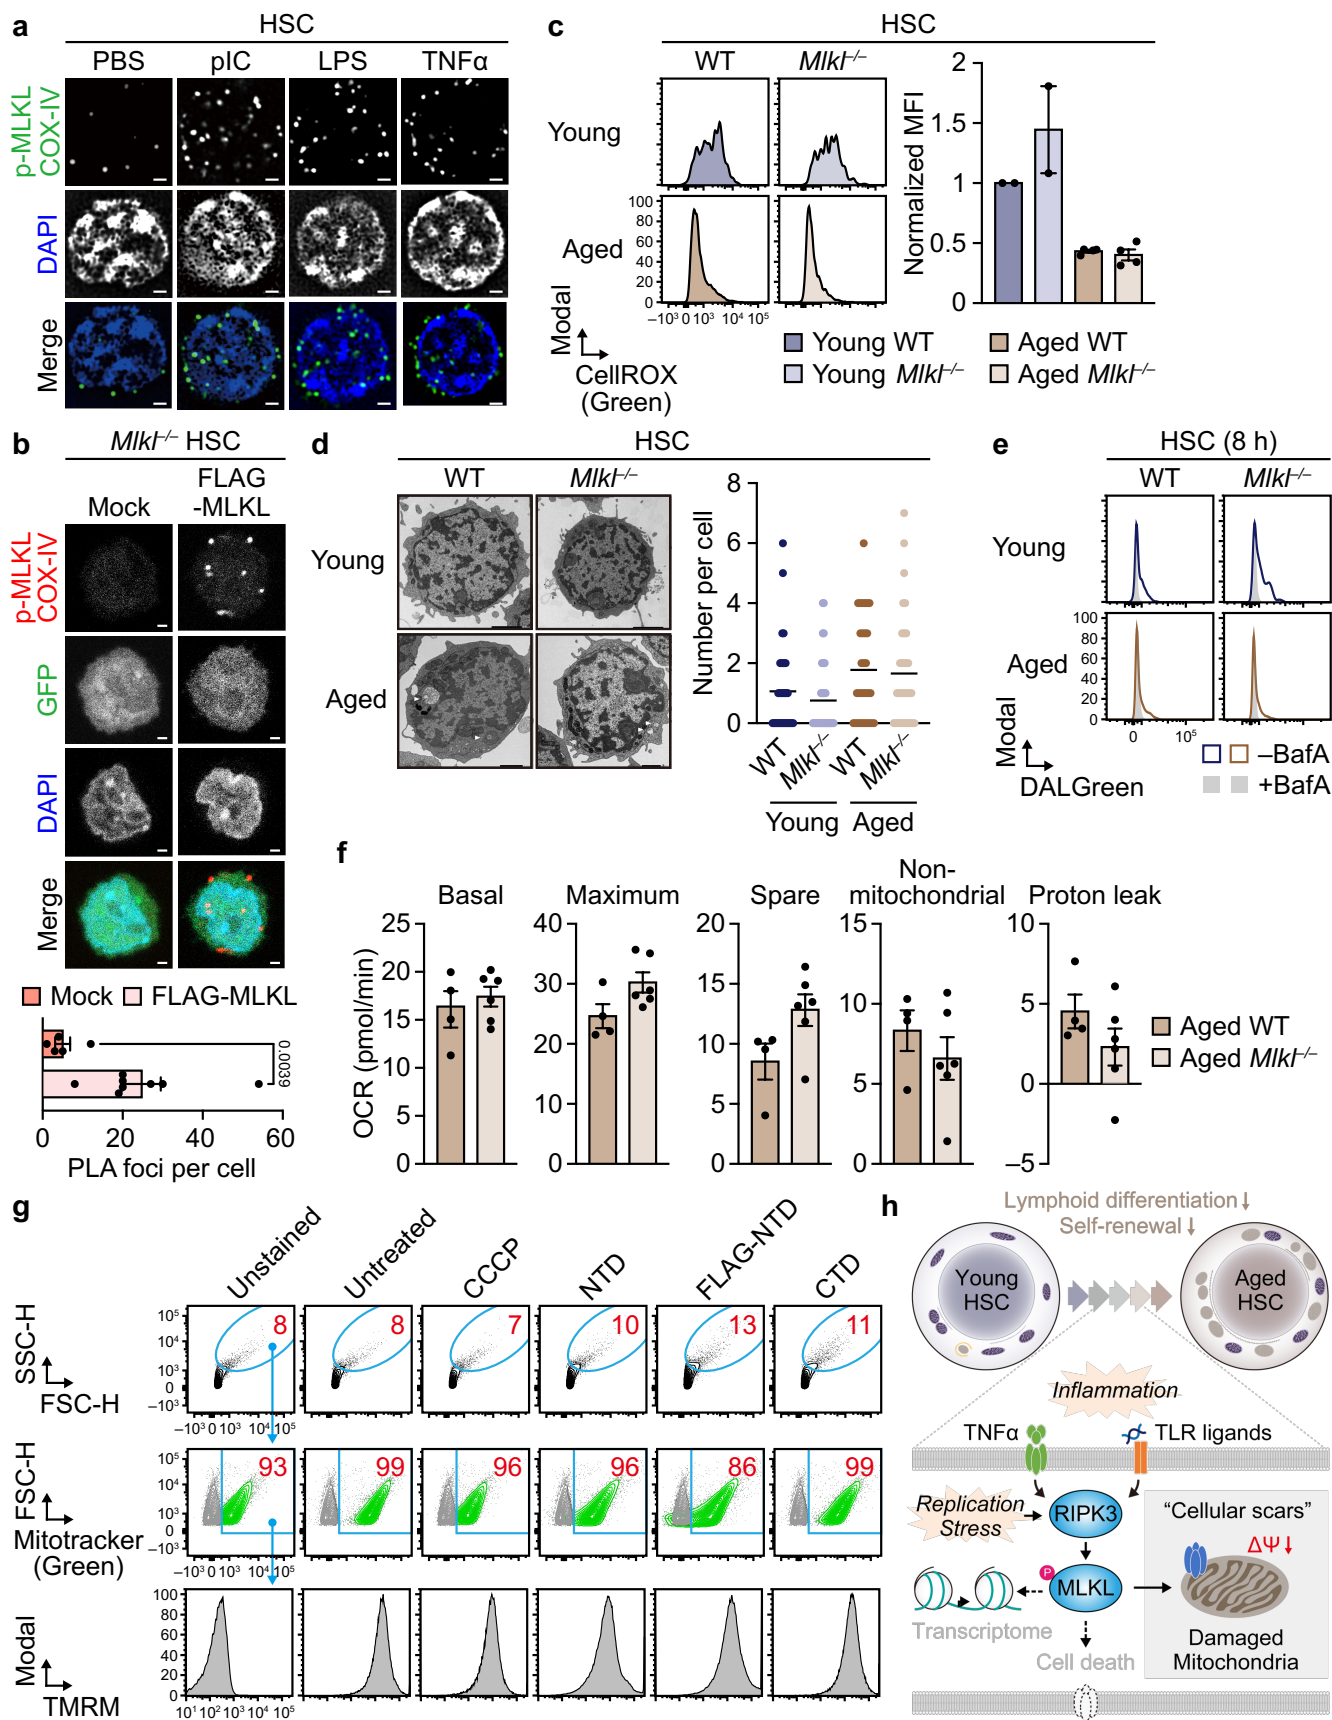

**Supplementary Fig. 8 | MLKL impairs mitochondrial function without affecting reactive oxygen species and autophagy in HSCs.** **a**, PLA for p-MLKL (S345) and COX-IV in WT and *Mkl<sup>-/-</sup>* BM HSCs  $\pm$  pIC, LPS, and TNF- $\alpha$  (scale bars, 1  $\mu$ m). **b**, PLA for p-MLKL (S345) and COX-IV in BM *Mkl<sup>-/-</sup>* HSCs  $\pm$  FLAG-MLKL. Shown are representative images (scale bars, 1  $\mu$ m) and the number of PLA foci (n = 5 Mock and 8 FLAG-MLKL HSCs; two experiments). **c**, Reactive oxygen species in WT and *Mkl<sup>-/-</sup>* BM HSCs  $\pm$  aging. Shown are representative flow cytometry plots and normalized geometric mean fluorescent intensity (MFI) of CellROX (n = 2 young WT, 2 young *Mkl<sup>-/-</sup>*, 4 aged WT, and 4 aged *Mkl<sup>-/-</sup>* mice; two experiments). **d**, Autophagosome in WT and *Mkl<sup>-/-</sup>* BM HSCs  $\pm$  aging. Shown are representative electron microscopy images (scale bars, 2  $\mu$ m for young and 1  $\mu$ m for aged HSCs) and the number of autophagosome per HSC (n = 33 young WT, 37 young *Mkl<sup>-/-</sup>*, 31 aged WT, and 32 aged *Mkl<sup>-/-</sup>* HSCs; two experiments). **e**, Autophagy flux in WT and *Mkl<sup>-/-</sup>* BM HSCs  $\pm$  aging after 8-h culture without cytokines. Shown are representative flow cytometry plots of DALGreen staining  $\pm$  bafilomycin A (BafA). **f**, Mitochondrial respiration measured by Seahorse metabolic flux analyses. Shown are basal respiration, maximum respiration, spare respiration capacity, non-mitochondrial respiration, and proton leaks in aged WT and *Mkl<sup>-/-</sup>* BM HSCs (n = 4 WT and 6 *Mkl<sup>-/-</sup>* mice; one experiment). **g**, Representative flow cytometry plots of isolated mitochondria  $\pm$  recombinant MLKL variants (20  $\mu$ M) or CCCP (50  $\mu$ M) stained with TMRM and Mitotracker Green. Mitotracker-unstained control (gray) was used to define Mitotracker-positive mitochondrial fractions. **h**, Model for aging of HSCs via non-necroptotic MLKL activation. Data are mean  $\pm$  s.e.m.; statistical significance was determined using two-tailed unpaired Student's t-test (**b,f**) and one-way ANOVA with Šídák correction for multiple comparisons (**d**), with exact *P* values shown.

**Supplementary Table 1 | Reagents and materials used in this study.**

| REAGENT OR RESOURCE                                | SOURCE                    | IDENTIFIER                 |
|----------------------------------------------------|---------------------------|----------------------------|
| <b>Antibodies</b>                                  |                           |                            |
| Armenian hamster anti-mouse CD3ε-PECy5 (145-2C11)  | Thermo Fisher Scientific  | 15-0031-83;<br>AB 468691   |
| Armenian hamster anti-mouse CD3ε-PECy7 (145-2C11)  | Thermo Fisher Scientific  | 25-0031-82;<br>AB 469572   |
| Armenian hamster anti-mouse CD48-AF700 (HM48-1)    | BioLegend                 | 103425;<br>AB 10612754     |
| Armenian hamster anti-mouse CD48-APCeF780 (HM48-1) | Thermo Fisher Scientific  | 47-0481-82;<br>AB 2573962  |
| Donkey anti-goat IgG (H+L)-AF488                   | Abcam                     | ab150129;<br>AB 2687506    |
| Goat anti-mouse IgG (H+L)-AF647                    | Thermo Fisher Scientific  | A-21235;<br>AB 2535804     |
| Goat anti-mouse IgG-AF488                          | Thermo Fisher Scientific  | A-11001;<br>AB 2534069     |
| Goat anti-mouse neogenin-1 (NEO-1)                 | Bio-Techne                | AF1079;<br>AB 2151002      |
| Goat anti-rabbit IgG (H+L)-AF594                   | Thermo Fisher Scientific  | A-11012;<br>AB 2534079     |
| Goat anti-rabbit IgG-5nm gold                      | BBi Solutions             | EM GAR5/1;<br>AB 1769142   |
| Mouse anti-mouse CD45.1-APCeF780 (A20)             | Thermo Fisher Scientific  | 47-0453-82;<br>AB 1582228  |
| Mouse anti-mouse CD45.2-BV786 (104)                | Thermo Fisher Scientific  | 417-0454-82;<br>AB 2929112 |
| Mouse anti-mouse CD45.2-FITC (104)                 | Thermo Fisher Scientific  | 11-0454-85;<br>AB 465062   |
| Mouse anti-mouse COX-IV (3C7D2)                    | Proteintech               | 60251-1-Ig;<br>AB 2881372  |
| Mouse anti-mouse MLKL (E7V4W)                      | Cell Signaling Technology | 26539;<br>AB 3608292       |
| Mouse anti-mouse γH2AX (JBW301)                    | Millipore                 | 05-636                     |
| Rabbit anti-FLAG (DYKDDDDK)                        | Thermo Fisher Scientific  | 740001;<br>AB 2610628      |
| Rabbit anti-mouse GPR183-FITC                      | Thermo Fisher Scientific  | AGR-063;<br>AB 2925069     |
| Rabbit anti-mouse p-MLKL (S345) (D6E3G)            | Cell Signaling Technology | 37333;<br>AB 2799112       |
| Rat anti-mouse B220-AF700 (RA3-6B2)                | Thermo Fisher Scientific  | 56-0452-82;<br>AB 891458   |
| Rat anti-mouse B220-BV605 (RA3-6B2)                | Thermo Fisher Scientific  | 406-0452-82;<br>AB 2937168 |
| Rat anti-mouse B220-PECy5 (RA3-6B2)                | Thermo Fisher Scientific  | 15-0452-83;<br>AB 468756   |

|                                               |                          |                            |
|-----------------------------------------------|--------------------------|----------------------------|
| Rat anti-mouse c-Kit-APC (2B8)                | Thermo Fisher Scientific | 17-1171-83;<br>AB_469431   |
| Rat anti-mouse CD150-BV650 (TC15-12F12.2)     | BioLegend                | 115932;<br>AB_2715765      |
| Rat anti-mouse CD150-PE (TC15-12F12.2)        | BioLegend                | 115904;<br>AB_313683       |
| Rat anti-mouse CD34-FITC (RAM34)              | Thermo Fisher Scientific | 11-0341-85;<br>AB_465022   |
| Rat anti-mouse CD4-PECy5 (GK1.5)              | Thermo Fisher Scientific | 15-0041-83;<br>AB_468696   |
| Rat anti-mouse CD41-BV421 (MWReg30)           | BioLegend                | 133911;<br>AB_10960744     |
| Rat anti-mouse CD41-FITC (MWReg30)            | BD Biosciences           | 553848;<br>AB_395085       |
| Rat anti-mouse CD5-PECy5 (53-7.3)             | BioLegend                | 100610;<br>AB_312739       |
| Rat anti-mouse CD8 $\alpha$ -PECy5 (53-6.7)   | Thermo Fisher Scientific | 15-0081-83;<br>AB_468707   |
| Rat anti-mouse EPCR-PE (eBio1560)             | Thermo Fisher Scientific | 12-2012-82;<br>AB_914317   |
| Rat anti-mouse Fc $\gamma$ R (93)             | BioLegend                | 101302;<br>AB_312801       |
| Rat anti-mouse Fc $\gamma$ R-BV510 (93)       | BioLegend                | 101333;<br>AB_2563692      |
| Rat anti-mouse Flk2-Bio (A2F10)               | Thermo Fisher Scientific | 13-1351-85;<br>AB_466600   |
| Rat anti-mouse Flk2-BV421 (A2F10)             | BioLegend                | 135315;<br>AB_2571919      |
| Rat anti-mouse Gr-1-eF450 (RB6-8C5)           | Thermo Fisher Scientific | 48-5931-82;<br>AB_1548788  |
| Rat anti-mouse Gr-1-PECy5 (RB6-8C5)           | Thermo Fisher Scientific | 15-5931-83;<br>AB_468814   |
| Rat anti-mouse IL-7R $\alpha$ -APCCy7 (A7R34) | BioLegend                | 135039;<br>AB_2566160      |
| Rat anti-mouse IL-7R $\alpha$ -PE (A7R34)     | Thermo Fisher Scientific | 12-1271-83;<br>AB_465845   |
| Rat anti-mouse Ki-67-FITC (SolA15)            | Thermo Fisher Scientific | 11-5698-82;<br>AB_11151330 |
| Rat anti-mouse Mac-1-APC (M1/70)              | Thermo Fisher Scientific | 17-0112-83;<br>AB_469344   |
| Rat anti-mouse Mac-1-Bio (M1/70)              | Tonbo Biosciences        | 30-0112;<br>AB_2621639     |
| Rat anti-mouse Mac-1-PECy5 (M1/70)            | Thermo Fisher Scientific | 15-0112-83;<br>AB_468715   |
| Rat anti-mouse P-selectin-PE (RMP-1)          | BioLegend                | 161204;<br>AB_2876576      |

|                                                                                    |                                   |                           |
|------------------------------------------------------------------------------------|-----------------------------------|---------------------------|
| Rat anti-mouse Sca-1-Bio (D7)                                                      | BioLegend                         | 108104;<br>AB 313340      |
| Rat anti-mouse Sca-1-PECy7 (D7)                                                    | Thermo Fisher Scientific          | 25-5981-82;<br>AB 469669  |
| Rat anti-mouse Ter119-PECy5 (TER-119)                                              | Thermo Fisher Scientific          | 15-5921-83;<br>AB 468811  |
| <b>Chemicals, peptides, and recombinant proteins</b>                               |                                   |                           |
| 2-deoxy-D-glucose                                                                  | Tokyo Chemical Industry Co., Ltd. | D0051                     |
| 5-FU                                                                               | Kyowa Kirin                       | N/A                       |
| Annexin V-FITC                                                                     | BioLegend                         | 640945;<br>AB 2629519     |
| Antimycin                                                                          | Sigma-Aldrich                     | A8674                     |
| Bafilomycin A1                                                                     | Cayman Chemical                   | 11038                     |
| CCCP                                                                               | Abcam                             | ab141229                  |
| DAPI                                                                               | Thermo Fisher Scientific          | D1306                     |
| FCCP                                                                               | Sigma-Aldrich                     | C2920                     |
| Histopaque-1119                                                                    | Sigma-Aldrich                     | 11191-<br>6X100ML         |
| LPS                                                                                | InvivoGen                         | tlrl-eblps                |
| MitoTracker Green                                                                  | Thermo Fisher Scientific          | M7514                     |
| Oligomycin                                                                         | Cell Signaling Technology         | 9996L                     |
| pIC                                                                                | Cytiva                            | 27473201                  |
| Polyvinyl alcohol                                                                  | Japan Vam & Poval                 | PE-05JPS                  |
| Propidium iodide                                                                   | BD Biosciences                    | 556463;<br>AB 2869075     |
| Recombinant human TPO                                                              | BioLegend                         | 763706                    |
| Recombinant mouse MLKL C-terminal domain (179-462)                                 | This study                        | N/A                       |
| Recombinant mouse MLKL N-terminal domain (1-169)                                   | This study                        | N/A                       |
| Recombinant mouse SCF                                                              | BioLegend                         | 579706                    |
| Recombinant mouse TNF- $\alpha$                                                    | Genentech                         | N/A                       |
| Recombinant mouse TPO                                                              | PeptoTech                         | 315-14                    |
| Recombinant N-terminal 3 $\times$ FLAG-tagged mouse MLKL N-terminal domain (1-169) | This study                        | N/A                       |
| Rotenone                                                                           | Sigma-Aldrich                     | R8875                     |
| Streptavidin-BV605                                                                 | BioLegend                         | 405229                    |
| SYTOX Blue Dead Cell Stain                                                         | Thermo Fisher Scientific          | S34857                    |
| TMRM                                                                               | Thermo Fisher Scientific          | I34361                    |
| UH15-38                                                                            | Bio-Techne                        | 8104/50                   |
| <b>Critical commercial assays</b>                                                  |                                   |                           |
| Anti-Biotin MicroBeads                                                             | Miltenyi Biotec                   | 130-090-485;<br>AB 244365 |
| Bio-Plex Pro Mouse Cytokine 23-plex Assay                                          | Bio-Rad                           | M60009RDP<br>D            |

|                                                                            |                                          |                            |
|----------------------------------------------------------------------------|------------------------------------------|----------------------------|
| CellROX Green                                                              | Thermo Fisher Scientific                 | C10492                     |
| Cytofix/Cytoperm Fixation/Permeabilization Kit                             | BD Biosciences                           | 554714;<br>AB 2869008      |
| DALGreen                                                                   | Dojindo                                  | D675-10                    |
| Duolink In Situ Detection Reagents GREEN                                   | Sigma-Aldrich                            | DUO92014                   |
| Duolink In Situ Orange Starter Kit mouse/Rabbit                            | Sigma-Aldrich                            | DUO92102                   |
| FuGENE HD                                                                  | Promega                                  | E2312                      |
| JC-1 MitoMP Detection Kit                                                  | Dojindo                                  | 349-09401                  |
| Mitochondria Isolation Kit for Cultured Cells<br>(with Dounce Homogenizer) | Abcam                                    | ab110171                   |
| Mouse c-Kit microbeads                                                     | Miltenyi Biotec                          | 130-091-224;<br>AB 2753213 |
| NEBNext Ultra DNA Library Prep Kit                                         | New England BioLabs                      | E7370L                     |
| ProLong Glass Antifade Mountant                                            | Thermo Fisher Scientific                 | P36980                     |
| ProLong Gold Antifade Mountant with DAPI                                   | Thermo Fisher Scientific                 | P36935                     |
| RNeasy Plus Micro Kit                                                      | QIAGEN                                   | 74034                      |
| Seahorse XF DMEM medium, pH 7.4                                            | Agilent Technologies                     | 103575-100                 |
| SMART-Seq HT Kit                                                           | Takara Bio                               | 634437                     |
| ViroMag R/L                                                                | OZ biosciences                           | RL-40200                   |
| <b>Deposited data</b>                                                      |                                          |                            |
| ATAC-seq of WT and <i>Mkl</i> <sup>-/-</sup> HSCs ± ageing                 | This study                               | GSE285111                  |
| RNA-seq of WT and <i>Mkl</i> <sup>-/-</sup> HSCs ± ageing                  | This study                               | GSE285111                  |
| <b>Experimental models: Cell lines</b>                                     |                                          |                            |
| 293GPG: pMY-RUNX1S291fs-IRES-GFP                                           | This study                               | N/A                        |
| Plat-E                                                                     | Morita et al. Gene Ther 2000             | CVCL_B488                  |
| <b>Experimental models: Organisms/strains</b>                              |                                          |                            |
| Mouse: C57BL/6-CD45.1                                                      | Sankyo-Labo Service                      | N/A                        |
| Mouse: C57BL/6-CD45.2                                                      | Japan SLC                                | C57BL/6JmsS<br>lc          |
| Mouse: C57BL/6J                                                            | Jackson Laboratories                     | IMSR_JAX:0<br>00664        |
| Mouse: <i>Mkl</i> <sup>-/-</sup>                                           | Lin et al. Nature 2016                   | N/A                        |
| Mouse: <i>Mkl</i> <sup>SA2</sup>                                           | Jackson Laboratories                     | IMSR_JAX:0<br>39024        |
| Mouse: <i>Ripk3</i> <sup>-/-</sup> SMART-Tg                                | Murai et al. Commun Biol<br>2022         | N/A                        |
| Mouse: SMART-Tg                                                            | Murai et al. Commun Biol<br>2022         | N/A                        |
| <b>Recombinant DNA</b>                                                     |                                          |                            |
| pMY-3×FLAG-MLKL-IRES-GFP                                                   | This study                               | N/A                        |
| pMY-IRES-GFP                                                               | Kitamura et al. Exp Hematol<br>2003      | Addgene_163<br>361         |
| <b>Software and algorithms</b>                                             |                                          |                            |
| Bcl2fastq v2.20                                                            | Illumina                                 | SCR_015058                 |
| Bedtools v2.31.0                                                           | Quinlan and Hall.<br>Bioinformatics 2010 | SCR_006646                 |

|                                     |                                                  |            |
|-------------------------------------|--------------------------------------------------|------------|
| Bowtie2 v2.5.3                      | Langmead and Salzberg. Nat Methods 2012          | SCR_016368 |
| edgeR v3.30.3                       | Robinson et al. Bioinformatics 2010              | SCR_012802 |
| FastQC v0.12.0                      | Babraham Bioinformatics                          | SCR_014583 |
| FlowJo v10.10.0                     | BD Biosciences                                   | SCR_008520 |
| Gene set enrichment analysis v4.3.0 | Subramanian et al. Proc Natl Acad Sci U S A 2005 | SCR_003199 |
| HISAT2 v2.2.1                       | Kim et al. Nat Methods 2015                      | SCR_015530 |
| Image Lab software v6.1.0           | Bio-Rad                                          | SCR_014210 |
| ImageJ v1.53c                       | Schneider et al. Nat Methods 2012                | SCR_003070 |
| MACS2 v2.2.7.1                      | Zhang et al. Genome Biol 2008                    | SCR_013291 |
| Morpheus                            | Broad Institute                                  | SCR_017386 |
| NIS-Elements Viewer v4.11.0         | Nikon                                            | SCR_014329 |
| Prism v10.4.0                       | GraphPad                                         | SCR_002798 |
| R v4.0.2                            | Dessau and Pippere. Ugeskr Laeger 2008           | SCR_001905 |
| Seahorse Analytics v1.0.0-520       | Agilent                                          | SCR_019545 |
| StringTie v2.2.3                    | Pertea et al. Nat Biotechnol 2015                | SCR_016323 |

# Supplementary material for: Non-necroptotic MLKL function damages mitochondria and promotes hematopoietic stem cell aging
**Source:** Nat Commun. 2026 Apr 6;17:2798. doi: 10.1038/s41467-026-71060-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name: Supplementary Data 1**

Description: DEGs between young WT and young *Mlkl*<sup>-/-</sup> BM HSCs.

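Of the 10 genes the table lists, 8 reached the filter of 1 TPM in 3 of the 6 young libraries, and all 8 had the sign of the paper's fold change. Adjusted over the list alone, 7 passed 0.01, against 1 adjusted over all genes tested (limma, Benjamini-Hochberg). The list was chosen on these libraries, so the first count is not independent evidence. Gm10094 (chromosome 8, 95825346 to 95826134, GRCm38) was at 9.19 ± 2.81 TPM (SD, n = 3) in young WT and 221 ± 15.0 TPM (SD, n = 3) in young Mlkl-/- HSCs, a log2 fold change of 4.48 (standard error 0.20, adjusted p = 2.77e-05, limma). It stayed between 4.23 and 4.61 with each library left out. In the fit to all 14 libraries its adjusted p was 0.107 (limma). It is identical to Sap18 over 780 bases. Sap18 (chromosome 14, 57798180 to 57806638) was at 76.6 ± 2.96 and 31.0 ± 5.64 TPM, a log2 fold change of -1.29 (standard error 0.14, adjusted p = 0.0274, limma). It passed 0.01 without young Mlkl-/- replicate 2 (adjusted p = 0.00628, limma). Mlkl was at 65.9 ± 4.43 and 5.12 ± 3.42 TPM, a log2 fold change of -3.65 (standard error 0.40, adjusted p = 0.0274, limma). It passed 0.01 (limma) with a pseudocount of 5 (adjusted p = 0.00228), in the fit to all 14 libraries (0.000670) and without young Mlkl-/- replicate 2 (0.00770) or 3 (0.000943). Pet117 (chromosome 2, 144368996 to 144373721), which lies within Kat14 on the same strand, was at 17.9 ± 4.54 and 2.02 ± 0.998 TPM, a log2 fold change of -2.68 (standard error 0.31, adjusted p = 0.0312, limma). In aged HSCs Pet117 did not follow genotype, ranging from 1.74 to 19.6 TPM in WT and from 1.18 to 18.7 TPM in Mlkl-/-. Phtf1os (chromosome 3, 103964536 to 103968581), which runs antisense to Phtf1 and Rsbn1, was at 0.681 ± 0.152 and 6.51 ± 1.66 TPM (log2 fold change 2.14, adjusted p = 0.0650, limma). Nor did Phtf1os follow genotype in aged HSCs, at 0.216 to 6.68 TPM in WT and 0.276 to 7.15 TPM in Mlkl-/-. Rab15 (chromosome 12, 76797960 to 76822908), overlapped by Fntb on the other strand, was at 0.333 ± 0.0684 and 2.09 ± 0.269 TPM (log2 fold change 1.21, adjusted p = 0.989, limma). Pih1d2 (chromosome 9, 50617321 to 50625000), overlapped by Nkapd1 on the other strand, was at 2.03 ± 0.761 TPM in young WT and listed at 0 in the 3 young Mlkl-/- libraries. Among the young libraries, none of 1 genotype reached the range of the other in these 7 genes (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Hist1h2ao (chromosome 13, 21810465 to 21810944), identical to Hist1h2ap over 452 bases, was at 83.6 ± 142 and 3.83 ± 0.524 TPM, with 1 young WT library at 248 TPM and 1 at 0. Its log2 fold change of -1.06 (standard error 1.58) became 1.26 without young WT replicate 1. Akap12 (chromosome 10, 4266380 to 4359470) was listed at 0 in young WT and at 0.456 ± 0.237 TPM in young Mlkl-/- HSCs, and Cxcl12 (chromosome 6, 117168535 to 117181367) at 0.250 ± 0.221 and 20.5 ± 33.9 TPM, the latter with 59.7 TPM in young Mlkl-/- replicate 3. Both were below the filter and were not tested.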

**File name: Supplementary Data 2**

Description: DEGs between young WT and aged WT BM HSCs.

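Of the 659 genes in the paper's table, 588 reached the filter in the WT libraries, all 588 changed in the direction of the paper's fold change, and 313 were among those called by limma. Across these genes, which were selected for their change and are not independent replicates, the log2 fold changes correlated with the paper's with Pearson's r = 0.874. Apart from Nupr1 and Gpr183, the genes with the smallest adjusted p were Gm10094, Sult1a1 and Plscr2. Gm10094 rose to 212 ± 8.54 TPM (SD, n = 4) in aged WT HSCs, a log2 fold change from young WT of 4.42 (standard error 0.18, adjusted p = 2.79e-06, limma with Benjamini-Hochberg adjustment). Sap18, its near-identical copy, fell to 26.3 ± 2.51 TPM in the same libraries. Sult1a1 (chromosome 7, 126672865 to 126676432, GRCm38), overlapped by Sgf29 on the other strand, rose from 64.4 ± 8.97 (SD, n = 3) to 497 ± 73.6 TPM, a log2 fold change of 2.93 (standard error 0.14, adjusted p = 8.78e-06, limma) with a leave-one-out range of 2.81 to 3.04. Plscr2 (chromosome 9, 92275602 to 92297752) rose from 8.00 ± 3.17 to 130 ± 13.0 TPM, a log2 fold change of 3.92 (standard error 0.20, adjusted p = 1.53e-05, limma) with a range of 3.72 to 4.19.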

**File name: Supplementary Data 3**

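Mlkl apart, the paper's table of genes that differ between aged WT and aged Mlkl-/- BM HSCs lists 5 genes, and 4 of them reached the filter of 1 TPM in 3 of the 8 aged libraries. Adjusted over the list alone, all 5 of the 6 listed genes that could be tested, Mlkl included, passed 0.01, against 1 adjusted over all genes (limma, Benjamini-Hochberg). The paper chose the list on these libraries, so the first count is not independent evidence. 0610040B10Rik (chromosome 5, 143329247 to 143332704, GRCm38), which runs antisense to Zdhhc4, was at 3.06 ± 0.648 TPM (SD, n = 4) in aged WT HSCs and listed at 0 in all 4 aged Mlkl-/- libraries (adjusted p = 0.0203, limma). Its adjusted p was 0.00186 without the filter on low values and 0.00116 without the trend. In young HSCs it ranged from 0 to 5.22 TPM in WT and from 0 to 9.55 TPM in Mlkl-/-. 3830403N18Rik (chromosome X, 56136572 to 56153498), 96.2% identical to Xlr over 1021 bases, was at 5.27 ± 2.80 and 0.179 ± 0.359 TPM, a log2 fold change of -2.33 (standard error 0.36, adjusted p = 0.289, limma). Cdk13 (chromosome 13, 17710315 to 17805097) was at 5.33 ± 2.00 and 12.9 ± 2.43 TPM, a log2 fold change of 1.18 (standard error 0.25, adjusted p = 0.964, limma), with no overlap between the genotypes (exact permutation test, p = 0.0286). Ndufs5 (chromosome 4, 123712710 to 123718202) was at 13.5 ± 4.57 and 102 ± 60.8 TPM, a log2 fold change of 2.45 (standard error 0.66, adjusted p = 0.964, limma). Its level was 152, 126, 13.5 and 116 TPM in aged Mlkl-/- replicates 1 to 4, and without replicate 3 the log2 fold change was 3.25 (adjusted p = 0.00189, limma). Ndufs5 is 99.4% identical over 319 bases to BC002163, a processed pseudogene on chromosome 16 (42955631 to 42955949) that was at 141 ± 15.9 TPM in aged WT and 30.7 ± 60.6 TPM in aged Mlkl-/- HSCs. The sum of the 2 was 154 ± 15.0 TPM in aged WT and 133 ± 14.6 TPM in aged Mlkl-/- HSCs (exact permutation test, p = 0.0857), and lay between 118 and 181 TPM in all 14 libraries. Weighted by the longest transcript of each (680 and 319 bases), the sum was instead higher in aged Mlkl-/- HSCs, by a log2 of 0.49 (exact permutation test, p = 0.114). Pacsin1 (chromosome 17, 27655509 to 27711482) was listed at 0 in aged WT and at 0.424 ± 0.268 TPM in aged Mlkl-/- HSCs, below the filter.

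**Figure D3:**
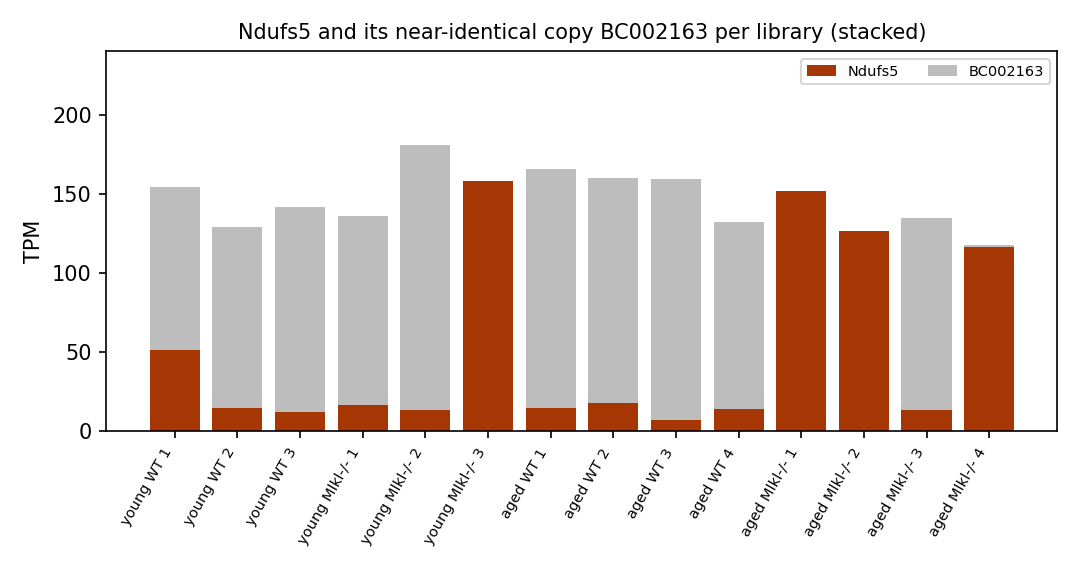
TPM of Ndufs5 and of its near-identical copy BC002163, stacked, in each of the 14 libraries. Each bar is 1 library, and the summed height lies between 118 and 181 TPM while the share of Ndufs5 differs between libraries of 1 group.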

Description: DEGs between aged WT and aged *Mlkl*<sup>-/-</sup> BM HSCs.

**File name: Supplementary Data 4**

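The paper's table of genes that differ between young and aged Mlkl-/- BM HSCs holds 432 genes in the copy used here. Of these, 384 reached the filter, all 384 had the sign of the paper's fold change and 179 were called by limma (Pearson's r = 0.844 across genes, selected for their change). The genes with the smallest adjusted p were Plscr2, Clu, Nupr1, H2-Aa and H2-Eb1, and in each of them every aged library lay above every young one (exact permutation test, p = 0.0286). Plscr2 rose from 5.80 ± 1.37 TPM (SD, n = 3) in young to 122 ± 18.0 TPM (SD, n = 4) in aged Mlkl-/- HSCs, a log2 fold change of 4.18 (standard error 0.17, adjusted p = 9.37e-06, limma with Benjamini-Hochberg adjustment). Clu (chromosome 14, 65968483 to 65981547, GRCm38) rose from 69.0 ± 6.21 to 431 ± 58.1 TPM, a log2 fold change of 2.62 (standard error 0.12, adjusted p = 1.37e-05, limma). Nupr1 rose from 65.8 ± 6.26 to 491 ± 81.0 TPM, a log2 fold change of 2.87 (standard error 0.14, adjusted p = 1.96e-05, limma). H2-Aa (chromosome 17, 34282744 to 34287823) rose from 58.8 ± 4.32 to 205 ± 9.74 TPM, a log2 fold change of 1.79 (standard error 0.09, adjusted p = 1.96e-05, limma). H2-Eb1 (chromosome 17, 34305867 to 34316674), overlapped by Gm20513 on the other strand, rose from 17.2 ± 2.81 to 96.0 ± 7.90 TPM, a log2 fold change of 2.42 (standard error 0.13, adjusted p = 3.49e-05, limma). With each library left out in turn, the log2 fold changes stayed between 4.07 and 4.34 for Plscr2, 2.53 and 2.69 for Clu, 2.81 and 3.00 for Nupr1, 1.73 and 1.84 for H2-Aa and 2.29 and 2.50 for H2-Eb1.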

Description: DEGs between young *Mlkl*<sup>-/-</sup> and aged *Mlkl*<sup>-/-</sup> BM HSCs.

**File name: Supplementary Data 5**

Description: DARs between young WT and young *Mlkl*<sup>-/-</sup> BM HSCs.

**File name: Supplementary Data 6**

Description: DARs between young WT and aged WT BM HSCs.

**File name: Supplementary Data 7**

Description: DARs between aged WT and aged *Mlkl*<sup>-/-</sup> BM HSCs.

**File name: Supplementary Data 8**

Description: DARs between young *Mlkl*<sup>-/-</sup> and aged *Mlkl*<sup>-/-</sup> BM HSCs.

# Supplementary material for: Non-necroptotic MLKL function damages mitochondria and promotes hematopoietic stem cell aging
**Source:** Nat Commun. 2026 Apr 6;17:2798. doi: 10.1038/s41467-026-71060-4
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected on FACS Aria IIIu, Celesta, or LSR Fortessa (Becton Dickinson). Confocal and super-resolution images were acquired on N-SIM super-resolution confocal microscope with a 100× objective (Nikon). TEM and immuno-EM images were collected on JEM-1400Flash electron microscope (JEOL). Cytokine data were collected on Bio-Plex 200 analyzer (Bio-Rad). Seahorse assay data were collected using Seahorse XFe96 Extracellular Flux Analyzer (Agilent).                                |
| Data analysis   | Statistical analyses were performed in GraphPad Prism (v10.4.0) and R (v4.0.2). RNA-seq: FastQC (v0.12.0), bcl2fastq (v2.20), HISAT2 (v2.2.1), StringTie (v2.2.3), edgeR (v3.30.3); GSEA (v4.3.0). ATAC-seq: Bowtie2 (v2.5.3), MACS2 (v2.2.7.1), bedtools (v2.31.0), edgeR. Flow cytometry: FlowJo (v10.10.0). Confocal images were visualized and analyzed with NIS-Elements Viewer (v4.11.0) and ImageJ (v1.53c). Morpheus was used for heatmaps. Seahorse data were processed with Seahorse Analytics (v1.0.0-520). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All source data supporting the findings are provided with this paper. Bulk RNA-seq data and ATAC-seq data from have been deposited at Gene Expression Omnibus and are publicly available under the accession number GSE285111.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample sizes were chosen based on prior experience with similar hematopoietic stem cell experiments and are sufficient to detect biologically meaningful differences. Exact n values for each experiment are indicated in figure legends. |
| Data exclusions | A few mice that developed idiopathic tumors were excluded from analyses to ensure evaluation of normal hematopoiesis. For transplantation experiments, outliers and non-engrafted animals were excluded based on the exclusion criteria described in the Methods section.                               |
| Replication     | All experiments were performed with multiple replicates. The number of replicates (n) and independent experiments performed were detailed in the figure legends.                                                                                                                                        |
| Randomization   | Samples were randomly allocated to experimental groups.                                                                                                                                                                                                                                                 |
| Blinding        | Blinding was not feasible because animals were grouped by genotype. However, objective outcome measures and standardized protocols were used to minimize potential bias.                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Armenian hamster anti-mouse CD3ε-PECy5 (145-2C11), Thermo Fisher Scientific, 15-0031-83; AB\_468691  
 Armenian hamster anti-mouse CD3ε-PECy7 (145-2C11), Thermo Fisher Scientific, 25-0031-82; AB\_469572  
 Armenian hamster anti-mouse CD48-AF700 (HM48-1), BioLegend, 103425; AB\_10612754  
 Armenian hamster anti-mouse CD48-APCeF780 (HM48-1), Thermo Fisher Scientific, 47-0481-82; AB\_2573962  
 Donkey anti-goat IgG (H+L)-AF488, Abcam, ab150129; AB\_2687506  
 Goat anti-mouse IgG (H+L)-AF647, Thermo Fisher Scientific, A-21235; AB\_2535804  
 Goat anti-mouse IgG-AF488, Thermo Fisher Scientific, A-11001; AB\_2534069  
 Goat anti-mouse neogenin-1 (NEO-1), Bio-Techne, AF1079; AB\_2151002  
 Goat anti-rabbit IgG (H+L)-AF594, Thermo Fisher Scientific, A-11012; AB\_2534079  
 Goat anti-rabbit IgG-5nm gold, BBI Solutions, EM GAR5/1; AB\_1769142  
 Mouse anti-mouse CD45.1-APCeF780 (A20), Thermo Fisher Scientific, 47-0453-82; AB\_1582228  
 Mouse anti-mouse CD45.2-BV786 (104), Thermo Fisher Scientific, 417-0454-82; AB\_2929112  
 Mouse anti-mouse CD45.2-FITC (104), Thermo Fisher Scientific, 11-0454-85; AB\_465062  
 Mouse anti-mouse COX-IV (3C7D2), Proteintech, 60251-1-Ig; AB\_2881372  
 Mouse anti-mouse MLKL (E7V4W), Cell Signaling Technology, 26539; AB\_3608292  
 Mouse anti-mouse γH2AX (JBW301), Millipore, 05-636  
 Rabbit anti-FLAG (DYKDDDDK), Thermo Fisher Scientific, 740001; AB\_2610628  
 Rabbit anti-mouse GPR183-FITC, Thermo Fisher Scientific, AGR-063; AB\_2925069  
 Rabbit anti-mouse p-MLKL (S345) (D6E3G), Cell Signaling Technology, 37333; AB\_2799112  
 Rat anti-mouse B220-AF700 (RA3-6B2), Thermo Fisher Scientific, 56-0452-82; AB\_891458  
 Rat anti-mouse B220-BV605 (RA3-6B2), Thermo Fisher Scientific, 406-0452-82; AB\_2937168  
 Rat anti-mouse B220-PECy5 (RA3-6B2), Thermo Fisher Scientific, 15-0452-83; AB\_468756  
 Rat anti-mouse c-Kit-APC (2B8), Thermo Fisher Scientific, 17-1171-83; AB\_469431  
 Rat anti-mouse CD150-BV650 (TC15-12F12.2), BioLegend, 115932; AB\_2715765  
 Rat anti-mouse CD150-PE (TC15-12F12.2), BioLegend, 115904; AB\_313683  
 Rat anti-mouse CD34-FITC (RAM34), Thermo Fisher Scientific, 11-0341-85; AB\_465022  
 Rat anti-mouse CD4-PECy5 (GK1.5), Thermo Fisher Scientific, 15-0041-83; AB\_468696  
 Rat anti-mouse CD41-BV421 (MWReg30), BioLegend, 133911; AB\_10960744  
 Rat anti-mouse CD41-FITC (MWReg30), BD Biosciences, 553848; AB\_395085  
 Rat anti-mouse CD5-PECy5 (53-7.3), BioLegend, 100610; AB\_312739  
 Rat anti-mouse CD8α-PECy5 (53-6.7), Thermo Fisher Scientific, 15-0081-83; AB\_468707  
 Rat anti-mouse EPCR-PE (eBio1560), Thermo Fisher Scientific, 12-2012-82; AB\_914317  
 Rat anti-mouse FcγR (93), BioLegend, 101302; AB\_312801  
 Rat anti-mouse FcγR-BV510 (93), BioLegend, 101333; AB\_2563692  
 Rat anti-mouse Flk2-Bio (A2F10), Thermo Fisher Scientific, 13-1351-85; AB\_466600  
 Rat anti-mouse Flk2-BV421 (A2F10), BioLegend, 135315; AB\_2571919  
 Rat anti-mouse Gr-1-eF450 (RB6-8C5), Thermo Fisher Scientific, 48-5931-82; AB\_1548788  
 Rat anti-mouse Gr-1-PECy5 (RB6-8C5), Thermo Fisher Scientific, 15-5931-83; AB\_468814  
 Rat anti-mouse IL-7Rα-APCCy7 (A7R34), BioLegend, 135039; AB\_2566160  
 Rat anti-mouse IL-7Rα-PE (A7R34), Thermo Fisher Scientific, 12-1271-83; AB\_465845  
 Rat anti-mouse Ki-67-FITC (SolA15), Thermo Fisher Scientific, 11-5698-82; AB\_11151330  
 Rat anti-mouse Mac-1-APC (M1/70), Thermo Fisher Scientific, 17-0112-83; AB\_469344  
 Rat anti-mouse Mac-1-Bio (M1/70), Tonbo Biosciences, 30-0112; AB\_2621639  
 Rat anti-mouse Mac-1-PECy5 (M1/70), Thermo Fisher Scientific, 15-0112-83; AB\_468715  
 Rat anti-mouse P-selectin-PE (RMP-1), BioLegend, 161204; AB\_2876576  
 Rat anti-mouse Sca-1-Bio (D7), BioLegend, 108104; AB\_313340  
 Rat anti-mouse Sca-1-PECy7 (D7), Thermo Fisher Scientific, 25-5981-82; AB\_469669  
 Rat anti-mouse Ter119-PECy5 (TER-119), Thermo Fisher Scientific, 15-5921-83; AB\_468811  
 See Method section for antibody amount/dilution information.

## Validation

All primary antibodies were commercially available and validated by the manufacturers for the indicated applications. Specificity of immunofluorescent signals was confirmed using knockout cells as shown in Fig. 6c, 6d, Supplementary Fig. 3m, and 8b.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                             |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Plat-E packaging cells were kindly provided by Yosuke Tanaka (the Institute of Medical Science, University of Tokyo) and 293GPG packaging cells were kindly provided by Goro Sashida (Kumamoto University). |
| Authentication                                                       | Cell lines were not independently authenticated, as they were obtained from reliable sources and used solely for standard retroviral packaging.                                                             |
| Mycoplasma contamination                                             | All cell lines tested were negative for mycoplasma contamination                                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                                                                                                                                                                                         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All animals used in this study are described in the Method section and listed in Supplementary Table 1.                                                                                                                                                                                                                                                                  |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Both male and female animals were used indiscriminately in this study                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All animal experiments comply with all relevant ethical regulations and were performed in accordance with protocols approved by the Animal Care and Use Committee at the Institute of Medical Science, University of Tokyo (protocol number: PA19-07) and the St. Jude Children's Research Hospital Institutional Animal Care and Use Committee (protocol number: 3252). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Single-cell suspensions were prepared from mouse bone marrow, spleen, and peripheral blood in PBS containing 2% heat-inactivated FBS. Red blood cells were lysed with ACK buffer, and cells were stained with fluorochrome-conjugated antibodies before flow cytometric analysis. Detailed staining protocols are described in the Methods section. |
| Instrument         | Flow cytometric data were acquired using BD FACSCelesta and BD FACSria III (BD Biosciences) at the Institute of Medical Science, the University of Tokyo, and BD LSRFortessa (BD Biosciences) at St. Jude Children's Research Hospital.                                                                                                             |

## Software

Flow cytometry data were analyzed using FlowJo software (v10.10.0; BD Biosciences).

## Cell population abundance

Cell population frequencies were determined by flow cytometry, and absolute cell numbers were calculated based on viable cell counts obtained with a Vi-CELL analyzer (Beckman Coulter).

## Gating strategy

Debris were excluded based on FSC-A, and dead cells (PI+) were excluded except for Annexin V dying/dead cell analysis. Lin<sup>−</sup> cells were defined based on the backgating of Sca-1+/c-Kit+ cells. Gating strategies to enrich individual immature hematopoietic populations are provided in Supplementary Fig. 1a. Boundaries between positive and negative were defined based on appropriate negative control staining. FRET/CFP-high cells were identified based on increase of the FRET/CFP ratio and decrease of CFP signal, usually corresponding to the top 10% of the FRET/CFP ratio in control samples.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

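RNA was measured in HSCs sorted from the BM of 3 young WT, 3 young Mlkl-/-, 4 aged WT and 4 aged Mlkl-/- biological replicates. The authors mapped the reads to mm10 with HISAT2, quantified genes with StringTie and used edgeR for the comparisons and gene set enrichment analysis for the hallmark sets. The values used here are the TPM of each gene in each library, as the authors' table gives them. The columns sum to between 994523 and 997314, the scale of TPM with some genes left out. Read counts and raw reads were not used here, so the depth per library is unknown and no counting error could be given. Errors are SDs between replicates or standard errors of the fit. The chromatin accessibility, cytokine, transplantation and microscopy data were not analysed here.

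Of 24421 listed genes, 27 had names that a spreadsheet had turned into dates and were left out, since these names do not say which gene is meant. The remaining 24394 had distinct names. Of these, 23350 were found under the same name in GENCODE vM21 (GRCm38), 692 through a synonym and 352 not at all. Unmatched genes stayed in the tests and have no position.

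Values were transformed as log2(TPM + 1). Genes with a TPM of at least 1 in at least 3 of the libraries compared were tested with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with the mean, in a fit of the 2 groups compared. The threshold was a Benjamini-Hochberg adjusted p of 0.01. Whether the effect of age differs between the genotypes was fitted as an interaction over the 14 libraries. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and 8 of these tests were planned. Their p-values were adjusted over the 8. The lists' means per library were also compared with exact permutation tests. Those with a library left out, and that of the interaction over 1400 regroupings of genotype within age, also adjusted over the 13 lists, were added after seeing the data. Single values were compared with exact permutation tests over all splits of the libraries. The smallest p these can give is 0.1 for 3 libraries against 3 and 0.0286 for 4 against 4. For 3 against 4 it is 0.0286 where only the real split is as extreme.

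Lists were written by hand for nuclear-encoded OXPHOS subunits, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, glycolysis, sex-linked genes and markers of stromal, endothelial, plasma and B, erythroid, neutrophil, megakaryocyte and T and NK cells. The S-phase and G2/M lists are those of the Seurat package. A list of the mitochondrially encoded OXPHOS subunits could not be tested because the table does not hold these genes. The genes named in the text were set by a rule. It takes the genes the paper names for HSC aging, as HSC surface markers or for necroptosis. It also takes the genes of the paper's tables for young and for aged Mlkl-/- against WT HSCs. Up to 5 non-overlapping genes with the smallest adjusted p per comparison are added, with sex-linked genes and Nnt. The last are the 3 OXPHOS genes with the largest t in the aged comparison of genotypes. The values in the paper's tables had been seen when the rule was written. BC002163, Hist1h2ap, Dynlt1b, other genes called under a single setting and the immediate-early genes fall outside the rule and were chosen after their values were seen.

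Alternatives to these choices were pseudocounts of 0.1 and 5, no filter on low values, a minimum of 5 TPM, fits to all 14 libraries, median-of-ratios and quantile scaling, robust variances, no trend, a term for the replicate number, an adjusted p of 0.05, values scaled to unit variance in the PCA and the distances, and each replicate left out in turn. The set tests were also run with an estimated correlation, with fry, with fgsea 1.28.0, without Ndufs5 and with a Reactome set. Summed near-identical copies and a covariate for the 4 libraries with the highest deposited totals were added after seeing the data. Near-identical transcripts were searched with blastn 2.17.0 at 95% identity or more over at least 150 bases. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for this and for random lists matched on expression and transcript length.

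The tests were tested on simulated data with 200 changed genes, drawn from those with at least 5 TPM in all 14 libraries. At a true log2 change of 2 they found 97% in both age comparisons, 99% in the aged and 95% in the young comparison of genotypes and 95% in the interaction. At a log2 change of 1 these shares were 73%, 66%, 80%, 46% and 40%. Between 0 and 3 unchanged genes were called, and no changed gene had the wrong sign. A set of 80 genes shifted by 0.15 had a camera p between 9.28e-12 and 1.59e-07, and without the shift the p lay between 0.132 and 0.958. Errors were drawn independently for each gene, so these set p-values do not show how camera performs where genes vary together. In the real aged libraries, 19 of 35 groupings gave a camera p as small for OXPHOS genes, the real one included.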

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

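The tests of near-identical copies, of the genotype label of aged Mlkl-/- replicate 1, of its sex and of cell types as sources of RNA were chosen only after the result was seen, as were the leave-one-out values of the interaction for gene lists and the regroupings, exact permutation tests and length test of the interaction for cytosolic ribosomal genes. The test of the age label was written before its own value was seen. Of 102 groups of 4 libraries examined, 20 held a library whose gap to the nearest other exceeded Dixon's critical value. Chance flags about 1 in 20 groups, which would be 5.1 here. That rate is for normally distributed values, and a gene at 0 in all but 1 library of a group is always flagged. This was so for Ddx3y, Eif2s3y, Kdm5d, Uty, Akap12 and 3830403N18Rik, so the excess over 5.1 is overstated. Of the 20, 9 were aged Mlkl-/- replicate 1, 4 were replicate 3 and 4 were replicate 4 of that group. The genes and lists are not independent of each other.

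Aged Mlkl-/- replicate 1 stood apart from the other aged Mlkl-/- libraries in Ddx3y (31.5 TPM), Eif2s3y (53.9 TPM), Kdm5d (6.01 TPM) and Uty (11.8 TPM), all at 0 in the other libraries, and in low Nupr1 (371 TPM) and Sult1a1 (133 TPM), high Pet117 (18.7 TPM) and Akap12 (0.372 TPM), and a PC2 score of 20.4. Akap12 was near the floor, and Pet117 was also at 17.6 and 19.6 TPM in aged WT replicates 2 and 3. The mean log2 level of the S-phase genes was 6.49 in this library and that of the G2/M genes 6.41, each the highest of the 14. A wrong genotype label is argued against by its Mlkl of 4.91 TPM, within the range of the Mlkl-/- libraries. A wrong age label is argued against because 77.1% of the 340 genes that changed with age in WT HSCs lay nearer the aged WT mean, against 3.24% to 8.53% in young Mlkl-/- and 92.1% to 96.2% in the other aged Mlkl-/- libraries. The lower share leaves open a mixture. RNA from cells of the megakaryocyte lineage is a candidate explanation, since 7 of 8 listed megakaryocyte genes were highest of the 14 libraries there, with Pf4 at 1690 TPM and Itga2b at 855 TPM. All 8 were above 1 TPM in every library, so HSCs express them too, and Itga2b is also a gene the paper names. HSCs of another state would give the same values. The sex of the animal accounts for the 4 Y-linked genes, since Xist was at 0 TPM in this library and between 13.1 and 38.9 TPM in the other 13. Whether it accounts for the other values cannot be told apart, because 1 library has Y-linked transcripts and no other male library exists to compare with. A difference in the animal's health or in the sort was not tested.

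Aged Mlkl-/- replicate 3 had low Gm10094 (14.5 TPM), high Sap18 (64.7 TPM), low Ndufs5 (13.5 TPM) and 3830403N18Rik at 0.717 TPM where the other 3 had 0. Chance flags about 1 in 20 groups. Each of these genes has a near-identical copy in the genome, so reads shared between copies, assigned differently from library to library, is a candidate explanation. Ndufs5 and BC002163 summed differed between aged Mlkl-/- and aged WT HSCs by a log2 of -0.22, or 133 ± 14.6 against 154 ± 15.0 TPM (SD, n = 4 each, exact permutation test, p = 0.0857), and were anticorrelated over the 14 libraries (Pearson's r = -0.942). Weighted by transcript length, the sum was instead higher in aged Mlkl-/- HSCs, by a log2 of 0.49 (exact permutation test, p = 0.114). The direction depends on the weights and both sums moved by more than the SD of the groups, so shared reads and a change in expression cannot be told apart for this pair, since the length at which each copy was counted is not known. Among genes that reached 20 TPM in 1 library and were at least 10 times lower in another of the same group, 52.3% (45 of 86) had a near-identical transcript of another gene, against 13.2% (34 of 258) of genes matched on expression (Fisher exact test, p = 1.48e-12). For Gm10094 and Sap18 the length-weighted sum differed between young Mlkl-/- and young WT HSCs by a log2 of -0.27, and shared reads and a change in expression cannot be told apart for this pair, for the same reason. A variant linked to the Mlkl-/- allele is argued against, because Gm10094 was at the level of the young Mlkl-/- libraries in 4 of 4 aged WT libraries. Other variants between animals were not tested. Age and genotype as biological causes stay open for Gm10094 and Sap18, and genotype for Ndufs5.

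Aged Mlkl-/- replicate 4 had the highest mean log2 level of neutrophil genes (6.16) and of plasma and B cell genes (1.53), Cxcl12 at 11.6 TPM and Mlkl at 9.48 TPM, the highest of its group. RNA from neutrophil-lineage cells is a candidate explanation, since 7 of 10 listed neutrophil genes were highest of the 14 libraries there, with S100a8 at 139 TPM, Mpo at 133 TPM, S100a9 at 109 TPM and Ngp at 105 TPM. Only Prtn3 of the 10 was above 1 TPM in every library, and it was not raised there (678 TPM). Mpo (169 TPM) and Elane (105 TPM) were higher in aged WT replicate 4, so such RNA is not limited to 1 genotype. For plasma and B cells 1 of the 5 genes detected was highest there, Cd79a at 2.18 TPM. Cxcl12 is on the stromal list and is among the paper's genes for young HSCs. No stromal gene was highest of the 14 libraries there, but Cxcl12, Adipoq (1.69 TPM) and Sparc (0.314 TPM, near the floor) were highest of the aged Mlkl-/- libraries, and Adipoq was at 0 in all other libraries except young Mlkl-/- replicate 3. RNA from stromal cells was not tested for this library, nor was any explanation of the residual Mlkl. Primed HSCs that express neutrophil genes stay open as a biological explanation that was not tested.

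In aged WT HSCs, replicate 1 had the lowest Sult1a1 (388 TPM), and replicate 3 had the highest mean log2 level of glycolysis genes (7.21) and a PC2 score of 17.8. Chance flags about 1 in 20 groups, and these are 3 of 102. No technical or biological explanation was tested for them.

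The effect of genotype differed between aged and young HSCs (interaction) for 7 lists in limma camera, each lower in aged Mlkl-/- relative to young, and for 1 of them in an exact permutation test of the list mean over 1400 regroupings of genotype within age. The 2 tests, limma camera and the exact permutation test, gave p = 2.29e-10 and 0.224 for OXPHOS, 2.15e-24 and 0.0186 for cytosolic ribosomal, 0.00493 and 0.434 for mitochondrial ribosomal, 0.00142 and 0.256 for stromal, 0.0103 and 0.194 for endothelial, 0.0106 and 0.676 for plasma and B cell and 0.0312 and 0.613 for neutrophil genes. With an estimated correlation the p was 0.109 for OXPHOS, 0.0279 for cytosolic ribosomal, 0.344 for mitochondrial ribosomal, 0.0290 for stromal, 0.0640 for endothelial, 0.0344 for plasma and B cell and 0.360 for neutrophil genes. Under fry it was 0.170, 0.0400, 0.449, 0.0699, 0.113, 0.0520 and 0.527, so the cytosolic ribosomal list passed 0.05 in all 3. With each library left out the camera p stayed between 2.54e-17 and 1.82e-05 for OXPHOS and between 1.52e-32 and 1.09e-14 for cytosolic ribosomal genes. The mitochondrial ribosomal list reached 0.381 and was not past 0.05 without young WT replicate 3, young Mlkl-/- replicate 3 or aged WT replicate 1. The stromal list reached 0.248 without young Mlkl-/- replicate 3. The endothelial list lost its call without young Mlkl-/- replicate 3 or aged Mlkl-/- replicate 1 (up to 0.0983), the plasma and B cell list without young Mlkl-/- replicate 3 or aged WT replicate 1 (up to 0.103), and the neutrophil list without any of 9 libraries (up to 0.322). Chance cannot be excluded for OXPHOS, where 13 of 100 regroupings of genotype within age gave a camera p as small. For the cytosolic ribosomal list 3 of 100 did, but it was singled out as the smallest of 13 lists, and in 6 of 100 regroupings some list had a camera p as small. Its exact permutation test adjusted over the 13 lists gave p = 0.196, so chance cannot be excluded for it either. The camera test was not regrouped for the other 5 on their own. Transcript length bias is argued against for the cytosolic ribosomal list, as 0% of 10000 lists matched on expression and length had a median as low as -0.19. For the stromal list RNA from stromal cells in young Mlkl-/- replicate 3 is a candidate explanation, because 4 of the 6 stromal genes detected were highest there, with Cxcl12 at 59.7 TPM, Sparc at 35.0 TPM, Vcam1 at 16.0 TPM and Adipoq at 13.6 TPM. Of 12 listed genes, 2 were above 1 TPM in every library. In the same library 5 of 9 endothelial genes were highest, Plvap at 42.2 TPM among them, and 5 of the 9 were above 1 TPM in every library. For the cytosolic ribosomal genes chance and a biological difference between the ages in the effect of genotype both stay open, and the depth of the libraries, which is unknown, was not tested. Reads shared between near-identical copies were not tested for this list either. The ribosomal genes Rpl26 and Rpl7a have such copies and were at least 10 times lower in 1 library than in another of the same group.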

How the results depend on the processing

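The alternatives of summed near-identical copies and of the covariate for the deposited total were chosen only after the result was seen, and the others were set before the data were examined. Fits that leave out 1 of 3 replicates keep 2 libraries in that group and share the variance over genes. Between the young genotypes the covariate takes out young WT replicates 1 and 3, so these values rest on young WT replicate 2 alone, assumed to vary like the others. In aging Mlkl-/- HSCs it takes out aged Mlkl-/- replicate 3. The replicate term takes aged replicate 4 out of each age comparison, since no young library has that number. The cause was not tested for any change below, except that leaving out a library leaves fewer samples and a looser threshold adds genes by construction. The PC1 difference between ages kept its sign and its test result throughout (33.5 to 94.7, and 49.3 to 51.3 with a library left out).

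The 340 genes that changed with age in WT HSCs became 92 with a replicate term, 924 at an adjusted p of 0.05 and 194 with the covariate for the deposited total. With libraries left out they ranged from 161 to 268, being 181, 161 and 185 without young WT replicates 1, 2 and 3 and 224, 195 and 198 without aged WT replicates 2, 3 and 4. The other 10 of 13 alternatives stayed within 1.5 times. Of the 92, 88 were among the 340. The 180 genes in Mlkl-/- HSCs became 110 without the filter, 335 in the fit to all 14 libraries, 37 with a replicate term, 390 at an adjusted p of 0.05 and 108 with the covariate, and ranged from 80 to 248, being 80, 95 and 89 without young Mlkl-/- replicates 1, 2 and 3 and 109 and 111 without aged Mlkl-/- replicates 3 and 4. The 145 shared genes became 78 without the filter, 257 in the fit to all 14, 89 without a trend, 31 with a replicate term, 317 at an adjusted p of 0.05 and 79 with the covariate, and ranged from 70 to 176 (70, 82 and 78 without young Mlkl-/- replicates 1, 2 and 3, and 92 without aged Mlkl-/- replicate 3 or 4). What the replicate numbers stand for is not given in the sources used here. Correlations between libraries of the same number ran from -0.0923 to 0.258, above 0.1 in 2 of 4 aged pairs, replicates 2 (0.258) and 4 (0.162), and in 0 of the others.

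The 1 gene between aged genotypes became 2 without the filter, without a trend and at an adjusted p of 0.05, and ranged from 1 to 3 (3 without aged Mlkl-/- replicate 3). The 1 gene between young genotypes became 2 with a pseudocount of 5 and 4 at an adjusted p of 0.05. It ranged from 1 to 7 with a library left out (2 without young WT replicate 2, 3 without young WT replicate 3, 7 without young Mlkl-/- replicate 2, 3 without young Mlkl-/- replicate 3). The interaction gave 0 genes in all 13 alternatives and 0 to 1 with a library left out, 1 each without young WT replicate 3, young Mlkl-/- replicate 2 or aged Mlkl-/- replicate 3. The distance between aged genotypes ranged from -3.73 to -0.745 over its 5 alternatives and from -2.45 to 0.12 with a library left out, reversed at 0.125 without aged Mlkl-/- replicate 3 and 0.0968 without aged Mlkl-/- replicate 4.

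OXPHOS genes in aged Mlkl-/- against aged WT HSCs were no longer past 0.05 with an estimated correlation (p = 0.472) or fry (p = 0.589), and ranged from 6.10e-10 to 0.814 with a library left out (0.641 without aged WT replicate 1, 0.0893 and 0.814 without aged Mlkl-/- replicates 3 and 4). In young HSCs fry gave 0.0513, and the range was 1.39e-12 to 5.63e-05. In aging WT HSCs the result of 0.482 became 0.0167 with a replicate term and 0.951, reversed, with the Reactome set, and ranged from 0.0101 (without aged WT replicate 4) to 0.772, reversed at 0.559 without aged WT replicate 1. The OXPHOS interaction was 0.109 with an estimated correlation and 0.170 with fry, and ranged from 2.54e-17 to 1.82e-05.

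The cell cycle lists changed most with single libraries. S-phase genes in aged HSCs ranged from 2.92e-07 to 0.965 and reversed without aged WT replicate 4 (0.965) and aged Mlkl-/- replicate 1 (5.44e-07). They passed 0.05 without aged WT replicate 1 (0.0470) and aged Mlkl-/- replicates 2 (0.0262), 3 (2.92e-07) and 4 (0.0288). G2/M genes in aged HSCs had p = 0.667 with an estimated correlation and 0.724 with fry, and ranged from 7.04e-09 to 0.959, at 0.959 without aged WT replicate 4 and reversed without aged Mlkl-/- replicate 1 (2.02e-07). S-phase genes in young HSCs reversed under quantile scaling (0.912) and the covariate (0.0243), and ranged from 0.00119 to 0.443, reversed without young WT replicate 1 (0.00119) and young Mlkl-/- replicate 1 (0.0229). G2/M genes in young HSCs reversed in the fit to all 14 (0.906), without a trend (0.992), with a replicate term (0.987) and under fry (0.914), passed 0.05 with the covariate (0.00693), and ranged from 0.000405 (without young WT replicate 1) to 0.509, reversed without young WT replicates 2 (0.225) and 3 (0.143) and young Mlkl-/- replicates 1 (0.509) and 3 (0.323).

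Of 631 values of named genes under alternatives, 601 kept their direction and side of the threshold, 11 fell short of it, 8 newly passed it and 11 reversed. Those that reversed were Ripk1 with median-of-ratios scaling (-0.00095), with quantile scaling (-0.019) and without aged WT replicate 1 (-0.019), aged WT replicate 2 (-0.020) or aged Mlkl-/- replicate 1 (-0.10), within a range of -0.10 to 0.071. So did Ripk3 without aged Mlkl-/- replicate 4 (-0.0019, in a range up to 0.057), Ticam1 without aged Mlkl-/- replicate 1 (0.028, in a range from -0.27), Sap18 with copies summed (1.54), Hist1h2ao with the covariate (2.27) and without young WT replicate 1 (1.26, in a range from -2.72) and Ndufs5 with copies summed (-0.22). These sums are unweighted, and weighted by transcript length they are -0.27 for Sap18 and 0.49 for Ndufs5, which reverses neither. Scaling moved the median of all genes by at most 0.0277, and by up to 0.0126 between the aged genotypes, more than the 0.0042 of Ripk1, so its sign under a scaling carries no information. Those that fell short were Procr, apart from Gm10094 in the fit to all 14. The unknown depth limits how far small values, such as genes near 1 TPM, can be read.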

Differences from the paper's values

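The counts of called genes differ from the paper's in all 4 pairwise comparisons. The paper's table lists 10 genes between young Mlkl-/- and young WT HSCs, and limma called 1. None of the 11 alternatives set before the data were examined comes within 1.5 times of 10, and of the libraries left out only the fit without young Mlkl-/- replicate 2 does, with 7 genes. The paper's table lists 659 genes in aged against young WT HSCs and 340 were called here. Of the alternatives, only an adjusted p of 0.05 (924) comes within 1.5 times, and none of the leave-one-out fits does. The paper's table lists 6 genes between aged genotypes and 1 was called here, with no alternative or left-out library within 1.5 times. The paper's table lists 432 genes in aged against young Mlkl-/- HSCs and 180 were called, with the fit to all 14 libraries (335) and an adjusted p of 0.05 (390) within 1.5 times and the other 9 alternatives and the leave-one-out fits not. The paper shows about 320 genes shared by both age comparisons in Supplementary Fig. 7c, read by eye, and 145 were shared here, with the fit to all 14 libraries (257) and an adjusted p of 0.05 (317) within 1.5 times and the other 9 and the leave-one-out fits not. The copies used here of the paper's tables for the young genotypes and for aging Mlkl-/- HSCs each hold 1 gene fewer than its figures count.

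Of the genes the paper calls and limma did not, some were called under other settings. Among the aged genotypes 0610040B10Rik was called without the filter on low values, without a trend and at an adjusted p of 0.05, and Ndufs5 without aged Mlkl-/- replicate 3. Among the young genotypes Mlkl was called with a pseudocount of 5, in the fit to all 14 libraries, at an adjusted p of 0.05 and without young Mlkl-/- replicate 2 or 3, Sap18 at an adjusted p of 0.05 and without young Mlkl-/- replicate 2, and Pet117 at an adjusted p of 0.05. Summing near-identical copies, chosen after seeing the values, called Sap18 in the direction opposite to the paper's (log2 fold change 1.54, and -0.27 when weighted by transcript length), and it drops Gm10094, 1 of the paper's genes, as a separate gene.

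Log2 fold changes differ from the paper's for genes near 0 in 1 group. For Neo1 the paper's value is 4.00 and the value here 2.90, for Gpr183 the paper's is 7.27 and the value here 4.55, for Phtf1os the paper's is 3.18 and the value here 2.14, and for 3830403N18Rik the paper's is -4.43 and the value here -2.33. In these 4 a pseudocount of 0.1 gives a value within the replicate SD of the paper's, and the other alternatives and the leave-one-out fits do not. For Rab15 the paper's value is 2.57 and the value here 1.21, for Pih1d2 the paper's is -6.63 and the value here -1.57, and for 0610040B10Rik the paper's is -5.86 and the value here -2.01. No alternative or left-out library brings these 3 within the replicate SD. Pih1d2 and 0610040B10Rik are listed at 0 in a whole group, so their fitted values depend on the pseudocount.

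In the paper's table of genes in aged against young WT HSCs, 3 columns labelled as aged WT replicates 1 to 3 hold values of other libraries. They equal the young Mlkl-/- replicates 1 to 3 in 99.8% to 100% of genes, within 0.1%, and the libraries of their own label in 0.76% to 1.98%. The other 4 columns of that table and all columns of the other 3 tables equal the library of their label. All 588 genes of this table that were tested here have the sign of the paper's fold change. The text cites Supplementary Data 4 for the aged genotypes, which are in Supplementary Data 3.

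The paper proposes several pathways, OXPHOS among them, as altered in aged and not in young Mlkl-/- HSCs. With the list used here OXPHOS genes were lower in aged Mlkl-/- HSCs (limma camera, p = 0.00161, exact permutation test of the list mean, p = 0.771) and higher in young Mlkl-/- HSCs (limma camera, p = 5.24e-09, exact p = 0.1). The hallmark set was not used here. The paper states, citing earlier work, that OXPHOS rises in HSCs with age, and here the list was not past 0.05 in aging WT HSCs (limma camera, p = 0.482, exact permutation test, p = 0.83, median log2 fold change 0.03). It was higher in aged WT HSCs without aged WT replicate 4 (limma camera, p = 0.0101, exact permutation test, p = 0.60) and with a replicate term, which takes the same library out of the contrast (limma camera, 0.0167). For the cell cycle the paper's Supplementary Fig. 7g has these sets higher in aged Mlkl-/- HSCs, as the lists here (G2/M, limma camera p = 0.0179, exact permutation test p = 0.914), and without aged Mlkl-/- replicate 1 the direction turns (limma camera p = 2.02e-07, exact permutation test p = 0.20).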

Other observations

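The tests of the covariate for the deposited total, of replicate numbers and of length bias for cytosolic ribosomal genes, and the reading of immediate-early genes, were chosen only after the result was seen. Those of other groupings, of length bias for OXPHOS genes and of the region around Mlkl were written before their own values were seen. Among other groupings of the same libraries, 1 of 35 gave as many genes changed with age in WT and 1 of 35 in Mlkl-/- HSCs, the real one, and 1 of 100 drawn regroupings gave as many shared genes, so chance can be excluded for these 3. It cannot be excluded for the number of genes between the aged genotypes, where 8 of 35 groupings gave at least 1 gene. The gene called is Mlkl, the deleted gene, with an adjusted p of 0.000494 (limma). Its exact permutation test gave p = 0.0286, the smallest possible. The 256 of 12407 genes without overlap between the genotypes all reach that value, so this test does not set Mlkl apart. Nor can chance be excluded for OXPHOS (19 of 35), S-phase (32 of 35) and G2/M genes (31 of 35) in the aged genotypes or for OXPHOS with age in WT HSCs (28 of 35). No gene was called in the interaction, so 100 of 100 regroupings gave as many by construction and the count decides nothing. With 3 libraries against 3 there are 10 groupings and chance cannot be told apart by this count: 4 gave as many genes between young genotypes, 1 as small a p for OXPHOS and 10 each for S-phase and G2/M genes.

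Transcript length bias could account for the lower OXPHOS genes in aged Mlkl-/- HSCs, since 20.3% of 10000 lists matched on expression and transcript length had a median as low as -0.04. It is argued against for the higher OXPHOS genes in young Mlkl-/- HSCs, where 0% of matched lists had a median as high as 0.12. Whether the split of the 4 libraries with the highest deposited totals accounts for either cannot be told apart with a covariate for it (camera p of 0.00251 in aged and 6.44e-08 in young HSCs). In aged HSCs it holds 1 library of each genotype, so the fit leaves the fold changes as they were, and in young HSCs it holds 2 WT libraries and leaves 1 WT library in the comparison. An effect of genotype in young HSCs stays open and was not tested further.

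A variant carried along with the Mlkl-/- allele was tested in the 10 Mb around Mlkl. In aged HSCs 4 of 140 genes there had an unadjusted p under 0.05, where chance gives 7, and 70.1% of windows of as many genes had as many. In young HSCs 5 of 134 did, where chance gives 6.7, and 43.5% of windows had as many. Both argue against such a variant acting on expression of many genes nearby. Nnt was at 74.2 ± 7.35 TPM in young WT, 53.8 ± 23.8 in young Mlkl-/-, 58.2 ± 16.7 in aged WT and 63.3 ± 20.1 in aged Mlkl-/- HSCs (SD).

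Cytosolic ribosomal genes rose with age in WT HSCs (limma camera, p = 1.88e-17, fry 0.00804, 73 of 78 higher, exact permutation test of the list mean, p = 0.0571) and not in Mlkl-/- HSCs (limma camera, p = 0.468, exact p = 0.83). They were lower in aged Mlkl-/- (limma camera, p = 3.50e-12, fry 0.194, exact p = 0.114) and higher in young Mlkl-/- HSCs (limma camera, p = 3.23e-14, fry 0.109, exact p = 0.20). S-phase genes fell with age in WT (limma camera, p = 2.05e-13, fry 0.00127, exact p = 0.0286) and Mlkl-/- HSCs (limma camera, p = 3.26e-07, fry 0.258, exact p = 0.257), as did G2/M genes (limma camera, p = 2.55e-15, fry 0.00336, exact p = 0.0286, and 2.28e-06, fry 0.331, exact p = 0.314). Mitochondrial ribosomal genes were lower with age in Mlkl-/- HSCs (limma camera, p = 5.26e-05, fry 0.0589, exact p = 0.0857) and lower in aged Mlkl-/- than in aged WT HSCs (limma camera, p = 0.0135, fry 0.506, exact p = 0.486). Glycolysis genes were lower in young Mlkl-/- HSCs (limma camera, p = 0.0235, fry 0.209, exact p = 0.60) and did not pass 0.05 elsewhere (0.188 to 0.972). The neutrophil list was higher in young Mlkl-/- HSCs (limma camera, p = 3.24e-07, fry 0.0131, exact p = 0.1), as were the megakaryocyte list (6.53e-06, fry 0.159, exact 0.30), the stromal list (0.000842, fry 0.126, exact 0.1), the endothelial list (0.00550, fry 0.0629, exact 0.20) and the plasma and B cell list (0.0190, fry 0.102, exact 0.20). The megakaryocyte list was also higher in aged Mlkl-/- than in aged WT HSCs (0.00517, fry 0.292, exact p = 0.371) and with age in Mlkl-/- HSCs (0.0186, fry 0.192, exact p = 0.40). Higher with age in WT HSCs were the neutrophil (limma camera, p = 0.0138, fry 0.0501, exact p = 0.429), megakaryocyte (0.0149, fry 0.0368, exact p = 0.0857) and endothelial lists (0.0228, fry 0.0126, exact p = 0.0286). The erythroid list had limma camera p = 0.0503 at its lowest, in aging WT HSCs (exact p = 0.371), and the T and NK list between 0.561 and 0.830. The sex-linked list was used for the sex of each library only. Transcript length bias is argued against for the cytosolic ribosomal list in aging WT, aged Mlkl-/- and young Mlkl-/- HSCs, as 0% of 10000 lists matched on expression and length had a median as far out in each. Reads shared between near-identical copies were not tested for the cytosolic ribosomal list. RNA from stromal cells in young Mlkl-/- replicate 3 is a candidate explanation for the stromal list in young HSCs (4 of 6 genes detected were highest there). For the other lists of this paragraph no explanation was tested across the groups.

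The mean log2 level of 9 immediate-early genes was 8.22 in aged WT replicate 2 and 8.48 in aged Mlkl-/- replicate 2, and between 4.75 and 6.75 in the other 12 libraries. It was lowest in aged WT replicate 4 (4.97) and aged Mlkl-/- replicate 4 (4.75). Fos was at 4494 and 5138 TPM in the replicates 2. Over all 4 pairs, whether aged libraries of the same replicate number were handled together cannot be told apart from chance, since 3 of 24 matchings of the aged libraries between the genotypes had a mean correlation as high as the real one (0.0972, 1-sided exact permutation test, p = 0.125). This test averages the pairs, so it does not settle replicates 2 and 4 alone. On PC3 (9.13% of the variance) aged WT and aged Mlkl-/- replicates 4 scored -23.1 and -23.2, and replicates 2 scored 18.1 and 20.8. Replicates 1 lay apart, at -1.12 and 20.9, and replicates 3 were at -1.42 and -4.93. With a replicate term limma still called 1 gene between the aged genotypes. No biological explanation was tested.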
